# Genetic and chemical inhibition of IRF5 suppresses pre-existing mouse lupus-like disease

**DOI:** 10.1038/s41467-021-24609-4

**Published:** 2021-07-19

**Authors:** Tatsuma Ban, Masako Kikuchi, Go R. Sato, Akio Manabe, Noriko Tagata, Kayo Harita, Akira Nishiyama, Kenichi Nishimura, Ryusuke Yoshimi, Yohei Kirino, Hideyuki Yanai, Yoshiko Matsumoto, Shuichi Suzuki, Hiroe Hihara, Masashi Ito, Kappei Tsukahara, Kentaro Yoshimatsu, Tadashi Yamamoto, Tadatsugu Taniguchi, Hideaki Nakajima, Shuichi Ito, Tomohiko Tamura

**Keywords:** Target validation, Autoimmunity, Innate immunity

## Abstract

The transcription factor IRF5 has been implicated as a therapeutic target for the autoimmune disease systemic lupus erythematosus (SLE). However, IRF5 activation status during the disease course and the effects of IRF5 inhibition after disease onset are unclear. Here, we show that SLE patients in both the active and remission phase have aberrant activation of IRF5 and interferon-stimulated genes. Partial inhibition of IRF5 is superior to full inhibition of type I interferon signaling in suppressing disease in a mouse model of SLE, possibly due to the function of IRF5 in oxidative phosphorylation. We further demonstrate that inhibition of IRF5 via conditional *Irf5* deletion and a newly developed small-molecule inhibitor of IRF5 after disease onset suppresses disease progression and is effective for maintenance of remission in mice. These results suggest that IRF5 inhibition might overcome the limitations of current SLE therapies, thus promoting drug discovery research on IRF5 inhibitors.

## Abstract (web summary)

IRF5 is a potential target for therapy in systemic lupus erythematosus (SLE). Here the authors show using mouse SLE-like models that genetic or chemical inhibition of IRF5 after SLE onset could be more effective than, or an add on for, currently utilised type I interferon inhibition.

## Introduction

Systemic lupus erythematosus (SLE) is an intractable chronic autoimmune disease characterized by a breakdown of immune tolerance to nuclear self-antigens^1,2^. The patients are primarily females of reproductive age and manifest the production of autoantibodies, such as those against double-stranded DNA (dsDNA) and ribonucleoproteins. Immune complexes formed by these autoantibodies are deposited in various organs and induce recurrent inflammatory lesions. There are genetic, environmental (infection and sunburn), and hormonal (estrogen) factors that influence the disease development^3^.

Current standard therapies for SLE include glucocorticosteroids, antimalarial drugs, and immunosuppressants^4,5^. The most recently approved agent is a monoclonal antibody against B cell-activating factor (BAFF)^6^. Owing to these therapies, the 10-year survival rate has improved from 63 to 91% in the past 50 years^7^. However, SLE patients still have unmet medical needs^8,9^. These problems include the paucity of treatment options for poor responders with intractable organ disease, low health-related quality of life, comorbidities, drug adverse effects such as opportunistic infections and osteoporosis, and a shorter life span. In the case of a relapse, high doses of glucocorticosteroids or immunosuppressants are often required, and therefore relapsing–remitting inflammation results in not only further tissue damage but also severer adverse effects of the drugs.

One of the highly anticipated new drugs currently in clinical trials is an anti-type I interferon (IFN) receptor monoclonal antibody that blocks the action of type I IFNs (IFN-α and -β)^9^. SLE patients display high expression of IFN-stimulated genes (ISGs) called the IFN signature^10^, and animal experiments have revealed that blocking of type I IFN signaling inhibits SLE-like symptoms^11–13^. Recently, it was announced that phase III trials of anifrolumab, an antagonist antibody targeting anti-IFN-α and -β receptor subunit 1 (IFNAR1), reached their primary endpoint^14^. The percentage of responders was higher in the anifrolumab group (47.8%) than in the placebo group (31.5%). Nevertheless, the annualized relapse rate was still as high as 43% in the anifrolumab group. Thus, the development of additional therapies other than (or in addition to) blocking of type I IFN signaling is desirable.

The main focus of SLE research has been the adaptive immune system, e.g., aberrant activation of autoreactive T and B cells. Currently, however, it is acknowledged that the innate immune system, which initiates inflammation and actuates the adaptive immune system, also significantly contributes to the disease pathogenesis^15,16^. Indeed, multiple genome-wide association studies have identified *IRF5* as one of the genes whose genetic variants are highly associated with SLE risk^17,18^; *IRF5* encodes a transcription factor called IFN regulatory factor 5, which positively regulates endosomal Toll-like receptor (TLR)-mediated, myeloid differentiation primary response protein 88 (MyD88)-dependent innate immune responses^19,20^. Stimulation of TLR7, TLR8, or TLR9 activates IRF5 via its phosphorylation and nuclear translocation, leading to the induction of type I IFN and inflammatory cytokine genes^21,22^. IRF5 has been shown to be activated in monocytes of most SLE patients, and its expression is further induced by type I IFNs and estrogen^23,24^. Moreover, we and other laboratories have demonstrated that even a half IRF5 deficiency prevents disease onset in various mouse models of SLE^25–28^. IRF5 functions in multiple cell types involved in SLE pathogenesis, for example, conventional dendritic cells (cDCs), plasmacytoid DCs (pDCs), follicular DCs, monocytes, and B cells^17,21^. Therefore, IRF5 appears to be a key factor of various steps of SLE pathogenesis, despite the heterogeneous nature of the disease.

In this study, we address (1) the activation status of IRF5 in the course of human SLE, (2) whether IRF5 functions other than in the induction of type I IFNs, and (3) the effects of IRF5 inhibition on the SLE pathogenesis after the disease onset. We analyze SLE patients and mouse SLE models and develop a prototypical small-molecule compound that limits IRF5 activation. Our results support the idea that IRF5 inhibition overcomes the limitations of current therapies for SLE and should justify drug discovery research on IRF5 inhibitors.

## Results

### IRF5 is activated in both active- and remission-phase SLE (AP-SLE and RP-SLE, respectively) patients

To find out whether the activation status of IRF5 has relevance to SLE disease activity, we assessed IRF5 nuclear translocation in immune cells isolated from peripheral blood of SLE patients (Fig. 1a, Supplementary Fig. 1a–c, and Supplementary Table 1). Our method, which evaluates the IRF5 nuclear/cytoplasmic ratio, clearly distinguished IRF5 undergoing nuclear translocation (Fig. 1a and Supplementary Fig. 1a–c). Consistent with another report^24^, the proportion of cells in which IRF5 was translocated into the nucleus was higher in monocytes from SLE patients than those from healthy donors (Fig. 1b and Supplementary Fig. 2). The proportion of individuals displaying IRF5 nuclear translocation in ≥5% of monocytes was 4% in healthy donors and 52% in SLE patients. Although the difference was modest, a similar tendency was observed in pDCs and cDCs but not B cells (Supplementary Fig. 3a). As expected from other studies^29,30^, the degree of IRF5 activation in monocytes correlated with expression levels of ISGs such as *OAS1*, *IFI27*, and *MX1* in peripheral blood (Fig. 1c and Supplementary Fig. 3b).

**Fig. 1:**
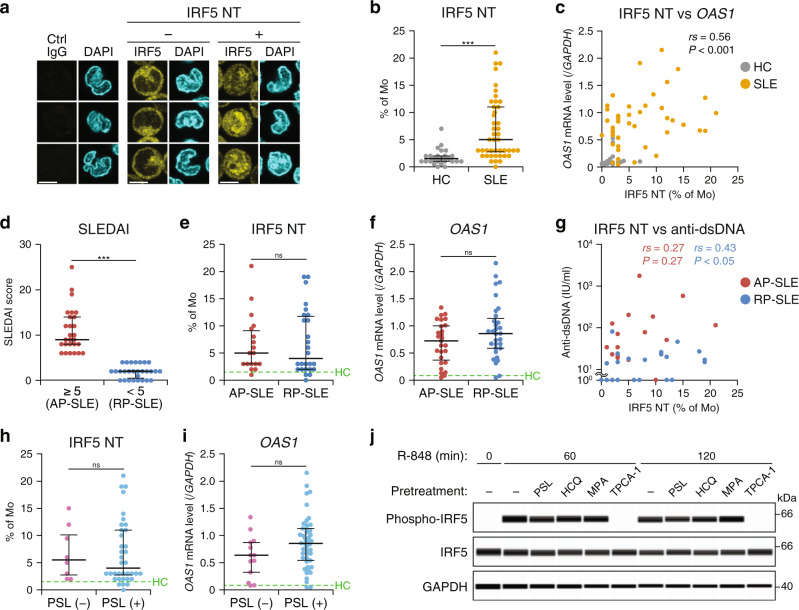
Activation status of IRF5 in human SLE. **a** Evaluation of IRF5 activation by nuclear translocation (NT). Fluorescent images of monocytes (Mo), stained with control IgG (left) or an anti-IRF5 antibody (middle and right) and then with a fluorochrome-conjugated secondary antibody (yellow), were captured by confocal microscopy. Nuclei were stained with DAPI (cyan). Representative images of cells with or without IRF5 NT, obtained from two of the SLE patients and one of the healthy control (HC) donors, respectively, analyzed in **b** are shown. Scale bars represent 5 μm. **b** IRF5 hyperactivation in SLE-associated monocytes. The IRF5 NT was defined as the nuclear/cytosolic IRF5 ratio of >1.5× most frequent ratio from the same sample containing 75–100 cells (see “Methods”). The proportion of monocytes featuring IRF5 NT in HC donors and SLE patients. **c** Correlation between IRF5 NT and ISG expression. A scatterplot of IRF5 NT prevalence among monocytes and the *OAS1* mRNA level in peripheral blood are shown. **d**–**f** Persistence of aberrant IRF5 activation and ISG expression in remission-phase (RP)-SLE. Active-phase (AP)- and RP-SLE were defined as the SLEDAI-2K ≥ 5 and <5, respectively (**d**). The percentage of monocytes with IRF5 NT (**e**) and the *OAS1* mRNA level in peripheral blood (**f**) in AP- and RP-SLE were analyzed. **g** Correlation between IRF5 NT and the anti-dsDNA antibody level in RP-SLE. A scatterplot of IRF5 NT prevalence among monocytes and serum anti-dsDNA antibody concentration in AP- and RP-SLE are presented. **h**, **i** Persistence of aberrant IRF5 activation and ISG expression after the standard therapy. Percentages of monocytes featuring IRF5 NT (**h**) and *OAS1* mRNA levels in peripheral blood (**i**) from SLE patients treated or not treated with PSL were analyzed. **j** Effects of standard-of-care drugs on IRF5 activation. PBMCs from a HC donor were pretreated with 1.5 μM PSL, 3 μM HCQ, 60 μM mycophenolic acid (MPA), or 1 μM TPCA-1 (positive control) for 30 min and then stimulated with 3 μM R-848 for 60 or 120 min. The cell lysates were analyzed by a capillary-based immunoassay with antibodies against phosphorylated IRF5 (phospho-IRF5), total IRF5, and GAPDH as a loading control. Representative data from two independent experiments are depicted. HC: *n* = 25, SLE: *n* = 44 (**b**, **c**), AP-SLE: *n* = 27 (**d**, **f**), or 18 (**e**, **g**), RP-SLE: *n* = 31 (**d**, **f**) or 26 (**e**, **g**), PSL (−): *n* = 8 (**h**) or 13 (**i**), PSL (+): *n* = 36 (**h**) or 45 (**i**). Horizontal bars (**b**, **d**–**f**, **h**, **i**) represent median with interquartile range. Dashed lines (**e**, **f**, **h**, **i**) indicate the median of HC data. ***P < 0.001, ns: not significant (two-sided Mann–Whitney *U* test). Two-sided Spearman’s rank correlation coefficients (*r*s) and *P* value were used to assess the correlation (**c**, **g**).

We then subdivided the patients into two groups according to the SLE disease activity index (SLEDAI) score: AP-SLE (SLEDAI-2K ≥ 5) and RP-SLE (SLEDAI-2K < 5) (Fig. 1d and Supplementary Table 1). The proportion of monocytes featuring IRF5 nuclear translocation and the expression levels of ISGs were higher in AP-SLE than in healthy controls, and furthermore, both remained higher even in RP-SLE than in the controls (Fig. 1e, f and Supplementary Fig. 3c). We also calculated the strength of aberrant IRF5 nuclear translocation by summing the nuclear/cytosolic ratios exceeding the control levels. Still, the degree of IRF5 translocation was largely unchanged between AP-SLE and RP-SLE (Supplementary Fig. 3d). Analysis of publicly available gene expression data from individual SLE patients^31^ revealed that ISG expression in peripheral blood was high despite a sign of glucocorticosteroid administration, e.g., glucocorticoid-induced leucine zipper (*GILZ*) expression (Supplementary Fig. 3e). This finding suggested that the persistently high ISG expression after standard therapies is not limited to our study cohort. In RP-SLE, the activation status of IRF5 nuclear translocation in monocytes correlated with serum concentration of residual autoantibodies (Fig. 1g and Supplementary Fig. 3f).

Moreover, regardless of the administration of prednisolone (PSL), hydroxychloroquine (HCQ), or mycophenolate mofetil (MMF), the percentage of monocytes with IRF5 nuclear translocation as well as the expression levels of ISGs remained high (Fig. 1h, i and Supplementary Fig. 3g, h). These results suggested that the current standard therapies are unable to repress aberrant IRF5 activation and ISG expression in SLE patients. Indeed, high doses of representative drugs currently used as standard SLE treatments failed to inhibit IRF5 phosphorylation, another hallmark of its activation, as detected by a phospho-IRF5-specific monoclonal antibody in peripheral blood mononuclear cells (PBMCs) stimulated in vitro with R-848, which is a ligand of TLR7 and TLR8 (Fig. 1j; the validation of antibody specificity is shown in Supplementary Fig. 4a). In these experiments, TPCA-1, an inhibitor of the inhibitor of nuclear factor κ-B (NF-κB) kinase subunit β (IKKβ; the kinase that activates NF-κB and IRF5)^21,22^ served as a positive control. TPCA-1 inhibited nuclear translocation of both IRF5 and NF-κB p65 in monocytes and pDCs as expected (Supplementary Fig. 4b, c), indicating that IKKβ inhibitors are not suitable for IRF5-specific suppression.

### Targeting IFNAR1 is not sufficient to suppress disease in a Lyn-deficient mouse SLE model

The similar dynamics of IRF5 activation and ISG expression in SLE patients prompted us to investigate whether the inhibition of IRF5 exerts only the action that equals the effect of inhibition of type I IFNs. For this purpose, we used Lyn-deficient (*Lyn*^−/−^) mice as a mouse SLE model. Lyn deficiency causes IRF5 hyperactivation in the TLR-MyD88 pathway, thereby causing overproduction of cytokines including type I IFNs, and that even a half IRF5 deficiency strongly suppresses the development of SLE-like disease^25^. The production of anti-dsDNA immunoglobulin G (IgG) observed in *Lyn*^−/−^ mice was almost completely inhibited by either monoallelic or biallelic deletion of *Irf5* (*Lyn*^−/−^*Irf5*^+/−^ or *Lyn*^−/−^*Irf5*^−/−^; Fig. 2a). On the other hand, the autoantibody formation was not suppressed either by monoallelic or biallelic deletion of *Ifnar1* (*Lyn*^−/−^*Ifnar1*^+/−^ or *Lyn*^−/−^*Ifnar1*^−/−^; Fig. 2a). Splenomegaly, glomerulonephritis, and IgG deposits were also much more significantly weaker in the *Lyn*^−/−^*Irf5*^+/−^ strain and *Lyn*^−/−^*Irf5*^−/−^ strain compared to strains *Lyn*^−/−^*Ifnar1*^+/−^ and *Lyn*^−/−^*Ifnar1*^−/−^ (Fig. 2b–f). Similar results were obtained for the activation status of innate and adaptive immune cells, particularly, the expression of CD80 and CD69 on cDC2s and CD4^+^ T cells, respectively (Supplementary Figs. 5a, b and 6a, b). Our results are in agreement with the findings obtained in *FcγRIIB*^*−/−*^*Yaa* and *FcγRIIB*^*−/−*^ mouse models of SLE^27^. These results suggested that even partial inhibition of IRF5 is superior to the full inhibition of type I IFN signaling in terms of suppressing the development of an SLE-like disease.

**Fig. 2:**
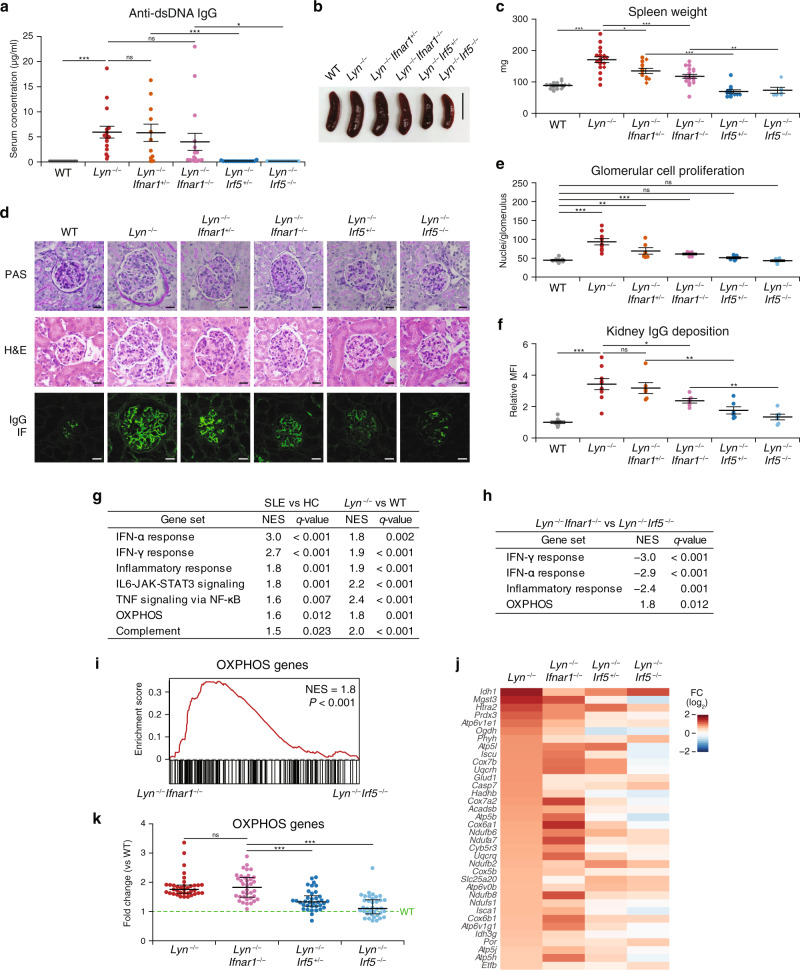
Superiority of IRF5 over IFNAR1 in suppressing SLE-like disease development. **a** Autoantibody formation. Serum concentration of an anti-dsDNA antibody in WT (*n* = 12), *Lyn*^−/−^ (*n* = 16), *Lyn*^−/−^*Ifnar1*^+/−^ (*n* = 11), *Lyn*^−/−^*Ifnar1*^−/−^ (*n* = 16), *Lyn*^−/−^*Irf5*^+/−^ (*n* = 16), and *Lyn*^−/−^*Irf5*^−/−^ (*n* = 14) female and male mice at 22–24 weeks of age was measured by ELISA. **b**, **c** Splenomegaly. Representative image (**b**) and weight data (**c**) of the spleens of WT (*n* = 17), *Lyn*^−/−^ (*n* = 18), *Lyn*^−/−^*Ifnar1*^+/−^ (*n* = 11), *Lyn*^−/−^*Ifnar1*^−/−^ (*n* = 18), *Lyn*^−/−^*Irf5*^+/−^ (*n* = 12), and *Lyn*^−/−^*Irf5*^−/−^ (*n* = 6) mice at 22–24 weeks of age. Scale bar represents 10 mm (**b**). The circles and diamonds denote the female and male mice, respectively (**c**). **d**–**f** Kidney pathology and IgG deposition. **d** Representative images of periodic acid-Schiff (top) and hematoxylin–eosin (H&E; middle) staining, and IgG immunofluorescence (IF; bottom) of kidney glomeruli from WT (*n* = 9), *Lyn*^−/−^ (*n* = 9), *Lyn*^−/−^*Ifnar1*^+/−^ (*n* = 6), *Lyn*^−/−^*Ifnar1*^−/−^ (*n* = 6), *Lyn*^−/−^*Irf5*^+/−^ (*n* = 6), and *Lyn*^−/−^*Irf5*^−/−^ (*n* = 6) mice at 33–34 weeks of age. Scale bars denote 20 μm. **e** Glomerular cell proliferation in **d** (represented by the number of nuclei per glomerulus) was analyzed. Each dot represents the mean nucleus counts of ten glomeruli per mouse. **f** Relative MFI of the IgG deposited in glomeruli in **d** was analyzed. Each dot represents the relative MFI of the five glomeruli per mouse. **g**–**k** RNA-seq data from peripheral blood obtained from SLE patients and HC donors (public data) or from WT, *Lyn*^−/−^, *Lyn*^−/−^*Ifnar1*^−/−^, *Lyn*^−/−^*Irf5*^+/−^, and *Lyn*^−/−^*Irf5*^−/−^ female mice at 22–23 weeks of age (*n* = 4 for each genotype) were subjected to GSEA. **g** Sets of genes that were significantly upregulated in both SLE patients (versus [vs] HC donors) and *Lyn*^−/−^ mice (vs WT mice; false discovery rate < 0.05). **h** Gene sets in **g** were further analyzed to extract gene sets whose expression levels were significantly different between *Lyn*^−/−^*Ifnar1*^−/−^ and *Lyn*^−/−^*Irf5*^−/−^ mice (false discovery rate < 0.05). **i** The GSEA enrichment plot of OXPHOS genes (*Lyn*^−/−^*Ifnar1*^−/−^ vs *Lyn*^−/−^*Irf5*^−/−^). NES normalized enrichment score. **j** A heatmap of the expression of OXPHOS genes in the indicated genotypes. The color represents the mean fold change (FC) as compared to WT. Genes with FC > 1.5 in *Lyn*^−/−^ mice are shown. **k** A dot plot of the data from **j** (*n* = 36 for each genotype). Horizontal bars indicate mean ± SEM (**a**, **c**, **e**, **f**) or median with interquartile range (**k**). Data in **a**–**f** were pooled from at least two independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ns: not significant (two-sided Student’s *t* test in **a**, **c**, **e**, **f**, and two-sided Mann–Whitney *U* test in **k**).

### IRF5 regulates oxidative phosphorylation (OXPHOS) in a Lyn-deficient mouse SLE model

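Peripheral blood RNA was sequenced from female mice of 5 genotypes aged 22 to 23 weeks, with 4 mice per genotype. Besides WT and *Lyn*-/- mice, these were *Lyn*-/- mice that also lacked *Ifnar1* (*Lyn*-/-*Ifnar1*-/-), 1 copy of *Irf5* (*Lyn*-/-*Irf5*+/-) or both copies (*Lyn*-/-*Irf5*-/-). *Lyn* (chromosome 4, 3678068 to 3791612 of GRCm38.p6) encodes a Src family tyrosine kinase. *Irf5* (chromosome 6, 29526130 to 29541869) encodes a transcription factor downstream of Toll-like receptors. *Ifnar1* (chromosome 16, 91485032 to 91510523) encodes a subunit of the type I IFN receptor. *Lyn* stood at 34.6 ± 2.44 RPKM (SD, n = 4) in WT mice. It was 9.99 ± 1.46 RPKM in *Lyn*-/- mice and 7.51 ± 3.60 RPKM in mice labelled *Lyn*-/-*Ifnar1*-/- (SD, n = 4 each). It was 10.9 ± 3.09 RPKM in mice labelled *Lyn*-/-*Irf5*+/- and 9.70 ± 1.65 RPKM in mice labelled *Lyn*-/-*Irf5*-/- (SD, n = 4 each). Each of these 4 genotypes lay below WT in every mouse (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). *Irf5* stood at 38.2 ± 2.33 RPKM in mice labelled *Lyn*-/-*Irf5*-/- and 28.7 ± 3.43 RPKM in mice labelled *Lyn*-/-*Irf5*+/- (SD, n = 4 each). It stood at 33.3 ± 5.35 RPKM in *Lyn*-/- mice and 20.9 ± 0.641 RPKM in WT mice (SD, n = 4 each). *Ifnar1* stood at 8.50 ± 2.15 RPKM in mice labelled *Lyn*-/-*Ifnar1*-/- and 5.38 ± 0.523 RPKM in *Lyn*-/- mice (SD, n = 4 each). Values of a whole gene include reads outside its deleted part, so those of *Irf5* and *Ifnar1* check nothing about these alleles. These genotypes rest on the labels. The samples of mice labelled *Lyn*-/-*Irf5*+/- were recorded later than those of the other genotypes. No label gives a library or sequencing batch, so whether they were prepared separately is not known. The authors aligned the reads to mm10 with STAR 2.6.0c, counted them with featureCounts 1.6.2, and computed TMM-scaled RPKM with edgeR 3.20.9. The deposited table holds these RPKM for 9228 genes and no read totals. Whole reads per gene and mouse were therefore recovered from the steps between low values, to within 0.05 reads of a whole number, for 9221 of these genes. Summed over them, the reads per mouse ranged from 1306583 to 1625199 (median 1389204) in WT and from 1539068 to 3618870 (median 2306144) in *Lyn*-/- mice. They ranged from 1142469 to 2981846 (median 1859094) in *Lyn*-/-*Ifnar1*-/- mice, from 1175337 to 1706696 (median 1522796) in *Lyn*-/-*Irf5*+/- and from 1322962 to 1701590 (median 1571822) in *Lyn*-/-*Irf5*-/- mice. These sums leave out 7 genes with no recovered reads, the hemoglobin gene *Beta-s* among them, so they are not the depth of the whole libraries. The 3 listed hemoglobin genes (*Beta-s*, *Hbq1a* and *Hbq1b*) held 55.5% to 78.9% of the RPKM of a mouse, nearly all of it *Beta-s*. Genes were compared by limma on log2(RPKM + 0.5) with all 20 mice in 1 model. The test covered the 8696 genes with at least 1 RPKM in at least 4 mice, and p was adjusted by Benjamini-Hochberg within each comparison. Gene lists were tested with limma's camera at a preset correlation of 0.01, and the mean log2 value of a list in each mouse (its score) by exact permutation. The exact p of scores are given without adjustment over lists. Adjusted by Benjamini-Hochberg over the scores of a comparison, an exact p of 0.0286 became 0.0396 for *Lyn*-/- against WT. It became 0.0514 to 0.171 in the limma comparisons among the strains lacking *Lyn*.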

To clarify a role of IRF5 other than the induction of type I IFNs in SLE pathogenesis, we analyzed the peripheral blood transcriptome of SLE patients, which is available in a public database^31^, and the peripheral blood transcriptome of Lyn-deficient mice with concomitant *Ifnar1* or *Irf5* deficiency. 

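In the blood of *Lyn*-/- mice, genes induced by type I IFN, genes of NF-κB, IL-6 and inflammatory signalling and complement genes were more often higher than lower beside WT. Among these lists only complement also passed camera with an estimated correlation in place of the preset one. Genes of the OXPHOS complexes were higher as a group by a smaller step under the authors' TMM scaling. Of 57 type I ISGs listed before the data were examined, 30 were higher and 3 lower in *Lyn*-/- mice at an adjusted p under 0.05 from limma (30 and 4 when adjusted over the list alone). *Ifitm3*, a restriction factor of viral entry, stood at 240.2 ± 34.0 RPKM in *Lyn*-/- and 61.4 ± 7.59 RPKM in WT mice (SD, n = 4 each), a log2 fold change of 1.96 (SE 0.17, limma adjusted p = 2.86e-08). *Oasl2* rose by a log2 fold change of 3.29 (SE 0.35, adjusted p = 5.69e-07) and *Ifi204* by 2.07 (SE 0.20, adjusted p = 1.17e-07). *Helz2* fell with a log2 fold change of -1.13 (SE 0.12, adjusted p = 7.62e-07). The ISGs had a mean log2 fold change of 0.75 (camera adjusted p = 1.21e-06, and adjusted p = 0.202 with an estimated correlation). Their scores did not overlap, at 3.90 to 4.38 in *Lyn*-/- and 3.27 to 3.57 in WT mice. Of 40 NF-κB target genes 21 were higher and 1 lower (adjusted p = 2.81e-05, and adjusted p = 0.221 with an estimated correlation). By the same measures, 21 of 34 IL-6 pathway genes were higher and 2 lower (2.0e-08 and 0.140), and of 39 genes of the inflammatory response 22 were higher and 4 lower (1.62e-06 and 0.202). Adjusted over the list alone, these counts were 21 and 2, 23 and 2, and 22 and 5. *Cebpb*, a transcription factor of myeloid cells, had a log2 fold change of 2.59 (SE 0.20, adjusted p = 1.01e-08) and *Cd14*, a co-receptor for lipopolysaccharide, of 2.91 (SE 0.33, adjusted p = 1.30e-06). Of 12 complement genes 9 were higher and 2 lower (10 and 2 when adjusted over the list alone). *C3* rose from 1.94 ± 0.281 to 12.8 ± 1.11 RPKM (SD, n = 4 each). The complement list also passed with an estimated correlation (adjusted p = 0.0330). Of 35 IFN-γ response genes 4 were higher and 10 lower, both over all genes tested and adjusted over the list alone. Their mean log2 fold change was -0.36 (camera adjusted p = 0.0509, and adjusted p = 0.321 with an estimated correlation). Of 76 nuclear-encoded genes of OXPHOS complexes I to V, 5 were higher, 1 lower and 70 did not pass the test, and none passed when adjusted over the list alone. Their mean log2 fold change was 0.34, positive for 66 of the 76 (camera adjusted p = 0.00493, and adjusted p = 0.539 with an estimated correlation). Their score stood at 5.11 ± 0.15 in *Lyn*-/- and 4.77 ± 0.03 in WT mice (SD, n = 4 each, exact two-sided permutation test, p = 0.0286). *Ndufb9* of complex I rose from 56.7 ± 4.69 to 125 ± 45.0 RPKM and *Cox5b* of complex IV from 45.5 ± 7.90 to 75.1 ± 12.3 RPKM (SD, n = 4 each, adjusted p = 0.0128 and 0.0138). *Ndufs3* of complex I fell from 7.55 ± 0.781 to 4.44 ± 2.30 RPKM (SD, n = 4 each, adjusted p = 0.0300). The OXPHOS score difference was 0.0964 with every library at the same RPKM sum and -0.231 with the same sum outside hemoglobin genes. Its sign therefore rests on the scaling. These scalings shift all genes, whose median log2 fold change was -0.246 and -0.533 there and -0.0328 under TMM. The mean of the OXPHOS list lay above that median under each of these scalings. *Cox5b* and *Ndufs3* lost their calls with the same RPKM sum (log2 fold changes 0.468 and -1.07, adjusted p = 0.375 and 0.165). With an erythroid marker score as a covariate the mean of the OXPHOS list was -0.16, and the log2 fold changes of *Ndufb9*, *Cox5b* and *Ndufs3* were 0.0269, 0.258 and -0.478. With a B cell marker score they were -1.56, -1.004 and 0.0126 and the list was negative too, and none of these 3 genes passed in either model. Neither score overlaps between these genotypes, so these models do not separate them from genotype.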

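Blood of *Lyn*-/- mice held fewer B cell transcripts and more monocyte and neutrophil transcripts than blood of WT mice. Most listed erythroid genes were higher too, but hemoglobin held a smaller share of all RPKM. Of 25 B cell markers 24 were lower and 1 was higher at an adjusted p under 0.05 from limma, over all genes tested and adjusted over the list alone, with a mean log2 fold change of -2.76. *Ms4a1*, which encodes CD20, fell from 63.6 ± 13.1 RPKM in WT to 5.04 ± 1.25 RPKM in *Lyn*-/- mice (SD, n = 4 each), a log2 fold change of -3.54 (SE 0.18, adjusted p = 4.05e-11). *Cd79b*, a subunit of the B cell receptor, fell with a log2 fold change of -2.83 (SE 0.19, adjusted p = 1.05e-09). *H2-Ab1* and *Cd74*, which serve MHC class II presentation, fell with -2.66 (SE 0.16, adjusted p = 2.86e-10) and -2.60 (SE 0.20, adjusted p = 9.65e-09). Of 22 markers of nonclassical monocytes 20 were higher and none lower (21 higher when adjusted over the list alone), and of 13 markers of classical monocytes 10 were higher by both counts. *Cx3cr1*, the fractalkine receptor, stood at 14.7 ± 0.562 RPKM in *Lyn*-/- and 2.54 ± 0.306 RPKM in WT mice (SD, n = 4 each, log2 fold change 2.32, SE 0.17, adjusted p = 4.43e-09). *Csf1r*, the receptor for colony stimulating factor 1, stood at 68.8 ± 9.84 and 10.5 ± 1.16 RPKM (log2 fold change 2.65, SE 0.23, adjusted p = 3.73e-08). Of 25 neutrophil markers 21 were higher (23 when adjusted over the list alone), *Clec4e* with a log2 fold change of 2.44 (SE 0.27, adjusted p = 8.95e-07). Of 6 genes of neutrophil precursors 5 were higher (6 when adjusted over the list alone). *Ngp*, a protein of secondary granules, stood at 89.0 ± 97.2 RPKM in *Lyn*-/- and 3.96 ± 3.50 RPKM in WT mice (SD, n = 4 each). Of 35 erythroid genes 23 were higher and 1 lower (26 and 1 when adjusted over the list alone), with a mean log2 fold change of 1.34. *Tmod1*, which caps actin filaments in red cells, stood at 115 ± 45.8 and 26.6 ± 7.15 RPKM. The 3 listed hemoglobin genes (*Beta-s*, *Hbq1a* and *Hbq1b*) held 59.1% ± 2.60 of the RPKM of *Lyn*-/- and 67.7% ± 1.51 of that of WT mice (SD, n = 4 each), and their score differed by 0.23 (SE 0.32, exact two-sided permutation test, p = 0.514). Nearly all of this share was *Beta-s*, while the score weights the 3 genes equally, so neither measures total hemoglobin. Of 21 antioxidant genes 14 were higher (16 when adjusted over the list alone), *Hmox1*, a heme oxygenase, with a log2 fold change of 2.79 (SE 0.19, adjusted p = 1.90e-09). Of 27 T cell markers 15 were lower (17 when adjusted over the list alone), and of 17 markers of NK and cytotoxic cells 7 were lower and 1 higher by both counts. *Ccr7*, a homing receptor of naive T cells, and *Ncr1*, an NK cell receptor, had log2 fold changes of -1.24 (SE 0.16) and -1.66 (SE 0.23). The B cell, nonclassical monocyte and neutrophil precursor lists also passed with an estimated correlation (adjusted p = 0.0330, 0.0179 and 0.0326). The classical monocyte, neutrophil, erythroid, antioxidant, T cell and NK lists had an adjusted p = 0.0705, 0.221, 0.372, 0.202, 0.297 and 0.410 with an estimated correlation. Over all 8696 genes tested, 1483 were higher and 1346 lower in *Lyn*-/- than in WT mice. With the same RPKM sum outside hemoglobin genes, 515 were higher and 2442 lower. The total of 2829 was 847 with every library at the same RPKM sum.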

Gene set enrichment analysis (GSEA) revealed that seven gene sets, including IFN-α response and OXPHOS gene sets, were significantly upregulated both in SLE patients and Lyn-deficient mice compared to healthy donors and wild-type (WT) mice, respectively (Fig. 2g and Supplementary Fig. 6c).

To find the gene sets regulated specifically by IRF5 in the SLE model, we compared *Lyn*^−/−^*Ifnar1*^−/−^ mice with *Lyn*^−/−^*Irf5*^−/−^ mice. 

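In mice labelled *Lyn*-/-*Ifnar1*-/-, most ISGs stood below their level in mice labelled *Lyn*-/-*Irf5*-/-, while OXPHOS genes leaned higher under the authors' TMM scaling, with a wide spread between mice. Of 57 type I ISGs 45 were lower and none higher in mice labelled *Lyn*-/-*Ifnar1*-/- at an adjusted p under 0.05 from limma (51 lower and 1 higher when adjusted over the list alone), with a mean log2 fold change of -1.68. The ISG list passed camera with an adjusted p = 5.08e-62, and with an estimated correlation too (adjusted p = 2.45e-04). *Irf7*, a transcription factor that amplifies IFN production, stood at 7.40 ± 1.74 RPKM in mice labelled *Lyn*-/-*Ifnar1*-/- and 287 ± 48.7 RPKM in mice labelled *Lyn*-/-*Irf5*-/- (SD, n = 4 each), a log2 fold change of -5.20 (SE 0.28, adjusted p = 1.03e-10). *Rtp4* stood at 0.189 ± 0.225 and 22.9 ± 4.49 RPKM (SD, n = 4 each). *Oas1a* and *Oas2*, which sense double-stranded RNA, were listed at 0 in mice labelled *Lyn*-/-*Ifnar1*-/- and at 8.94 ± 0.774 and 8.16 ± 1.80 RPKM in mice labelled *Lyn*-/-*Irf5*-/- (SD, n = 4 each). Of the 76 OXPHOS genes 1 was higher, none was lower and 75 did not pass the test, and none passed when adjusted over the list alone. The gene that passed, *Atp5b*, the beta subunit of ATP synthase, stood at 683 ± 517 and 211 ± 21.1 RPKM (SD, n = 4 each), a log2 fold change of 1.38 (SE 0.38, adjusted p = 0.0446). The mean log2 fold change of the OXPHOS genes was 0.39, positive for 60 of the 76 (camera adjusted p = 1.70e-06, and adjusted p = 0.398 with an estimated correlation). The OXPHOS scores of the 4 mice labelled *Lyn*-/-*Ifnar1*-/- were 4.79, 4.92, 5.84 and 5.48, beside 4.81 to 4.92 in mice labelled *Lyn*-/-*Irf5*-/-. This difference of 0.39 (SE 0.25) did not pass the exact two-sided permutation test (p = 0.286). Of 35 erythroid genes 9 were higher and none lower (25 higher when adjusted over the list alone), all 35 with a positive log2 fold change and a mean of 1.22 (camera adjusted p = 2.08e-16, and adjusted p = 0.300 with an estimated correlation). *Slc25a37*, the mitochondrial iron importer of erythroid cells, stood at 967 ± 816 and 189 ± 33.2 RPKM, and *Tspan33* at 273 ± 205 and 35.0 ± 6.07 RPKM (SD, n = 4 each). With only these genotypes in the model the calls of *Slc25a37* and *Atp5b* were lost (adjusted p = 0.137 and 0.242) at unchanged log2 fold changes of 1.996 and 1.38. Among 39 genes of the inflammatory response 6 were lower and none higher (9 lower when adjusted over the list alone), with an adjusted p = 4.33e-05 from camera and an adjusted p = 0.381 with an estimated correlation. Of 35 IFN-γ response genes 7 were lower and none higher (8 lower when adjusted over the list alone), with an adjusted p = 8.77e-06 and an adjusted p = 0.0814 with an estimated correlation. *Fcgr1*, a high-affinity Fc receptor, fell with a log2 fold change of -2.41 (SE 0.27, adjusted p = 6.90e-06). The call of *Atp5b* was lost when any single one of 16 of the 20 libraries was left out (adjusted p = 0.0512 to 0.158), with log2 fold changes of 1.22 to 1.45, and 0.93 without *Lyn*-/-*Ifnar1*-/- mouse 3. Without both *Lyn*-/-*Ifnar1*-/- mice 3 and 4, a setting chosen after the data were seen, the OXPHOS list had a camera adjusted p = 0.919. With every library at the same RPKM sum the score difference was -0.35, and with the same sum outside hemoglobin genes -0.28. The median log2 fold change of all genes was -0.660 and -0.591 under these scalings, below the OXPHOS list in both.

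**Figure D1:**
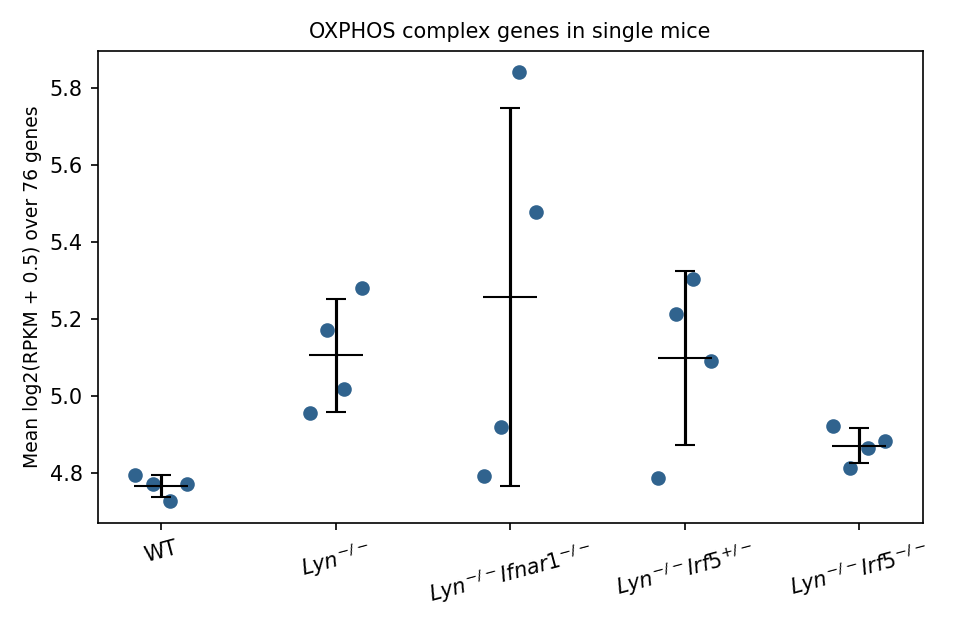
OXPHOS score (mean log2(RPKM + 0.5) over 76 genes of complexes I to V) of each mouse by genotype, with the mean and SD of each genotype. The mice labelled *Lyn*-/-*Ifnar1*-/- lie between 4.79 and 5.84 and those labelled *Lyn*-/-*Irf5*-/- between 4.81 and 4.92.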

We identified only one such gene set, related to OXPHOS, with expression significantly higher in *Lyn*^−/−^*Ifnar1*^−/−^ mice than in *Lyn*^−/−^*Irf5*^−/−^ mice (Fig. 2h, i). This gene set includes genes encoding components of OXPHOS complexes, such as NADH dehydrogenases, cytochrome c oxidase, and reductase, and ATPases (Fig. 2j). 

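Between mice labelled *Lyn*-/-*Ifnar1*-/- and *Lyn*-/-*Irf5*-/-, complexes I, III, IV and V leaned higher in mice labelled *Lyn*-/-*Ifnar1*-/- under TMM and median-of-ratios scaling, and lower with libraries at the same RPKM sum. Complex II leaned higher under neither. At the same RPKM sum the median log2 fold change of all genes was -0.660, and complexes I, III, IV and V lay above it. The mean log2 fold change was 0.27 over 32 genes of complex I (NADH dehydrogenase) and -0.05 over 4 genes of complex II. It was 0.41 over 10 genes of complex III (cytochrome c reductase), 0.60 over 12 genes of complex IV (cytochrome c oxidase) and 0.54 over 18 genes of complex V (ATP synthase). No gene of complexes I to IV passed limma's test over all genes, and 1 of complex V did. Adjusted over the list alone, none of complexes I and IV, 1 of complex II, 1 of complex III and 6 of complex V were higher. The camera adjusted p was 0.00814 for complex I, 0.0181 for complex III, 3.72e-04 for complex IV and 1.50e-04 for complex V. These 4 lists had an adjusted p = 0.402, 0.398, 0.400 and 0.381 with an estimated correlation. *Ndufb11* of complex I stood at 109 ± 67.6 and 45.9 ± 5.81 RPKM (SD, n = 4 each), a log2 fold change of 1.04 (SE 0.31, adjusted p = 0.0565). *Uqcr11* of complex III stood at 113 ± 68.5 and 50.3 ± 2.03 RPKM (log2 fold change 0.96, SE 0.30, adjusted p = 0.0737). *Cox6a1* of complex IV stood at 852 ± 682 and 282 ± 23.7 RPKM (log2 fold change 1.25, SE 0.40, adjusted p = 0.0743). *Ndufb11* passed with a block by replicate number, with a filter at 5 RPKM and with voom on recovered reads, a setting chosen after the data were seen (adjusted p = 0.0321, 0.0429 and 0.0345). *Cox6a1* passed with the block, with voom and with the same RPKM sum outside hemoglobin genes (adjusted p = 0.0483, 0.0418 and 0.0450). Without *Lyn*-/-*Ifnar1*-/- mouse 1 or without mouse 2, all 3 genes passed (adjusted p = 0.00853 to 0.0257). These were the mice of this genotype with the lowest OXPHOS scores (4.79 and 4.92), so leaving either out gives more weight to the high mice. With every library at the same RPKM sum the log2 fold changes of *Ndufb11*, *Cox6a1* and *Uqcr11* were 0.285, 0.486 and 0.200. Of 15 genes of the vacuolar ATPase, a proton pump of endosomes and lysosomes, 1 was higher, and its list had a mean log2 fold change of 0.22 (adjusted p = 0.0730). Of 22 genes of the TCA cycle 1 was higher (2 when adjusted over the list alone). None of 19 genes of fatty acid oxidation or 72 of the mitochondrial ribosome passed. The mean log2 fold changes of these 3 lists were 0.12, 0.02 and -0.13 (adjusted p = 0.232, 0.834 and 0.210). The 36 genes shown in Fig. 2j, which the study chose on these libraries, comprised 5 genes listed under complex I, 2 under complex III, 5 under complex IV and 4 under complex V. Another 10 belonged to the lists for the vacuolar ATPase, the TCA cycle or fatty acid oxidation, and 10 to none of these lists. Among the 36, 1 was higher and none lower between these genotypes (4 higher when adjusted over the list alone), which is not independent evidence. No mitochondrially encoded gene was found in the deposited table, so the subunits encoded there could not be measured.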

The expression of these genes was found to be strongly downregulated in both *Lyn*^−/−^*Irf5*^+/−^ and *Lyn*^−/−^*Irf5*^−/−^ mice (to the WT levels) but were almost unchanged in *Lyn*^−/−^*Ifnar1*^−/−^ mice (Fig. 2k). 

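The 36 OXPHOS genes of Fig. 2j had a median ratio of mean RPKM to WT of 1.75 in *Lyn*-/- mice, 1.83 in mice labelled *Lyn*-/-*Ifnar1*-/-, 1.34 in mice labelled *Lyn*-/-*Irf5*+/- and 1.11 in mice labelled *Lyn*-/-*Irf5*-/-. Per mouse, this median was 1.36, 1.92, 1.47 and 2.19 in *Lyn*-/- mice and 1.07, 1.14, 3.00 and 1.92 in mice labelled *Lyn*-/-*Ifnar1*-/-. It was 1.09, 1.399, 1.42 and 1.37 in mice labelled *Lyn*-/-*Irf5*+/- and lay between 1.11 and 1.14 in mice labelled *Lyn*-/-*Irf5*-/-. All 36 genes stood above WT in *Lyn*-/- mice and in mice labelled *Lyn*-/-*Ifnar1*-/-, 34 in mice labelled *Lyn*-/-*Irf5*+/- and 24 in mice labelled *Lyn*-/-*Irf5*-/-. The study chose these genes by their ratio of *Lyn*-/- to WT mice in these libraries, so their direction in *Lyn*-/- mice is not independent evidence. The choice favours low WT and high *Lyn*-/- values. Comparisons of the other strains with these mice therefore lean above WT and below *Lyn*-/-, and their tests are not independent evidence either. Against *Lyn*-/- mice, 8 of the 36 were lower in mice labelled *Lyn*-/-*Irf5*-/-, 6 in mice labelled *Lyn*-/-*Irf5*+/- and 2 in mice labelled *Lyn*-/-*Ifnar1*-/-, and none was higher, at an adjusted p under 0.05 from limma. Adjusted over the list alone, 12, 6 and 2 were lower. The score of the 36 genes differed from *Lyn*-/- mice by -0.63 (SE 0.13) in mice labelled *Lyn*-/-*Irf5*-/- (exact two-sided permutation test, p = 0.0286). It differed by -0.39 (SE 0.15) in mice labelled *Lyn*-/-*Irf5*+/- (exact p = 0.0571) and by -0.15 (SE 0.32) in mice labelled *Lyn*-/-*Ifnar1*-/- (exact p = 0.600). *Ogdh*, a subunit of the 2-oxoglutarate dehydrogenase of the TCA cycle, fell from 20.7 ± 7.77 RPKM in *Lyn*-/- to 7.88 ± 1.02 RPKM in mice labelled *Lyn*-/-*Irf5*-/- (SD, n = 4 each, log2 fold change -1.28, SE 0.27, adjusted p = 0.00319). *Htra2*, a mitochondrial serine protease, fell from 12.7 ± 1.38 to 7.47 ± 0.892 RPKM (log2 fold change -0.73, SE 0.17, adjusted p = 0.00639). With every library at the same RPKM sum both lost their calls (*Ogdh* -0.761 and *Htra2* -0.211, adjusted p = 0.165 and 0.672), as with the same sum outside hemoglobin genes (-0.616 and -0.0692, adjusted p = 0.0675 and 0.856). With an erythroid marker score as a covariate *Ogdh* had -0.320 (adjusted p = 0.480), while *Htra2* kept its call. *Atp5b* had a log2 fold change of -1.32 (SE 0.38, adjusted p = 0.0232). Over the 76 genes of complexes I to V, 2 were lower and none higher in mice labelled *Lyn*-/-*Irf5*-/-. These were *Atp5b* and *Atp5a1*, the alpha subunit of ATP synthase (log2 fold change -0.55, SE 0.16, adjusted p = 0.0237, and -0.00396 with every library at the same RPKM sum), and none passed when adjusted over the list alone. The score of these 76 genes differed from *Lyn*-/- mice by -0.23 (SE 0.077) in mice labelled *Lyn*-/-*Irf5*-/- (exact p = 0.0286). It differed by -0.008 (SE 0.13) in mice labelled *Lyn*-/-*Irf5*+/- (exact p = 1.00) and by 0.15 (SE 0.26) in mice labelled *Lyn*-/-*Ifnar1*-/- (exact p = 0.600). Of 35 erythroid genes 27 were lower in mice labelled *Lyn*-/-*Irf5*-/-, 18 in mice labelled *Lyn*-/-*Irf5*+/- and 1 in mice labelled *Lyn*-/-*Ifnar1*-/- than in *Lyn*-/- mice (31, 20 and 0 when adjusted over the list alone). Their mean log2 fold changes were -1.79, -1.20 and -0.57 (adjusted p = 0.172, 0.286 and 0.808 with an estimated correlation). Hemoglobin held 59.1% ± 2.60 of the RPKM in *Lyn*-/- mice, 63.0% ± 3.75 in mice labelled *Lyn*-/-*Irf5*-/- and 71.6% ± 8.01 in mice labelled *Lyn*-/-*Irf5*+/- (SD, n = 4 each). This share of all RPKM is another measure than the log2 changes of the list. On the log2 scale, the score of its 3 genes differed from *Lyn*-/- mice by -0.51 (SE 0.29, exact p = 0.143) in mice labelled *Lyn*-/-*Irf5*-/-. It differed by 0.22 (SE 0.39, exact p = 0.543) in mice labelled *Lyn*-/-*Irf5*+/-. It thus leaned with the list in the former and against it in the latter, and neither difference passed. With every library at the same RPKM sum, the median ratio was 0.967 in mice labelled *Lyn*-/-*Irf5*+/- and 1.36 in mice labelled *Lyn*-/-*Irf5*-/-. The 76-gene score in mice labelled *Lyn*-/-*Irf5*-/- then lay above that in *Lyn*-/- mice by 0.297, while the mean log2 fold change of the 36 genes stayed negative at -0.103. With the same sum outside hemoglobin genes these values were 0.438 for the 76 genes and 0.0387 for the 36 genes. The median log2 fold change of all genes was 0.536 and 0.653 under these scalings, above both lists. With an erythroid marker score as a covariate, the mean log2 fold change of the 76 genes in mice labelled *Lyn*-/-*Irf5*-/- turned from -0.23 to 0.44 (camera adjusted p = 5.08e-07, and adjusted p = 0.314 with an estimated correlation, which was added after the data were seen), and that of *Atp5b* was 0.453. From its own gene set enrichment results, together with its measurements of mitochondrial membrane potential, the paper proposes that IRF5 has a unique part in inducing OXPHOS genes.

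**Figure D2:**
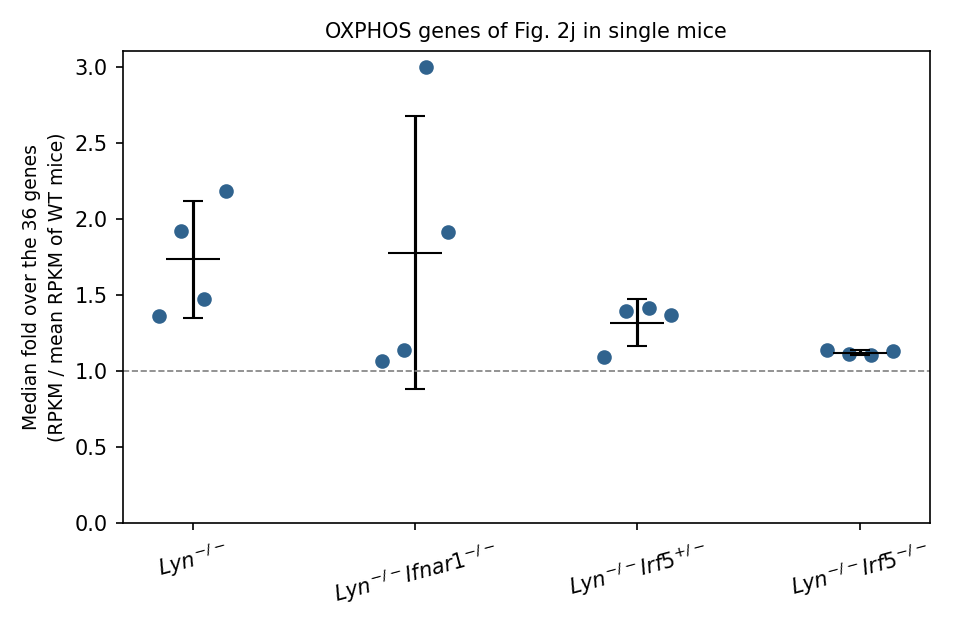
Median ratio to the WT mean over the 36 OXPHOS genes of Fig. 2j for each mouse, by genotype. The mice labelled *Lyn*-/-*Irf5*-/- lie between 1.11 and 1.14 and those labelled *Lyn*-/-*Ifnar1*-/- between 1.07 and 3.00.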

The elevated expression of IFN-α response genes, most of which are ISGs, was reversed in the *Lyn*^−/−^*Ifnar1*^−/−^, *Lyn*^−/−^*Irf5*^+/−^, and *Lyn*^−/−^*Irf5*^−/−^ strains, with profound suppression in the *Lyn*^−/−^*Ifnar1*^−/−^ strain, which completely lacks type I IFN signaling (Fig. 2h and Supplementary Fig. 6d–f).

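The 33 IFN-α response genes of Supplementary Fig. 6e had a median ratio of mean RPKM to WT of 2.37 in *Lyn*-/- mice, 1.09 in mice labelled *Lyn*-/-*Ifnar1*-/-, 1.50 in mice labelled *Lyn*-/-*Irf5*+/- and 1.67 in mice labelled *Lyn*-/-*Irf5*-/-. Taken in each mouse, the median ratio was 1.74 to 2.89 in *Lyn*-/- mice and 0.865 to 0.933 in mice labelled *Lyn*-/-*Ifnar1*-/-. It was 1.32 to 1.39 in mice labelled *Lyn*-/-*Irf5*+/- and 1.50 to 1.80 in mice labelled *Lyn*-/-*Irf5*-/-. In mice labelled *Lyn*-/-*Ifnar1*-/- and *Lyn*-/-*Irf5*+/- the ratio of means, another summary, lay above the value of every mouse. Whether these genes lie above or below WT in mice labelled *Lyn*-/-*Ifnar1*-/- thus depends on the summary. The study chose these genes by their ratio of *Lyn*-/- to WT mice in these libraries, so their direction in *Lyn*-/- mice is not independent evidence. The choice also leans comparisons of the other strains with these mice above WT and below *Lyn*-/-. Against *Lyn*-/- mice, 21 of the 33 were lower in mice labelled *Lyn*-/-*Ifnar1*-/-, 12 in mice labelled *Lyn*-/-*Irf5*+/- and 10 in mice labelled *Lyn*-/-*Irf5*-/-, and none was higher, at an adjusted p under 0.05 from limma. Adjusted over the list alone, 24, 17 and 16 were lower and none, none and 1 higher. These lists had an adjusted p = 2.11e-04, 0.0867 and 0.151 with an estimated correlation. *Irf7* fell from 669 ± 309 RPKM in *Lyn*-/- mice to its level in mice labelled *Lyn*-/-*Ifnar1*-/- (SD, n = 4), a log2 fold change of -6.29 (SE 0.28, adjusted p = 7.18e-12). *Isg15*, a ubiquitin-like modifier, stood at 1432 ± 760 RPKM in *Lyn*-/- mice and 74.1 ± 89.7 RPKM in mice labelled *Lyn*-/-*Ifnar1*-/- (SD, n = 4 each), a log2 fold change of -4.93 (SE 0.58, adjusted p = 1.58e-05). *Usp18*, which removes ISG15 from proteins, stood at 14.9 ± 7.01 and 0.0665 ± 0.133 RPKM, with 3 of the 4 mice labelled *Lyn*-/-*Ifnar1*-/- listed at 0. *Oasl2* fell in all 3 comparisons, with log2 fold changes of -5.25, -2.58 and -2.13 (SE 0.35 each) in mice labelled *Lyn*-/-*Ifnar1*-/-, *Lyn*-/-*Irf5*+/- and *Lyn*-/-*Irf5*-/- (adjusted p = 2.48e-09, 2.08e-04 and 6.95e-04). With an erythroid score as a covariate its call in mice labelled *Lyn*-/-*Irf5*-/- was lost (-0.959, adjusted p = 0.0997). With a B cell score the calls in both *Irf5*-deficient strains were lost (-1.99 and -1.56, adjusted p = 0.0539 and 0.167). Neither score overlaps between these strains and *Lyn*-/- mice, so such models do not separate it from genotype. Over the 57 listed type I ISGs, 48 were lower and none higher in mice labelled *Lyn*-/-*Ifnar1*-/-, 21 lower and 1 higher in mice labelled *Lyn*-/-*Irf5*+/- and 13 lower and 4 higher in mice labelled *Lyn*-/-*Irf5*-/- than in *Lyn*-/- mice. Adjusted over the list alone, these counts were 52 and none, 24 and 2, and 17 and 9. The ISG list passed camera in mice labelled *Lyn*-/-*Ifnar1*-/- (adjusted p = 1.06e-63, and adjusted p = 2.09e-04 with an estimated correlation) and in mice labelled *Lyn*-/-*Irf5*+/- (adjusted p = 1.63e-06, and adjusted p = 0.225 with an estimated correlation). In mice labelled *Lyn*-/-*Irf5*-/- it had an adjusted p = 0.188. The ISG score differed from *Lyn*-/- mice by -1.88 (SE 0.13) in mice labelled *Lyn*-/-*Ifnar1*-/- and by -0.53 (SE 0.14) in mice labelled *Lyn*-/-*Irf5*+/- (exact two-sided permutation test, p = 0.0286 each). It differed by -0.20 (SE 0.13) in mice labelled *Lyn*-/-*Irf5*-/- (exact p = 0.229). Between mice labelled *Lyn*-/-*Ifnar1*-/- and *Lyn*-/-*Irf5*-/- themselves, the score differed by -1.68 (exact p = 0.0286). With every library at the same RPKM sum, the score in mice labelled *Lyn*-/-*Irf5*-/- lay above that in *Lyn*-/- mice by 0.319 (exact p = 0.114). The mean log2 fold change of the 33 genes there was -0.0466. With the same sum outside hemoglobin genes the score lay above by 0.451, and the mean log2 fold change of the 33 genes was 0.0903. In mice labelled *Lyn*-/-*Irf5*+/- the score then differed by -0.237 (exact p = 0.314). For mice labelled *Lyn*-/-*Irf5*-/- the median log2 fold change of all genes was 0.536 and 0.653 under these scalings, above both lists.

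**Figure D3:**
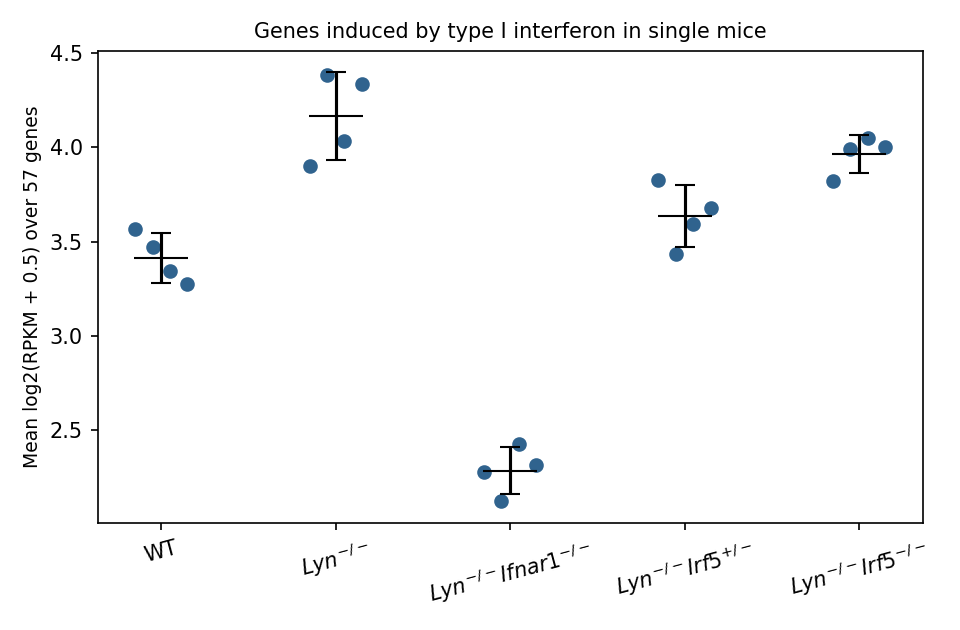
Type I ISG score (mean log2(RPKM + 0.5) over 57 genes) of each mouse by genotype, with the mean and SD of each genotype. The means are 3.41 in WT, 4.16 in *Lyn*-/-, 2.28 in mice labelled *Lyn*-/-*Ifnar1*-/-, 3.63 in mice labelled *Lyn*-/-*Irf5*+/- and 3.97 in mice labelled *Lyn*-/-*Irf5*-/-.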

To confirm the GSEA results of OXPHOS genes, using tetramethylrhodamine methyl ester (TMRM) as a probe, we measured the mitochondrial membrane potential, which reflects the process of OXPHOS and is therefore a key indicator of mitochondrial activity (Supplementary Fig. 7a, b). Among the various cell types tested, Ly6C^*−*^ monocytes and pDCs showed higher TMRM signals in *Lyn*^*−*/*−*^ mice than in WT mice. The upregulation of TMRM signals in these *Lyn*^*−*/*−*^ cell types was significantly suppressed by IRF5 deficiency but not by IFNAR1 deficiency, indicating the role for IRF5. Yet, it is still possible that IRF5 regulates OXPHOS genes in certain subpopulations within other cell types as well. These results suggested that IRF5 is uniquely involved in the induction of OXPHOS genes, causing mitochondrial dysregulation in SLE.

### Conditional *Irf5* ablation reduces disease in a Lyn-deficient mouse SLE model

The above results, together with previous results obtained from various mouse SLE models^17,25^, imply that IRF5 inhibition may serve as an effective therapy for SLE. Nonetheless, these experiments, in which SLE model mice were crossed with IRF5 straight knockout (KO) mice, proved only the prophylactic effects of IRF5 downregulation because IRF5 was deficient before the onset of SLE. To investigate whether IRF5 inhibition is useful for the treatment of the disease after the onset, we first utilized a conditional KO (cKO) of *Irf5* by means of the tamoxifen (TAM)-inducible Cre-loxP (floxed [fl] *Irf5* and *CreER* transgenic) system in Lyn-deficient mice. Serum concentration of anti-dsDNA autoantibodies in *Irf5* cKO (*Lyn*^−/−^*Irf5*^*fl/fl*^*CreER*) mice and littermate controls (*Lyn*^−/−^*Irf5*^*fl/fl*^) was measured every 2 weeks starting from 10 weeks of age. After the anti-dsDNA autoantibody level exceeded 1 µg/ml, the mice were treated with TAM once a day for 5 days by oral gavage (Fig. 3a). Since TAM has been reported to have a certain beneficial effect on SLE regardless of CreER^32^, we used *Lyn*^−/−^*Irf5*^*fl/fl*^ mice treated with TAM as controls. Serum concentrations of anti-dsDNA IgGs before the TAM treatment were comparable between strains *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* and *Lyn*^−/−^*Irf5*^*fl/fl*^ (Fig. 3b). We confirmed that the expression of *Irf5* mRNA in peripheral blood was effectively eliminated by TAM treatment of *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* mice (Fig. 3c). The high expression of ISGs, namely, *Oasl2*, *Ifit1*, and *Isg15*, in *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* mice was markedly reduced by TAM treatment to the levels comparable to those in WT mice, whereas it persisted in *Lyn*^−/−^*Irf5*^*fl/fl*^ mice (Fig. 3d and Supplementary Fig. 8a). These results indicated that the conditional deletion of *Irf5* after the appearance of autoantibodies can attenuate the IFN signature in Lyn-deficient mice.

**Fig. 3:**
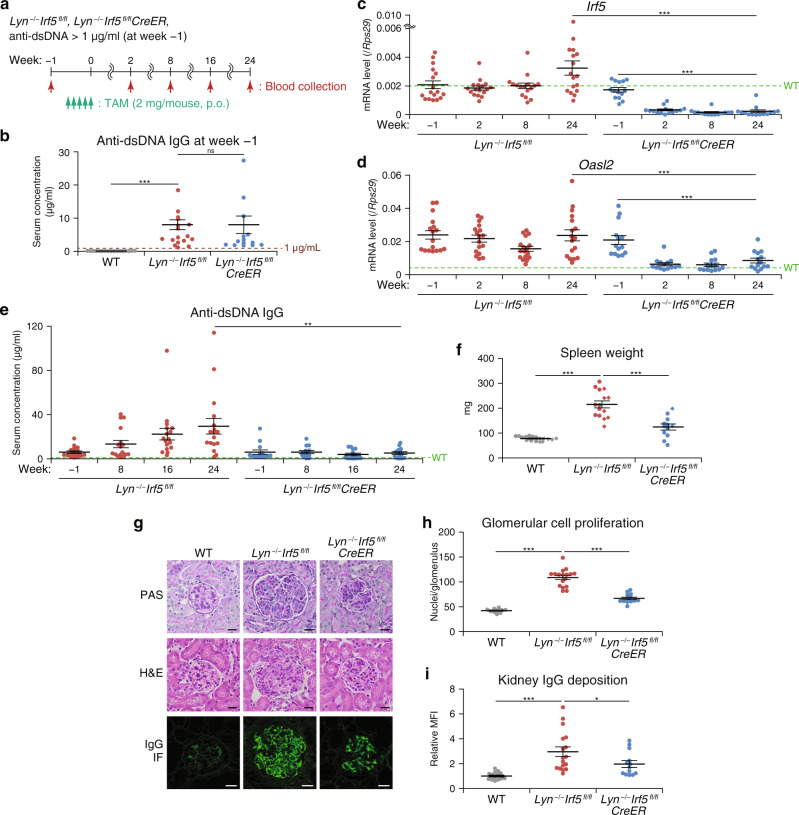
Therapeutic effect of *Irf5* ablation on pre-existing mouse SLE-like disease. **a** The scheme of the IRF5 cKO experiment; p.o. per os. **b** Concentration of serum anti-dsDNA IgG in WT (*n* = 17), *Lyn*^−/−^*Irf5*^*fl/fl*^ (*n* = 17), and *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* (*n* = 14) female and male mice at 1 week before tamoxifen (TAM) treatment (11–23 weeks of age). **c**, **d** *Irf5* and ISG expression. *Irf5* (**c**) and *Oasl2* (**d**) mRNA levels in peripheral blood from mice in **b** at the indicated time points were analyzed by RT-qPCR. **e** Autoantibody formation. Serum anti-dsDNA IgG concentrations in mice in **b** at the indicated time points were measured by ELISA. **f** Spleen weight of WT (*n* = 17), *Lyn*^−/−^*Irf5*^*fl/fl*^ (*n* = 15), and *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* (*n* = 12) mice at 24–28 weeks after TAM treatment (40–51 weeks of age). The circles and diamonds denote the female and male mice, respectively. **g**–**i** Kidney pathology and IgG deposition analyses as in Fig. 2d–f. WT (*n* = 10 in **h** and 14 in **i**), *Lyn*^−/−^*Irf5*^*fl/fl*^ (*n* = 17), and *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* (*n* = 13) mice at age 40–51 weeks were studied. Scale bars represent 20 μm. Horizontal bars (**b**–**f**, **h**, **i**) indicate mean ± SEM. Dashed lines (**b**–**e**) denote the mean of WT mouse data. Data were compiled from seven independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001 (two-sided Student’s *t* test in **b**, **e**, **f**; two-sided Welch’s *t* test in **h**, **i**; two-sided Student’s *t* test for a comparison between genotypes or the two-sided paired *t* test for a comparison within the same genotype in **c**, **d**).

While the anti-dsDNA autoantibody level escalated in *Lyn*^−/−^*Irf5*^*fl/fl*^ mice over time, this exacerbation was strongly attenuated by TAM treatment in *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* mice (Fig. 3e). IRF5 has been shown to promote the IgG2c class switch^33,34^. However, total IgG, IgG1, and IgG2c levels in serum samples were mostly comparable between these two strains (Supplementary Fig. 8b), suggesting that the conditional *Irf5* deletion preferentially inhibits the production of autoantibodies. Spleen weight measured at 24–28 weeks after the TAM treatment was significantly lower in *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* mice than in *Lyn*^−/−^*Irf5*^*fl/fl*^ mice (Fig. 3f). Similar results were obtained for glomerulonephritis, IgG deposits in kidneys, and the activation status of innate and adaptive immune cells (expression of CD80 and CD69 on cDC2s and CD4^+^ T cells, respectively) (Fig. 3g–i and Supplementary Fig. 8c, d). On the other hand, the effect of conditional *Irf5* ablation after disease onset in *Lyn*^–/–^ mice on the aberrant TMRM signals in Ly6C^*−*^ monocytes and pDCs appeared to be limited (Supplementary Fig. 8e), implying that IRF5 may be involved in a process causing abnormal mitochondrial activity at an early stage of SLE pathogenesis. Overall, these results support the notion that post-disease onset inhibition of IRF5 strongly suppresses the progression of mouse SLE.

### *Irf5* cKO maintains the remission of disease in Lyn-deficient mice

We noticed that the number of long-lived plasma cells (LLPCs), one of the key cell populations responsible for autoantibody secretion in SLE^35,36^, is higher in *Lyn*^−/−^*Irf5*^*fl/fl*^ mice, and this increase was not effectively attenuated by the conditional deletion of *Irf5* in *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* mice treated with TAM for 24–28 weeks (Fig. 4a and Supplementary Fig. 9a). We reasoned that these LLPCs are the source of residual autoantibodies in the TAM-treated *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* mice. Although it may be difficult to achieve the cure in mouse genetic models of SLE in which the cause of the disease—Lyn deficiency in this case—persists, we explored therapeutic conditions to attain a better effect of IRF5 inhibition. To this end, we utilized bortezomib (BZ), a proteasome inhibitor that has been shown to deplete LLPCs^37^, as a remission induction therapy. A short-term administration of BZ (three times in 5–7 days) to diseased *Lyn*^–/–^ mice markedly diminished the LLPC population in 1 week (Supplementary Fig. 9b). Serum anti-dsDNA autoantibody levels also dramatically dropped in 2 weeks, reaching a remission-like state (Supplementary Fig. 9c). Nonetheless, 3 weeks after the short-term BZ treatment, the autoantibody levels began to increase again, suggesting that the remission was transient. Although continued administration of BZ maintained the absence of the autoantibody, the total IgG level declined below the normal level, which could lead to severe adverse effects (Supplementary Fig. 9d).

**Fig. 4:**
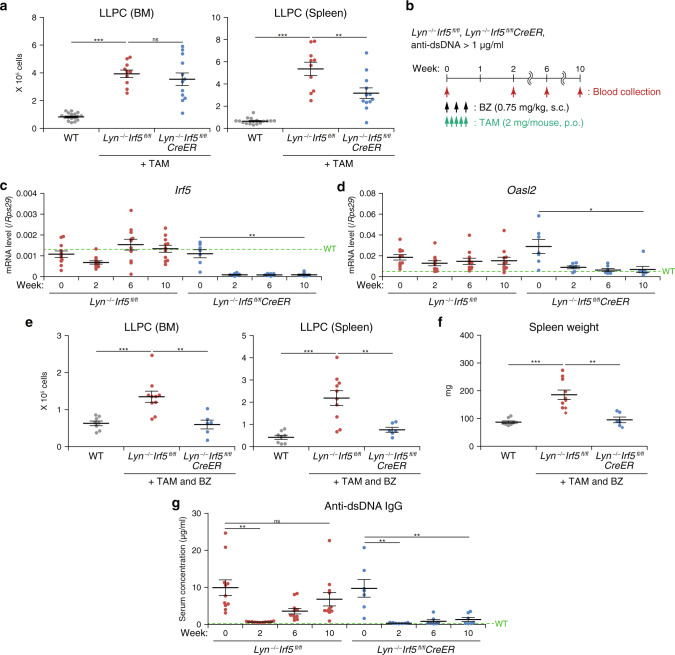
Maintenance of remission by the *Irf5* cKO in the Lyn-deficient mouse model of SLE. **a** The LLPC number in bone marrow (BM; left) or in the spleen (right) from WT (*n* = 17), *Lyn*^−/−^*Irf5*^*fl/fl*^ (*n* = 10), and *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* (*n* = 12) mice at 24–28 weeks after TAM treatment as in Fig. 3a (40–46 weeks of age) was analyzed by flow cytometry. **b** The scheme of the *Irf5* cKO combined with BZ-induced LLPC depletion; s.c. subcutaneously. **c**, **d** *Irf5* and ISG expression. *Irf5* (**c**) and *Oasl2* (**d**) mRNA levels in peripheral blood from *Lyn*^−/−^*Irf5*^*fl/fl*^ (*n* = 11) and *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* (*n* = 7) female and male mice (29–32 weeks of age at week 0) treated as in **b** were analyzed by RT-qPCR. **e** The LLPC number in BM (left) and spleen (right) from WT (*n* = 8), *Lyn*^−/−^*Irf5*^*fl/fl*^ (*n* = 10), and *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* (*n* = 6) mice at 12 weeks after the first injection (41–44 weeks of age) as in **b** was analyzed by flow cytometry. **f** Spleen weight of mice in **e**. The circles and diamonds denote the female and male mice, respectively. **g** Autoantibody production. Serum anti-dsDNA IgG from mice in **c** was quantified by ELISA. Data were pooled from two independent experiments. Horizontal bars (**a**, **c**–**g**) indicate mean ± SEM. Dashed lines (**c**, **d**, **g**) denote mean data from WT mice (*n* = 5). *P < 0.05, **P < 0.01, ***P < 0.001 (two-sided Student’s *t* test in **a**, **e**, **f**; two-sided paired *t* test in **c**, **d**, **g**).

Based on the above results, we next tested whether the conditional deletion of *Irf5* could restrain the disease flare, which can occur after the transient remission induced by the brief BZ treatment. Accordingly, we administered TAM in combination with BZ to *Lyn*^−/−^*Irf5*^*fl/fl*^ and *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* mice (Fig. 4b). The expression of *Irf5* and ISG (*Oasl2* and *Ifit1*) mRNAs in peripheral blood quickly dropped in *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* mice (Fig. 4c, d and Supplementary Fig. 9e). Of note, data on *Lyn*^−/−^*Irf5*^*fl/fl*^ mice meant that the induction therapy alone without *Irf5* deletion did not suppress ISG expression; this finding is reminiscent of human SLE patient data in the remission phase (see Fig. 1). Bone marrow and spleen LLPC numbers returned to the high level in *Lyn*^−/−^*Irf5*^*fl/fl*^ mice 12 weeks after the BZ administration, confirming the transient nature of the BZ-induced LLPC depletion (Fig. 4e). On the other hand, when IRF5 was conditionally deleted concomitantly with the induction therapy, i.e., in TAM-treated *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* mice, LLPC numbers stayed at the levels comparable to those in WT mice. Similar results were obtained regarding the spleen weight (Fig. 4f). The serum anti-dsDNA autoantibody disappeared 2 weeks after the BZ + TAM treatment in both the *Lyn*^−/−^*Irf5*^*fl/fl*^ strain and *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* strain (Fig. 4g). The autoantibody levels, however, returned to the elevated values in the former strain within several weeks, thus mimicking the recurrence. Strikingly, this flare up of autoantibody production was remarkably weaker in the latter strain, in which *Irf5* was conditionally deleted. These results indicated that the IRF5 inhibition indeed effectively maintained the remission state in the mouse SLE model.

### The development of an IRF5 inhibitor

The therapeutic effects on the Lyn-deficient mouse SLE model obtained by the genetic approach (deletion of *Irf5* after the disease onset) next prompted us to develop IRF5 inhibitors as novel therapeutics for SLE. We performed high-throughput screening (HTS) of approximately 100,000 compounds to identify selective inhibitors of IRF5 transcriptional activity. One small-molecule compound, named YE6144 (its chemical structure is presented in Fig. 5a), which was obtained by analysis of analogs of an HTS hit compound, substantially inhibited the nuclear translocation of IRF5 in monocytes and pDCs treated with R-848 (Fig. 5b). YE6144 inhibited the phosphorylation of IRF5 in both human PBMCs and mouse splenocytes (Fig. 5c). Because IRF5 and NF-κB are known to share their upstream kinase IKKβ in the TLR-MyD88 pathway (also see Fig. 1j and Supplementary Fig. 4b, c for data on the IKKβ inhibitor TPCA-1), we next examined whether YE6144 also inhibits NF-κB activation. Nuclear translocation of NF-κB, however, turned out to be only marginally inhibited in monocytes and was unchanged in pDCs (Fig. 5d). These findings suggested that there exists a mechanism that discriminates between the activation of IRF5 and that of NF-κB in these cell types. A recent study reported that the endolysosomal transporter SLC15A4 and the adaptor protein TASL mediate the selective recruitment and activation of IRF5 by TLR7, TLR8, and TLR9^38^. Although further investigation and structural optimization are necessary to clarify the detailed mechanism of action and to manufacture an agent for clinical use, these results meant that the prototypical IRF5 inhibitor YE6144 selectively suppresses IRF5 activity through inhibition of IRF5 phosphorylation.

**Fig. 5:**
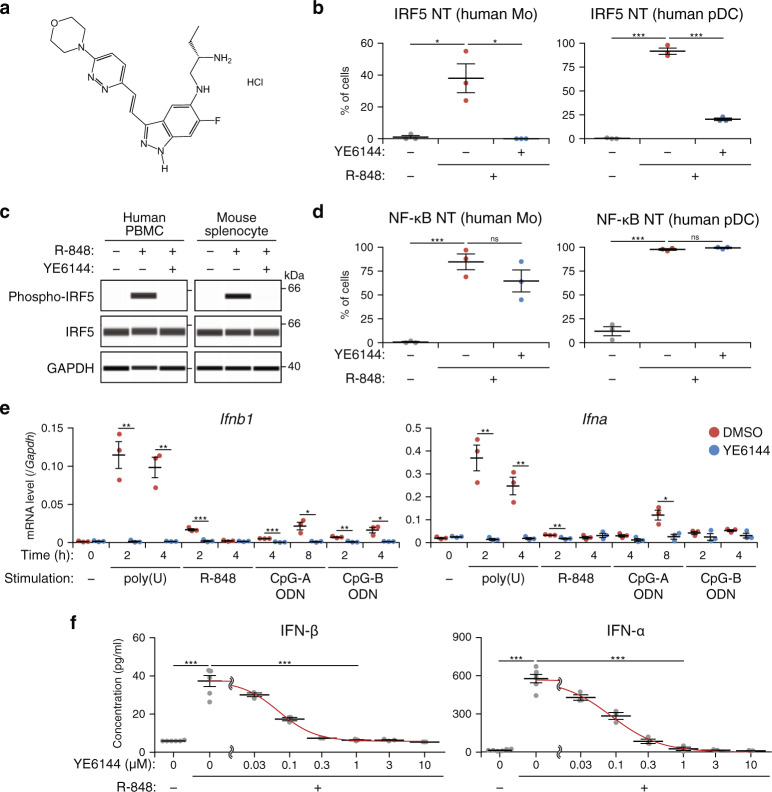
Suppression of IRF5 and type I IFN by a prototypical IRF5 inhibitor YE6144. **a** Chemical structure of YE6144. **b** IRF5 NT in monocytes (Mo; left) or pDCs (right) sorted from human HC PBMCs that were pretreated with the vehicle (DMSO) or 1 μM YE6144 for 30 min and then were stimulated with 3 μM R-848 for 30 min. **c** IRF5 phosphorylation. Human HC PBMCs and mouse WT splenocytes were pretreated with either 1 and 3 μM YE6144, respectively, or DMSO for 30 min and then stimulated with 3 μM R-848 for 60 min. Cell lysates were analyzed by the capillary-based immunoassay with antibodies against phospho-IRF5, total IRF5, and GAPDH as a loading control. **d** NF-κB p65 NT in cells in **b**. **e**, **f** Type I IFNs. **e** Mouse WT splenocytes were pretreated with either DMSO or YE6144 for 30 min and next were stimulated with 2 μg/ml poly(U), 3 μM R-848, 1 μM CpG-A ODN, or 0.15 μM CpG-B ODN for the indicated period. Total RNA was isolated, and the expression of *Ifnb1* and *Ifna* (detection of 12 subtypes) was analyzed by RT-qPCR. **f** Human HC PBMCs were pretreated with either DMSO (0) or YE6144 at the indicated doses for 30 min and then were stimulated with 3 μM R-848 for 24 h. IFN-β and IFN-α (detection of four subtypes) in culture supernatants was measured by ELISA. The concentration (0.03–10 μM) of YE6144 was plotted on a logarithmic scale. The red line represents a four-parameter log-logistic dose–response curve. Data in **b**, **d** were compiled from three independent experiments (*n* = 3 in total). Data in **c**, **e**, **f** are representative of two independent experiments (*n* = 3 in **e** and *n* = 3 [YE6144] or 6 [DMSO] in **f** for each experiment). Horizontal bars (**b**, **d**–**f**) denote mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 (two-sided Student’s *t* test).

We next evaluated the effects of YE6144 on innate immune responses mediated by TLR7 and TLR9, which are known to participate in the SLE pathogenesis via the recognition of nucleic acid-containing immune complexes^39,40^. Induction of type I IFN genes, *Ifnb1* and *Ifna*, in mouse splenocytes stimulated by TLR7 ligands [poly(U) or R-848] or TLR9 ligands (CpG-A or CpG-B oligodeoxynucleotides [ODNs]) was remarkably weakened by the YE6144 pretreatment (Fig. 5e). The production of IFN-β and IFN-α in human PBMCs stimulated with R-848 was decreased by the YE6144 pretreatment in a dose-dependent manner (Fig. 5f). The half-maximal inhibitory concentration (IC_50_) of YE6144 for inhibiting the production of these type I IFNs was approximately 0.09 μM. Essentially the same results were obtained in the analysis of the induction of *Il6*, *Tnf*, and *Il12b* in mouse splenocytes and the production of IL-6 and TNF in human PBMCs (Supplementary Fig. 10a, b).

### An IRF5 inhibitor maintains disease remission in NZB/W F1 mice

We expected that our IRF5 inhibitor would suppress the progression of mouse SLE, similar to the results obtained following the *Irf5* conditional deletion in Lyn-deficient mice. Indeed, the administration of YE6144 suppressed the exacerbation of autoantibody production in NZB/W F1 mice, another mouse SLE model, both before and after disease onset (Supplementary Fig. 11a–d). Splenomegaly and renal dysfunction were also suppressed by YE6144 treatment after disease onset (Supplementary Fig. 11e–h). Unexpectedly, increases in CD80 on cDC2s, CD69 on CD4^+^ T cells, and the TMRM signals in Ly6C^−^ monocytes and pDCs in dimethyl sulfoxide (DMSO)-treated NZB/W F1 mice were not evident compared to WT C57BL/6 mice and YE6144-treated NZB/W F1 mice (Supplementary Fig. 11i–k). We infer that the mechanism of the disease in NZB/W F1 mice may be somewhat distinct from the Lyn-deficient mouse model and human SLE.

We further validated whether YE6144 administration maintains the remission in NZB/W F1 mice. BZ was administered two or three times per week to NZB/W F1 mice until the serum anti-dsDNA antibody level dropped below 1 μg/ml to induce remission. After that, we administered YE6144 daily (Fig. 6a). Just as in Lyn-deficient mice, the anti-dsDNA IgG production depleted by BZ injection in NZB/W F1 mice recurred when the vehicle (DMSO) was administered after BZ withdrawal (Fig. 6b). In contrast, the YE6144 administration effectively maintained the remission induced by BZ. Because it has been reported that autoreactive LLPCs constitute a major population in the spleen of NZB/W F1 mice^41^, we determined the number of splenic LLPCs 10 weeks after the administration of either DMSO or YE6144. The number of LLPCs returned to the high level in the DMSO group, but this elevation was significantly suppressed by YE6144 (Fig. 6c). Furthermore, other SLE symptoms such as splenomegaly, proteinuria, glomerulonephritis, and aberrant ISG expression, which were seen in DMSO-treated NZB/W F1 mice, were all effectively alleviated by YE6144 treatment of the mice (Fig. 6d–h and Supplementary Fig. 11l, m). These data indicated that IRF5 suppression by the prototypical small-molecule inhibitor YE6144 indeed alleviated the disease course in the NZB/W F1 mouse model of SLE.

**Fig. 6:**
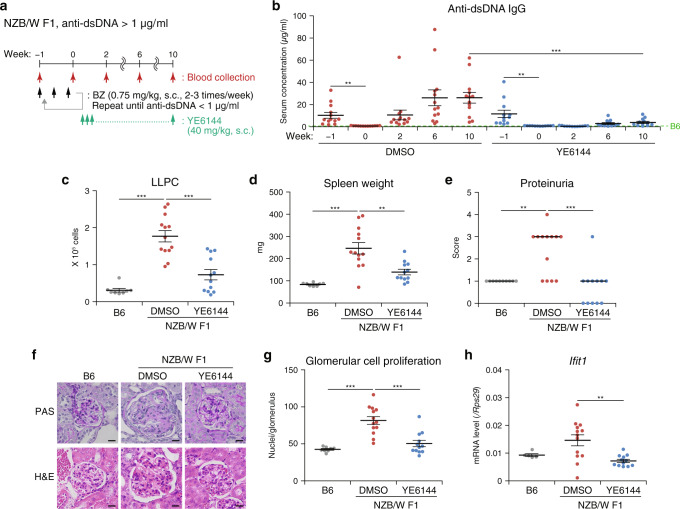
Maintenance of remission by YE6144 in the NZB/W F1 mouse model of SLE. **a** The scheme of YE6144 treatment combined with BZ administration **b** Autoantibody production. Serum anti-dsDNA IgG levels in NZB/W F1 female mice (31–34 weeks of age at week 0) treated with either DMSO (*n* = 13) or YE6144 (*n* = 12) after BZ injection were analyzed by ELISA. The dashed line denotes the mean data from untreated WT C57BL/6 (B6) mice (*n* = 3). **c** The LLPC number in the spleen from WT B6 mice (*n* = 8) and NZB/W F1 mice in **b** at 10 weeks after the initial YE6144 injection (age 41–44 weeks) was analyzed by flow cytometry. **d** Spleen weight of mice in **c**. **e** The proteinuria score of WT B6 mice (*n* = 10) and NZB/W F1 mice in **c**. **f**, **g** Kidney pathology of mice in **c** analyzed as in Fig. 2d, e. Representative images are shown and scale bars correspond to 20 μm (**f**). **h** ISG expression. The *Ifit1* mRNA level in peripheral blood from WT B6 mice (*n* = 5) and NZB/W F1 mice in **c** was analyzed by RT-qPCR. Data were compiled from three independent experiments. Horizontal bars represent mean ± SEM (**b**–**d**, **g**, **h**) or median (**e**). **P < 0.01, ***P < 0.001 (two-sided paired *t* test in **b** [the same treatment samples]; two-sided Student’s *t* test in **b** [different treatment samples], **c**, **d**, **g**, **h**; and two-sided Mann–Whitney *U* test in **e**).

Taken together, our results on the two mouse SLE models, Lyn-deficient and NZB/W F1 mice, prove that the post-disease onset inhibition of IRF5 suppresses the disease course and is especially effective in remission maintenance.

## Discussion

In this study, we demonstrated that the excessive IRF5 activation in patients with AP-SLE continues even in those with RP-SLE. The degree of this persistent IRF5 hyperactivation positively correlated with the serum levels of autoantibodies. Consistent with these findings, IRF5 activation was observed regardless of the presence or absence of standard therapies. These results suggest that the majority of current therapies for SLE are incapable of relieving IRF5 hyperactivation. We can infer that the persistent IRF5 hyperactivation in RP-SLE maintains a state of disease “smoldering.” Although the patients with RP-SLE have little or no overt clinical symptoms, IRF5 remains activated in innate immune cells to evoke the production of cytokines, at least a sufficient amount of type I IFNs to induce ISG expression and possibly to promote OXPHOS in mitochondria. These “embers” may lead to the production of residual autoantibodies often detected in the remission phase. Then immune complexes form and again activate IRF5 in innate immune cells, thereby setting up a hidden vicious cycle. Although inflammation per se is restrained by standard-of-care drugs such as glucocorticosteroids and immunosuppressants, drug discontinuation, infection, or other environmental factors may trigger the amplification of such an IRF5-dependent vicious cycle, causing an SLE flare.

How does the small proportion of monocytes (the first and third quartiles are 2.8 and 11%, respectively, in SLE patients), in which IRF5 is hyperactivated, affect the disease pathogenesis? A previous study has shown that the population of circulating inflammatory CD5^−^CD163^+^CD14^+^ cells is expanded in SLE patients and that they produce IFN-α and proinflammatory cytokines when cultured with SLE serum^42^. In the present study, our gating strategy to sort monocytes could not exclude this novel cell type. Therefore, it is tempting to speculate that IRF5 is hyperactivated in these monocytic inflammatory DCs. Another possibility is that most of the immune cells with activated IRF5 migrate to peripheral tissues; hence, the proportion of cells with activated IRF5 appears to be small in peripheral blood.

By means of mouse SLE models, this study addressed the therapeutic implications of IRF5 targeting. IRF5 downregulation was quite effective, whereas IFNAR1 downregulation was insufficient for suppressing the SLE-like disease in Lyn-deficient mice. The recent clinical trial of the IFNAR1 antagonist antibody anifrolumab showed a statistically significant reduction in disease activity versus a placebo in SLE patients^14^. Nevertheless, the reduction was not dramatic, and besides, a considerable rate of relapse was observed. Our results indicate that inhibition of IRF5 may solve this problem. We showed that IRF5 is involved in the induction of not only ISG but also OXPHOS genes and mitochondrial activity in SLE pathogenesis. It has been shown that mitochondrial hyperpolarization induces the production of reactive oxygen species (ROS)^43^. Dysfunctional mitochondria with excessive ROS levels are prone to extrude mitochondrial DNA into the cytoplasm to stimulate the TLR9, cGAS-STING, or inflammasome pathway^44^. Therefore, we envisage that IRF5-mediated mitochondrial dysfunction might promote the vicious cycle of SLE, in which immune complexes containing autoantibodies and nucleic acids stimulate multiple types of cells and induce cytokines that further activate immune cells^1–3,21^. It will be an interesting future challenge to explore the direct target genes of IRF5 in the relevant cell types, for example, monocytes, pDCs, and the aforementioned CD5^−^CD163^+^CD14^+^ cells.

The conditional *Irf5* deletion in diseased Lyn-deficient mice not only abrogated ISG expression but also completely inhibited the elevation of the serum anti-dsDNA antibody level, indicating that the formation of new autoreactive plasma cells is suppressed, even though the cause of the disease, i.e., Lyn deficiency, persists. It would be worth mentioning that a recent study suggests that autoantibody-secreting plasma cells are generated from CD11c^+^T-bet^+^ B cells in a manner dependent on TLR7 signaling^45^, which is known to involve IRF5. In fact, IRF5 is reported to be required for the formation of age-associated B cells, a subpopulation of CD11c^+^T-bet^+^ B cells^26^. On the other hand, the conditional *Irf5* deletion was unable to reduce the serum autoantibody concentration to the level below that observed at the start of *Irf5* deletion, probably owing to the presence of LLPCs. Nevertheless, both the conditional deletion of *Irf5* in Lyn-deficient mice and the administration of the newly identified prototypical IRF5 inhibitor in NZB/W F1 mice revealed that, once LLPCs are depleted by BZ, the IRF5 inhibition can effectively maintain the remission, again, despite the persistence of disease causes. LLPCs are nondividing cells and thus thought to be resistant to glucocorticoids and antiproliferative agents^35,36^. A candidate drug (other than BZ) for the elimination of LLPCs would be atacicept, which inhibits the binding of BAFF and a proliferation-inducing ligand to their receptors including B-cell maturation antigen (BCMA), because plasma cell survival is impaired in BCMA-deficient mice^46^. Although a long-term (52 weeks) clinical trial of atacicept in SLE has been discontinued due to severe adverse effects^47^, another clinical trial (short term, 24 weeks) has shown its efficacy without increased risk of severe adverse events^48^, suggesting that atacicept is useful for short-term treatment.

Considering our findings in the analyses of SLE patients’ samples and mouse SLE models, we envision a novel therapy for SLE using an IRF5 inhibitor as follows. First, IRF5 activation status of PBMCs from SLE patients is assessed as a companion diagnostic method of the IRF5 inhibitor therapy. The patients who display hyperactivation of IRF5 will be referred to the combination treatment with standard remission induction therapies and an IRF5 inhibitor. A long-term remission induced by the IRF5 inhibitor together with standard drugs may eventually result in the disappearance of LLPCs and autoantibodies. If the autoantibody levels remain high, then anti-LLPC drugs such as BZ or atacicept are administered for a short period to induce a deep remission. Eventually, the combination therapy is replaced by IRF5 inhibitor monotherapy for remission maintenance. A recent study reported the efficacy of targeting IRF5 in SLE model mice using a cell-permeable peptide inhibitor^49^, which corroborates our current results. In conclusion, our findings suggest that the inhibition of IRF5 may overcome the limitations of current SLE therapies and thereby facilitate drug discovery research on IRF5 inhibitors.

## Methods

### Biological samples from humans

The research on human donors conducted in this study was approved by the Yokohama City University Certified Institutional Review Board (approval No. A120322001). Informed consent was obtained from all donors or their legal guardians. Peripheral blood from 58 Asian pediatric or adult patients with SLE was obtained at Yokohama City University Hospital. Each patient met at least four of the American College of Rheumatology 1997 revised classification criteria^50^. Peripheral blood from 25 healthy donors was obtained too. Both the SLE patients and healthy donors participated voluntarily in this study. To prevent degradation or modification of the IRF5 protein, protease inhibitor diisopropyl fluorophosphate (Wako) and phosphatase inhibitors cypermethrin (Abcam) and okadaic acid (Santa Cruz Biotechnology) were added into heparinized peripheral blood shortly after blood sampling. Serum was separated from peripheral blood, which was stored at −80 °C until the analysis. PBMCs were isolated using Lymphoprep and SepMate-50 (STEMCELL Technologies) mostly according to the manufacturer’s instructions, except that the first centrifugation lasted 20 min and all centrifugation steps were carried out at 4 °C to avoid degradation of IRF5. Total RNA from peripheral blood stabilized in PAXgene Blood RNA Tubes (BD Biosciences) was purified using the PAXgene Blood miRNA Kit (Qiagen, Cat. No. 763134) according to the manufacturers’ protocols. Blood test results and clinical data were utilized to calculate disease activity by means of the SLEDAI. AP-SLE and RP-SLE in the patients were defined as the SLEDAI-2K of ≥5 and <5, respectively.

### Mouse biological samples

All animal experiments were conducted in accordance with Guidelines for the Proper Conduct of Animal Experiments (Science Council of Japan), and all protocols were approved by the institutional review boards of Yokohama City University (protocol Nos. F-A-17-018 and F-A-20-043). *Lyn*^*−/−*^, *Irf5*^*−/−*^, *Ifnar1*^*−/−*^, and *Lyn*^*−/−*^*Irf5*^*+/−*^ and *Lyn*^*−/−*^*Irf5*^*−/−*^ mice on a C57BL/6 background have been described previously^20,25,51,52^. WT (C57BL/6JJcl) and NZB/W F1 (NZBWF1/Slc) mice were purchased from CLEA Japan and Japan SLC, respectively. *Irf5*^*fl/fl*^ mice (C57BL/6-*Irf5*^*tm1Ppr*^/J; stock No. 017311) and *CreER* mice (B6.Cg-Tg[CAG-cre/Esr1*]5Amc/J; stock No. 004682) were purchased from The Jackson Laboratory. *Lyn*^*−/−*^*Ifnar1*^*+/−*^, *Lyn*^*−/−*^*Ifnar1*^*−/−*^, *Lyn*^−/−^*Irf5*^*fl/fl*^, and *Lyn*^−/−^*Irf5*^*fl/fl*^*CreER* mice on a C57BL/6 background were generated through crossing of appropriate strains. Mice were housed in a 12-h/12-h light/dark cycle at 24.0 ± 1.0 °C and a humidity range of 50.0 ± 5.0%. Mouse splenocytes were prepared from a spleen followed by red blood cell (RBC) lysis with ammonium chloride–potassium (ACK) buffer. In case of other than flow cytometric analysis of LLPCs, the spleen was incubated with 1.67 U/ml Liberase DL (Roche) and 0.2 mg/ml DNase I (Roche) for 30 min at 37 °C, prior to RBC lysis. Bone marrow cells were obtained by flushing the femur and tibia, followed by RBC lysis with ACK buffer. Total RNA from peripheral blood stabilized in RNAprotect Animal Blood Tubes (Qiagen) was purified with the RNeasy Protect Animal Blood Kit (Qiagen, Cat. No. 73224) and that from splenocytes using NucleoSpin RNA (Takara, Cat. No. U0955C). Proteinuria was tested by means of Albustix (Siemens). Serum blood urea nitrogen (BUN) levels were quantified via a colorimetric method using a BUN Detection Kit (Arbor assays, Cat. No. K024-H1).

### Reagents

Mycophenolic acid, the active moiety of MMF, was purchased from Tokyo Chemical Industry. PSL, HCQ, and TPCA-1 were bought from Sigma-Aldrich. Poly(U) (InvivoGen) was complexed with the DOTAP Liposomal Transfection Reagent (Roche) at a ratio of 1 μg of poly(U) per 6 μl of DOTAP and was used for stimulation. R-848 (resiquimod) was acquired from Enzo Life Sciences. CpG-B ODN 1668 (5′-T*C*C*A*T*G*A*C*G*T*T*C*C*T*G*A*T*G*C*T-3′) and CpG-A ODN 2216 (5′-G*G*GGGACGATCGTCG*G*G*G*G*G-3′) were synthesized by Eurofins Genomics (an asterisk indicates a phosphorothioate linkage). The monoclonal antibody that specifically recognizes phosphorylated IRF5 (anti-phospho-IRF5 antibody) was generated by the antibody phage display method^53^ following the immunization of rabbits with a synthetic peptide corresponding to the region around phosphorylated serine 446 (S446) of human IRF5 isoform B (equivalent to the S462 of human IRF5 isoform D).

### A quantitative assay of nuclear translocation of transcription factors

PBMCs (1–5 × 10^6^) were stained with fluorescently labeled antibodies to cell surface markers: CD123, CD14, CD141, CD19, CD1c, and CD303 (the fluorochromes, clones, and vendors are listed in Supplementary Table 2). Dead cells were stained with Zombie Red (BioLegend). Cells were then fixed in Cytofix fixation buffer (BD Biosciences) for 10 min at 37 °C and permeabilized with Perm buffer III (BD Biosciences) for 30 min on ice. After washing, the cells were stained with an anti-IRF5 (ab21689; Abcam) or anti-NF-κB p65 (sc372-X; Santa Cruz Biotechnology) rabbit polyclonal antibody. Normal rabbit IgG (Cell Signaling Technology) served for control staining. Then the cells were stained with an Alexa Fluor 488 (AF488)-conjugated anti-rabbit F(ab′)_2_ fragment (Jackson ImmunoResearch Laboratories) as a secondary antibody together with a phycoerythrin (PE)-cyanine 7 (Cy7)-conjugated anti-HLA-DR antibody (clone L243, BioLegend). Subsequently, monocytes (CD14^+^CD19^−^), B cells (CD14^−^CD19^+^), cDCs (CD14^−^CD19^−^CD123^−^HLA-DR^+^CD1c^+^CD141^−^), and pDCs (CD14^−^CD19^−^CD123^+^HLA-DR^+^CD303^+^) were sorted out on a FACSAria II instrument (BD Biosciences) with a 100-μm nozzle in 4-way purity mode, using the FACS DIVA software. Nuclei of the sorted cells were stained with 4′,6-diamidino-2-phenylindole (DAPI) Fluoromount-G (Southern Biotech), and next, the cells were transferred into a 384-well glass bottom plate (Greiner) and centrifuged at 400 × *g* for 5 min. Fluorescent images were obtained on an FV1000-D confocal laser scanning microscope (Olympus) using the FV-10 ASW software. The images were analyzed in Cellprofiler^54^. AF488 signal images were merged with the corresponding DAPI signal images to distinguish nuclear and cytosolic AF488 signals (see Supplementary Fig. 1) to obtain the nuclear/cytosolic mean fluorescence intensity (MFI) ratio. IRF5 was judged to be translocated into the nucleus when the nuclear/cytosolic MFI ratio in the cell was greater than 1.5-fold of the most frequent ratio from the same sample containing 75–100 cells. The total strength of aberrant IRF5 nuclear translocation was calculated by summing the IRF5 nuclear/cytosolic MFI ratios exceeding 1.5-fold of the most frequent ratio. Note that the most frequent IRF5 nuclear/cytosolic MFI ratios between healthy donors and SLE patients were very comparable: 0.58 ± 0.07 and 0.58 ± 0.06 in monocytes, 0.62 ± 0.19 and 0.59 ± 0.12 in pDCs, 0.55 ± 0.10 and 0.56 ± 0.07 in cDCs, and 0.62 ± 0.13 and 0.60 ± 0.11 in B cells, respectively (mean ± SD).

### Reverse transcription quantitative PCR (RT-qPCR)

Total RNA was reverse-transcribed using the PrimeScript RT Reagent Kit (Takara, Cat. No. RR037B) or the PrimeScript II 1st Strand cDNA Synthesis Kit (Takara, Cat. No. 6210 A) according to the manufacturer’s instructions. The cDNA was mixed with the Thunderbird SYBR qPCR Mix (Toyobo, Cat. No. QPS-201) and subjected to RT-qPCR on a CFX96 Real-Time System (Bio-Rad) using the CFX Manager software. As per the manufacturer’s instructions, a typical two-step PCR protocol was performed (1 min at 95 °C followed by 40 cycles of 15 s at 95 °C and 45 s at 60 °C). Gene-specific primers designed by means of Primer-BLAST (NCBI) are listed in Supplementary Table 3. The data were analyzed by the ∆∆CT method and normalized to glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*), *Gapdh*, or *Rps29* expression levels.

### In vitro treatment of human PBMCs and mouse splenocytes

Cells were resuspended at 2 × 10^6^ (human PBMCs) or 4 × 10^6^ (mouse splenocytes) cells/ml in R10 medium (RPMI 1640 medium [Nacalai Tesque] supplemented with 10% heat-inactivated fetal bovine serum [FBS; Equitech-Bio], 1 mM non-essential amino acids [Thermo Fisher Scientific], 1 mM sodium pyruvate [Thermo Fisher Scientific], 50 μM 2-mercaptoethanol [Sigma-Aldrich], 100 U/ml penicillin [Meiji], and 100 μg/ml streptomycin [Meiji]) and were seeded in tissue culture plates. Thirty minutes after the inoculation, the cells were pretreated with an appropriate reagent and then stimulated with a TLR ligand. The dose and time of each treatment are given in the figure legends.

### Capillary-based immunoassay

Cells were lysed in RIPA buffer (50 mM Tris-HCl, 150 mM NaCl, 1 mM EDTA, 0.1% sodium dodecyl sulfate, 0.5% of sodium deoxycholate, and 1% NP-40) supplemented with the cOmplete EDTA free protease inhibitor cocktail (Roche) and PhosSTOP phosphatase inhibitor cocktail (Roche). The cell lysates were centrifuged, and the supernatants were subjected to the automated capillary-based immunoassay on a Wes Simple Western System (ProteinSimple) using the Compass software. Anti-IRF5 antibody (clone EPR17067; Abcam), anti-IKKβ antibody (2678 S; CST), and anti-GAPDH antibody (clone 6C5; Abcam) were diluted to concentrations of 25, 1.9, and 10 μg/ml, respectively, with antibody diluent 2 (ProteinSimple). The anti-phospho-IRF5 antibody was diluted to 25 μg/ml with 5% skim milk in Tris-buffered saline containing 0.05% Tween 20. A horseradish peroxidase (HRP)-conjugated anti-rabbit IgG antibody (ProteinSimple) or anti-mouse IgG antibody (Millipore) served as a secondary antibody. Lumino-S/peroxidase (for total IRF5, IKKβ, and GAPDH; ProteinSimple) or Immunostar LD (for phospho-IRF5; Wako) were used as substrates for HRP.

### Plasmids

The constructs pcDNA3.1-IRF5(isoform B), pcDNA3.1-IRF5(S446A), and pcDNA3.1-IKKβ have been described previously^25^. The cDNA of human IRF5 isoform D (RefSeq accession no. NM_001098629) was obtained by RT-PCR from healthy donor PBMC RNA. The pcDNA3.1-IRF5(isoform D) plasmid was constructed by inserting IRF5 cDNA into the pcDNA3.1(−) vector. Using polyethylenimine (Polysciences), HEK293T cells were co-transfected with empty pcDNA3.1(−), pcDNA3.1-IRF5 (WT isoform B, S446A isoform B, or WT isoform D), and/or pcDNA3.1-IKKβ. Twenty-four hours after transfection, the cells were subjected to a capillary-based immunoassay.

### Enzyme-linked immunosorbent assay (ELISA)

Anti-dsDNA antibodies and immunoglobulin in mouse serum samples or cytokines in human PBMC culture supernatants were measured by ELISA. For anti-dsDNA IgG analysis, F96 MaxiSorp Nunc-immuno plates (Thermo Fisher Scientific) at 4 °C were coated overnight with 0.05% protamine sulfate (Sigma-Aldrich) and 50 µg/ml calf thymus DNA (Nacalai Tesque) diluted in phosphate-buffered saline (PBS). The plates were washed four times with 0.05% Tween 20 in PBS (PBST) and then incubated with blocking buffer (1% bovine serum albumin [BSA] in PBST) at 20–25 °C for 1 h with shaking. An anti-dsDNA mouse monoclonal IgG2a antibody (clone HYB331-01; Santa Cruz Biotechnology) served as a standard. After the plates were washed with PBST four times, serum samples diluted to 1:1000 with blocking buffer and the standard dsDNA antibody serially diluted with blocking buffer were added and incubated at 20–25 °C for 1 h with shaking. The plates were then washed four times and were incubated for 1 h at 20–25 °C with an HRP-conjugated goat anti-mouse IgG Fc fragment (Bethyl Laboratories) diluted to 1:20,000 with 1% BSA in PBST. After four washes, the tetramethyl benzidine substrate (TMB Substrate Set; BioLegend) was added into wells of the plates, and absorbance data at 450/595 nm were recorded on a Sunrise absorbance reader (TECAN). Serum levels of total IgG, IgG1, and IgG2c were determined using ELISA kits purchased from Bethyl Laboratories (Cat. Nos. E90-131, E90-105, and E90-136, respectively). PBMC culture supernatants were analyzed with LumiKine Xpress hIFN-α 2.0 (InvivoGen, Cat. No. luex-hifnav2), Human IFN-beta DuoSet (R&D Systems, Cat. No. DY814-05), Human IL-6 ELISA MAX Standard Sets (BioLegend, Cat. No. 430501), and Human TNF-α ELISA MAX Standard Sets (BioLegend, Cat. No. 430201) ELISA kits.

### Mouse kidney pathology and IgG deposition

Kidneys freshly excised from mice were either fixed in a neutral buffered 10% formalin solution (Wako) for 2–6 days or snap-frozen in the Tissue-Tek OCT compound (Sakura Finetek Japan) using liquid nitrogen. Formalin-fixed kidneys were embedded in paraffin by means of a closed self-locking embedding device, Tissue-Tek VIP5 Jr. (Sakura Finetek Japan). Freshly frozen blocks were stored at −80 °C until cryosection preparation. Paraffin-embedded kidneys were sectioned and stained with hematoxylin and eosin (H&E) or periodic acid-Schiff reagents by Tokushima Molecular Pathology Institute. The images of stained kidney sections were obtained using Biozero BZ-8000 (Keyence) and BZ Viewer software. Glomerular cellularity was assessed by calculating the mean number of nuclei in ten glomeruli from the H&E-stained cross-sections per mouse using the ImageJ software (NIH)^55^. IgG deposition in glomeruli was assessed by immunofluorescent staining of 4 µm kidney cryosections prepared on a cryostat. Cryosections mounted on Superfrost slide glass (Matsunami) were immediately fixed in −80 °C acetone for 30 s, rinsed in PBS, and blocked with PBS containing 5% skim milk (Morinaga) at 20–25 °C for 30 min. The sections were then incubated with biotinylated anti-mouse IgG (Vector Laboratories) in blocking buffer at 4 °C overnight. After that, the sections were washed three times with PBS and stained with AF488-conjugated streptavidin (Life Technologies) and then with Hoechst 33342 (Life Technologies). After a rinse with PBS, the sections were mounted with the Prolong Gold Antifade Reagent (Invitrogen). Fluorescent images were scanned by means of FV1000-D. The MFI of each glomerulus was calculated using the ImageJ software and the MFI of five glomeruli were averaged. The relative MFI was determined as the average MFI normalized to the average MFI in the WT samples.

### RNA sequencing and bioinformatics analysis

Total RNA from peripheral blood was prepared for five mice of each of the following mouse strains: WT, *Lyn*^−/−^, *Lyn*^−/−^*Ifnar1*^−/−^, *Lyn*^−/−^*Irf5*^+/−^, and *Lyn*^−/−^*Irf5*^−/−^. The RNA samples were quantified on a nanophotometer (Implen), and their quality was assessed using the Agilent RNA6000 Pico Kit (Cat. No. 5067-1513) and Bioanalyzer in accordance with the manufacturers’ instructions. All samples had an RNA integrity number >7.2. Libraries were prepared from 500 ng of total RNA by means of SureSelect Strand-Specific RNA Library Prep for Illumina Multiplexed Sequencing (Agilent Technologies). The size of final cDNA libraries was validated using the Agilent High Sensitivity DNA Kit (Cat. No. 5067-4626) and Bioanalyzer in line with the manufacturer’s instructions. Concentrations of individual libraries were validated by qPCR with the KAPA Library Quantification Kit (Nippon Genetics, Cat. No. KK4824). Pooled libraries were subjected to the sequencing using the Illumina NextSeq 500/550 High Output Kit v2 (Cat. No. 20024906) and NextSeq 500 System. Illumina Real-Time Analysis software was used for base calling. All sequenced reads were converted to FASTQ format in the bcl2fastq software, followed by mapping to the mouse genome reference sequence mm10 using STAR^56^. Raw read counts were obtained in featureCounts^57^. After normalization to the trimmed mean of *M* values by the calcNormFactors function in edgeR^58^, final read counts were obtained by the rpkm function. GSEA was performed as described elsewhere^59^ using the hallmark gene sets^60^.

### In vivo treatments of mice

TAM (Sigma-Aldrich) was dissolved at 100 mg/ml in 99.5% ethanol, and the aliquots were stocked at −20 °C. Prior to administration, the aliquots were further diluted with corn oil (Sigma-Aldrich) and then administered to mice by oral gavage (2 mg/250 μl/mouse, once a day for 5 days). BZ (Wako) was dissolved at 20 mg/ml in DMSO, stocked at −20 °C, diluted with PBS, and injected subcutaneously at a dose of 0.75 mg/(kg body weight) in accordance with the treatment scheme described in the figures. YE6144 was dissolved in PBS containing 10% DMSO and subcutaneously administered daily to NZB/W F1 mice at a dose of 40.0 mg/(kg body weight).

### Flow cytometry

The mouse splenocytes and bone marrow cells were preincubated with anti-mouse CD16/CD32 (BioLegend) antibody to block Fcγ receptors and then stained with the antibodies (Supplementary Table 2) in 2% FBS at 4 °C for 30 min. To measure the mitochondrial membrane potential, stained cells were incubated with 50 nM TMRM (Thermo Fisher Scientific) in R10 medium at 37 °C for 30 min. The TMRM fluorescence was detected using the PE channel. Dead cells were stained with 7-aminoactinomycin D for 5 min. Data were acquired on BD FACSCanto II (BD Biosciences) using the FACS DIVA software and analyzed in the FlowJo software (Tree Star).

### Screening of IRF5 inhibitors

A reporter system that distinguishes the transcriptional activities of IRF5 and NF-κB was established and used for HTS. A library containing ~100,000 compounds was subjected to the screening via the reporter system to identify the compounds that selectively inhibit IRF5 transcriptional activity, thereby yielding 26 small-molecule hit compounds. Ten of these hit compounds were validated by endogenous gene expression analysis. One of the validated hit compounds strongly inhibited IRF5 activation at a dose much different from its toxic dose. After that, several analogs of the confirmed hit compound were assessed. One of these compounds, YE6144, was found to have better photoisomerization properties and less toxicity in vivo.

### Statistical analysis

All statistical analyses were performed in the R software. For a comparison of non-normally distributed data, Mann–Whitney *U* test was carried out. For a comparison of normally distributed data, either Student’s *t* test or Welch’s *t* test was conducted. For a paired comparison of data, paired *t* test was performed. For correlation analysis, Spearman’s rank-ordered correlation was utilized. Data with *P* values < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA sequencing (RNA-seq) data have been deposited in the Gene Expression Omnibus (GEO) database with the primary accession code GSE146334. The public RNA-seq data from SLE patients and healthy donors^31^ were retrieved from the GEO database with the primary accession code GSE72509. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Genetic and chemical inhibition of IRF5 suppresses pre-existing mouse lupus-like disease
**Source:** Nat Commun. 2021 Jul 19;12:4379. doi: 10.1038/s41467-021-24609-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Genetic and chemical inhibition of IRF5 suppresses pre-existing mouse lupus-like disease

Tatsuma Ban, Masako Kikuchi, Go R. Sato, Akio Manabe, Noriko Tagata, Kayo Harita, Akira Nishiyama, Kenichi Nishimura, Ryusuke Yoshimi, Yohei Kirino, Hideyuki Yanai, Yoshiko Matsumoto, Shuichi Suzuki, Hiroe Hihara, Masashi Ito, Kappei Tsukahara, Kentaro Yoshimatsu, Tadashi Yamamoto, Tadatsugu Taniguchi, Hideaki Nakajima, Shuichi Ito, and Tomohiko Tamura

Supplementary Figure 1

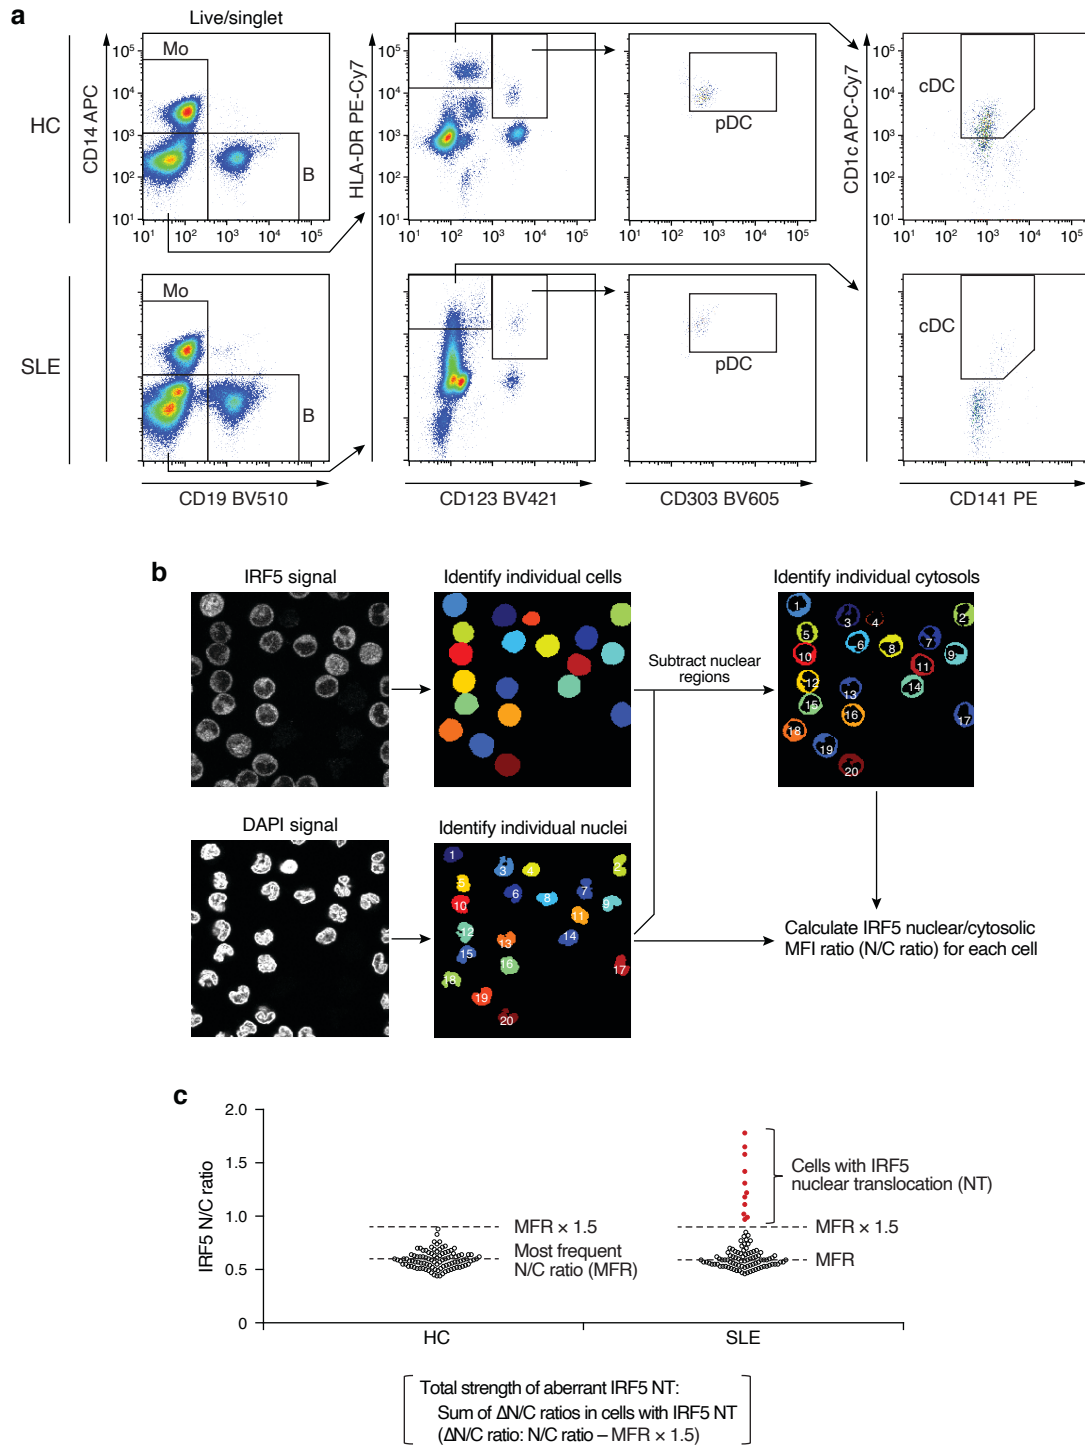

Supplementary Figure 1. Evaluation of IRF5 activation by nuclear translocation.

a, The gating strategy for sorting of monocytes (Mo), B cells (abbreviated as B), pDCs, and cDCs from PBMCs of healthy control (HC) donors or SLE patients. **b**, The flowchart of image analysis. Fluorescent images of sorted cells captured by the confocal microscope were analyzed by CellProfiler as indicated. **c**, The scheme of IRF5 nuclear translocation (NT) evaluation.

Supplementary Figure 2

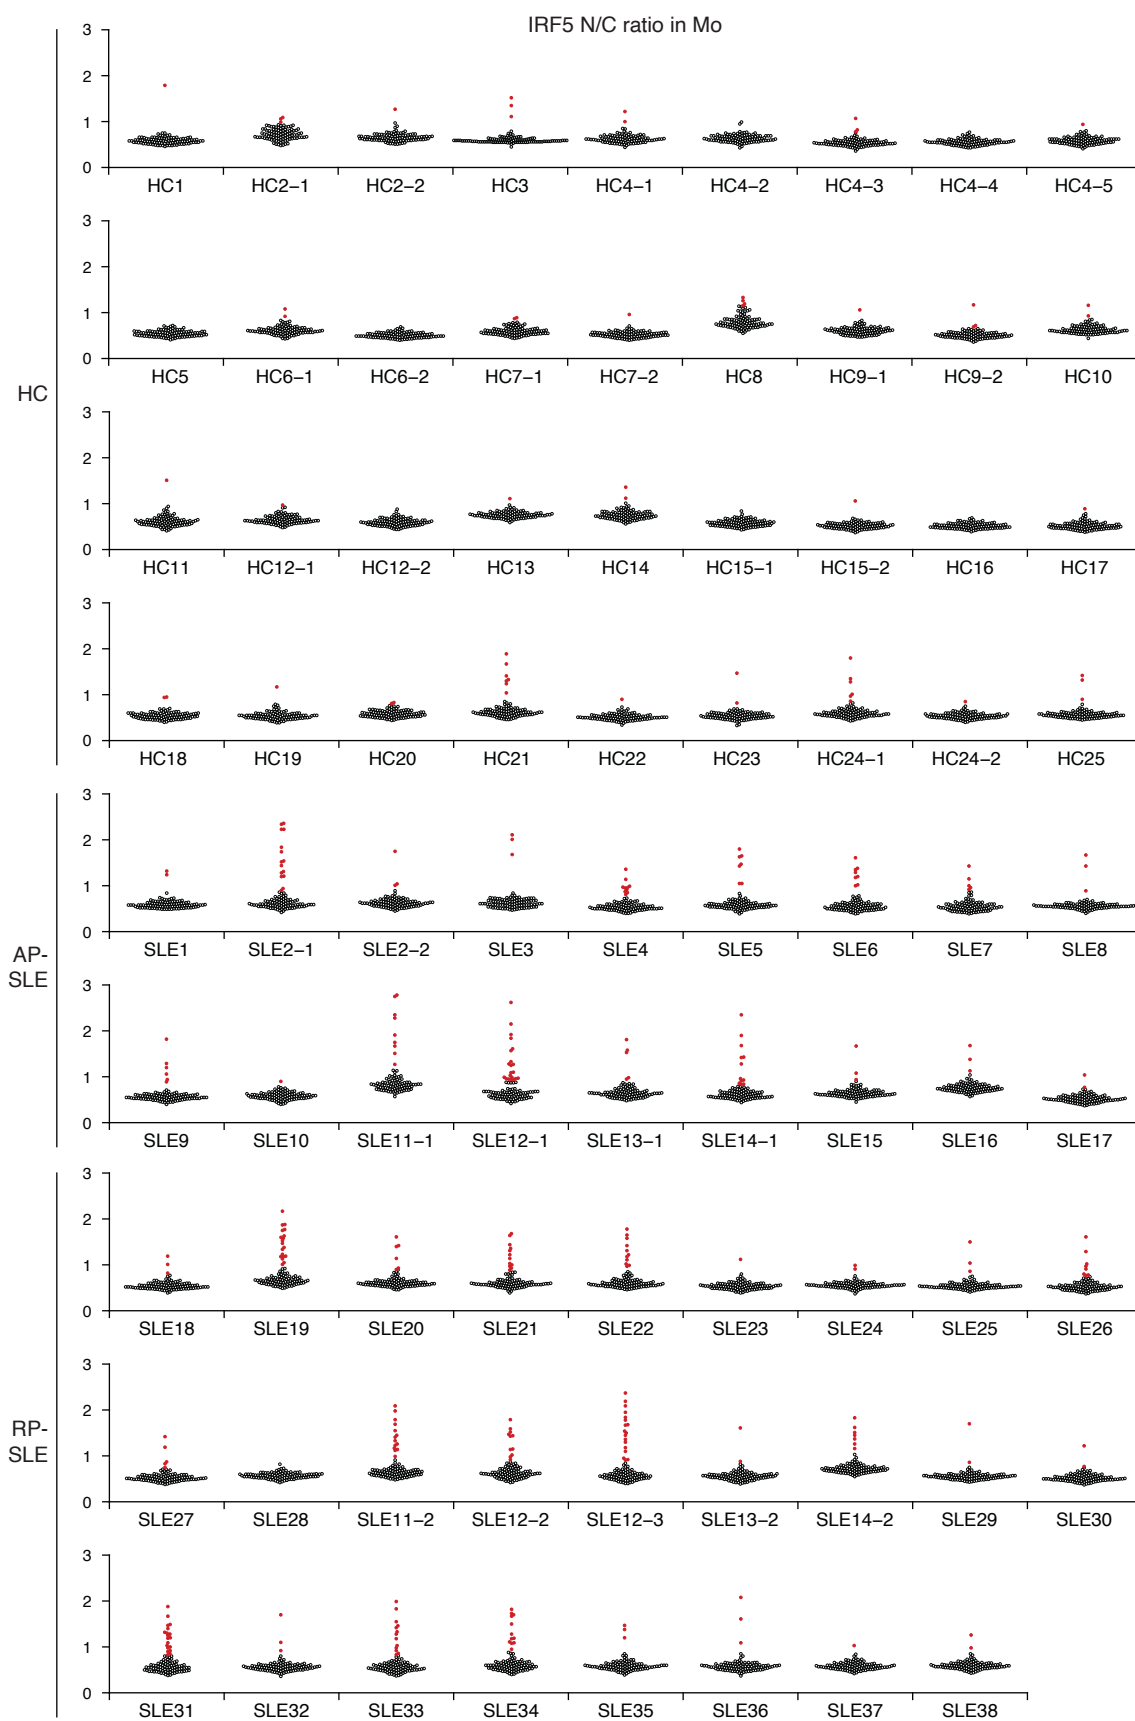

Supplementary Figure 2. Quantitative analysis of IRF5 nuclear translocation.

Data on monocytes from 36 HC donor samples (25 individuals) and 44 SLE patient samples are shown (38 individuals; multiple samples were collected from some patients during the disease course).

Supplementary Figure 3

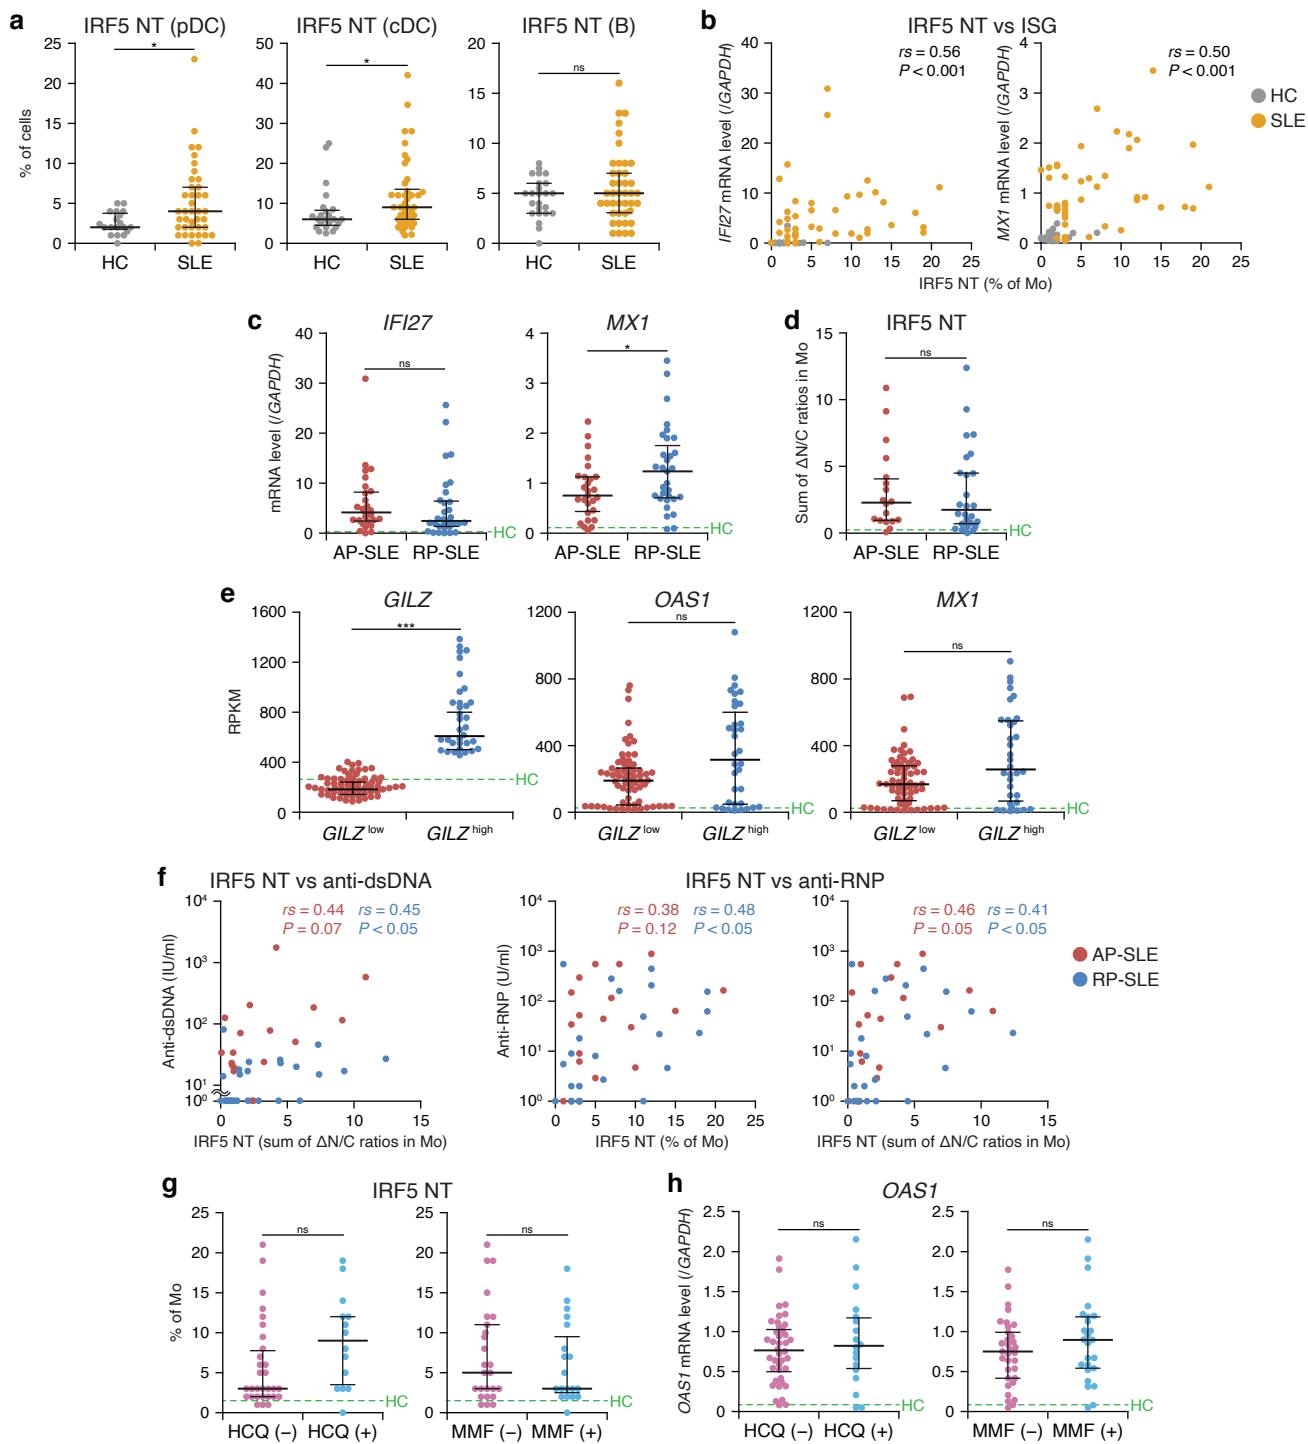

Supplementary Figure 3. Analysis of IRF5 activation status in human SLE.

a, IRF5 NT in pDCs, cDCs, and B cells from HC donors ($n = 19, 23$, and 24 , respectively) or SLE patients ($n = 39, 40$, and 42 , respectively). Data from identical individuals are averaged (HC) or presented separately (SLE patients) here or below. **b**, Correlation between IRF5 NT and ISG expression. Scatterplots of IRF5 NT prevalence among monocytes as well as peripheral-blood *IFI27* (left) or *MX1* (right) mRNA levels are depicted. HC: $n = 25$, SLE: $n = 44$. **c**, ISG expression. *IFI27* and *MX1* mRNA levels of peripheral blood in AP- and RP-SLE were analyzed by RT-qPCR. **d**, IRF5 activation. The strength of aberrant IRF5 NT in AP- and RP-SLE were analyzed. **e**, Analysis of public RNA-seq data from SLE patients and HC donors. *GILZ*, *IFI27*, and *MX1* expression (RPKM: reads per kilobase of transcript per million mapped reads) of peripheral blood is shown. SLE patients were subdivided into two groups, $GILZ^{low}$ ($n = 65$) and $GILZ^{high}$ ($n = 34$), with the threshold of the mean + $1.96 \times$ SD of the *GILZ* mRNA level in HC. **f**, Correlation between IRF5 activation and autoantibody production. Scatterplots of the IRF5 NT in monocytes and serum concentration of anti-dsDNA (left) and anti-ribonucleoprotein (RNP; middle and right) in AP- and RP-SLE are provided. **g,h**, Aberrant IRF5 activation and ISG expression. IRF5 NT in monocytes (**g**) or the *OAS1* mRNA level (**h**) in SLE patients treated (+) or not treated (-) with either HCQ (left panel) or MMF (right panel). AP-SLE: $n = 27$ (**c**) or 18 (**d,f**), RP-SLE: $n = 31$ (**c**) or 26 (**d,f**), HCQ (-): $n = 30$ (**g**) or 40 (**h**), HCQ (+): $n = 14$ (**g**) or 18 (**h**), MMF (-): $n = 25$ (**g**) or 33 (**h**), MMF (+): $n = 19$ (**g**) or 25 (**h**). Horizontal bars denote median with interquartile range (**a,c-e,g,h**). Dashed lines (**c-e,g,h**) indicate the median of HC data. * $P < 0.05$, *** $P < 0.001$ (two-sided Mann-Whitney U test in **a,c-e,g,h**). Spearman's rank correlation coefficient (rs) and P value were utilized to assess the correlation (**b,f**).

Supplementary Figure 4

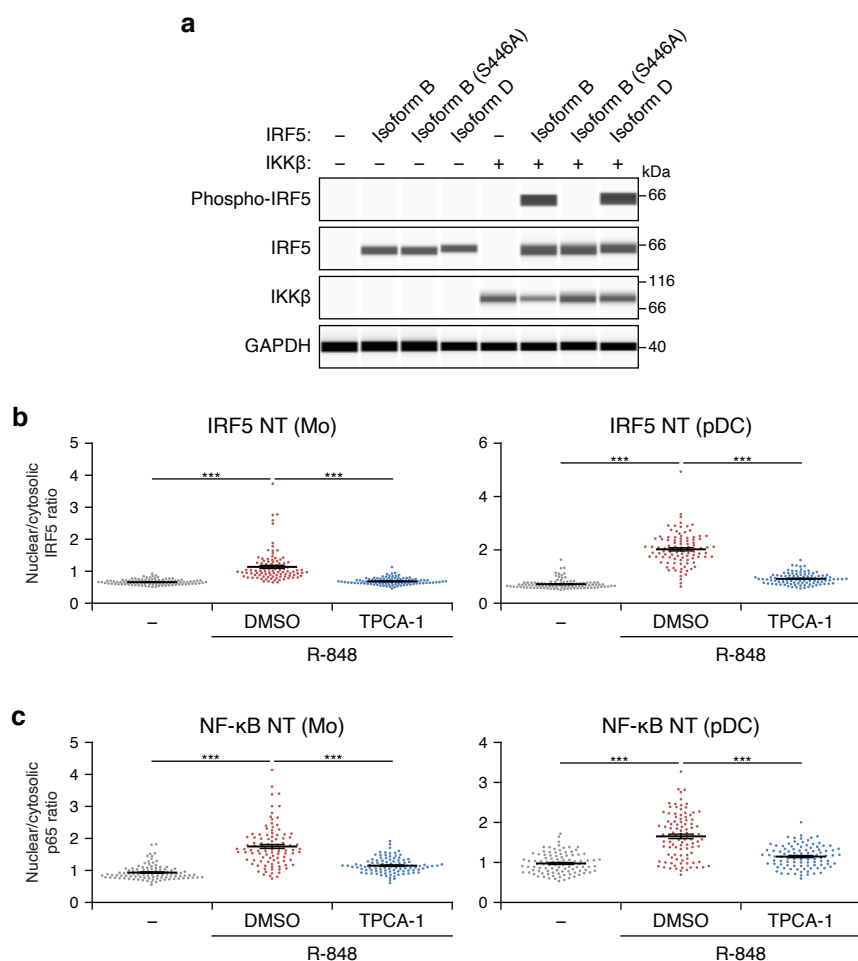

Supplementary Figure 4. Analysis of IRF5 activation in human cells.

a, Specificity of the anti-phospho IRF5 monoclonal antibody. HEK293T cells were co-transfected with human IRF5 (WT isoform B, a mutant isoform B with alanine substitution of the serine 446 [S446A], or WT isoform D) and/or IKKβ. The cell lysates were analyzed via a capillary-based immunoassay using antibodies against phosphorylated IRF5 (phospho-IRF5), total IRF5, IKKβ, and GAPDH as a loading control. **b,c**, The influence of the IKKβ inhibitor on NT of IRF5 and NF-κB. The nuclear/cytosolic ratio of IRF5 (**b**) or NF-κB p65 (**c**) in 100 monocytes (left panel) or pDCs (right panel) sorted from human HC PBMCs pretreated with either DMSO or 1 μM TPCA-1 for 30 min and then stimulated with 3 μM R-848 for 120 min. Data are representative of two independent experiments. Horizontal bars denote mean ± SEM (**b,c**). *** $P < 0.001$ (two-sided Student's t -test in **b,c**).

Supplementary Figure 5

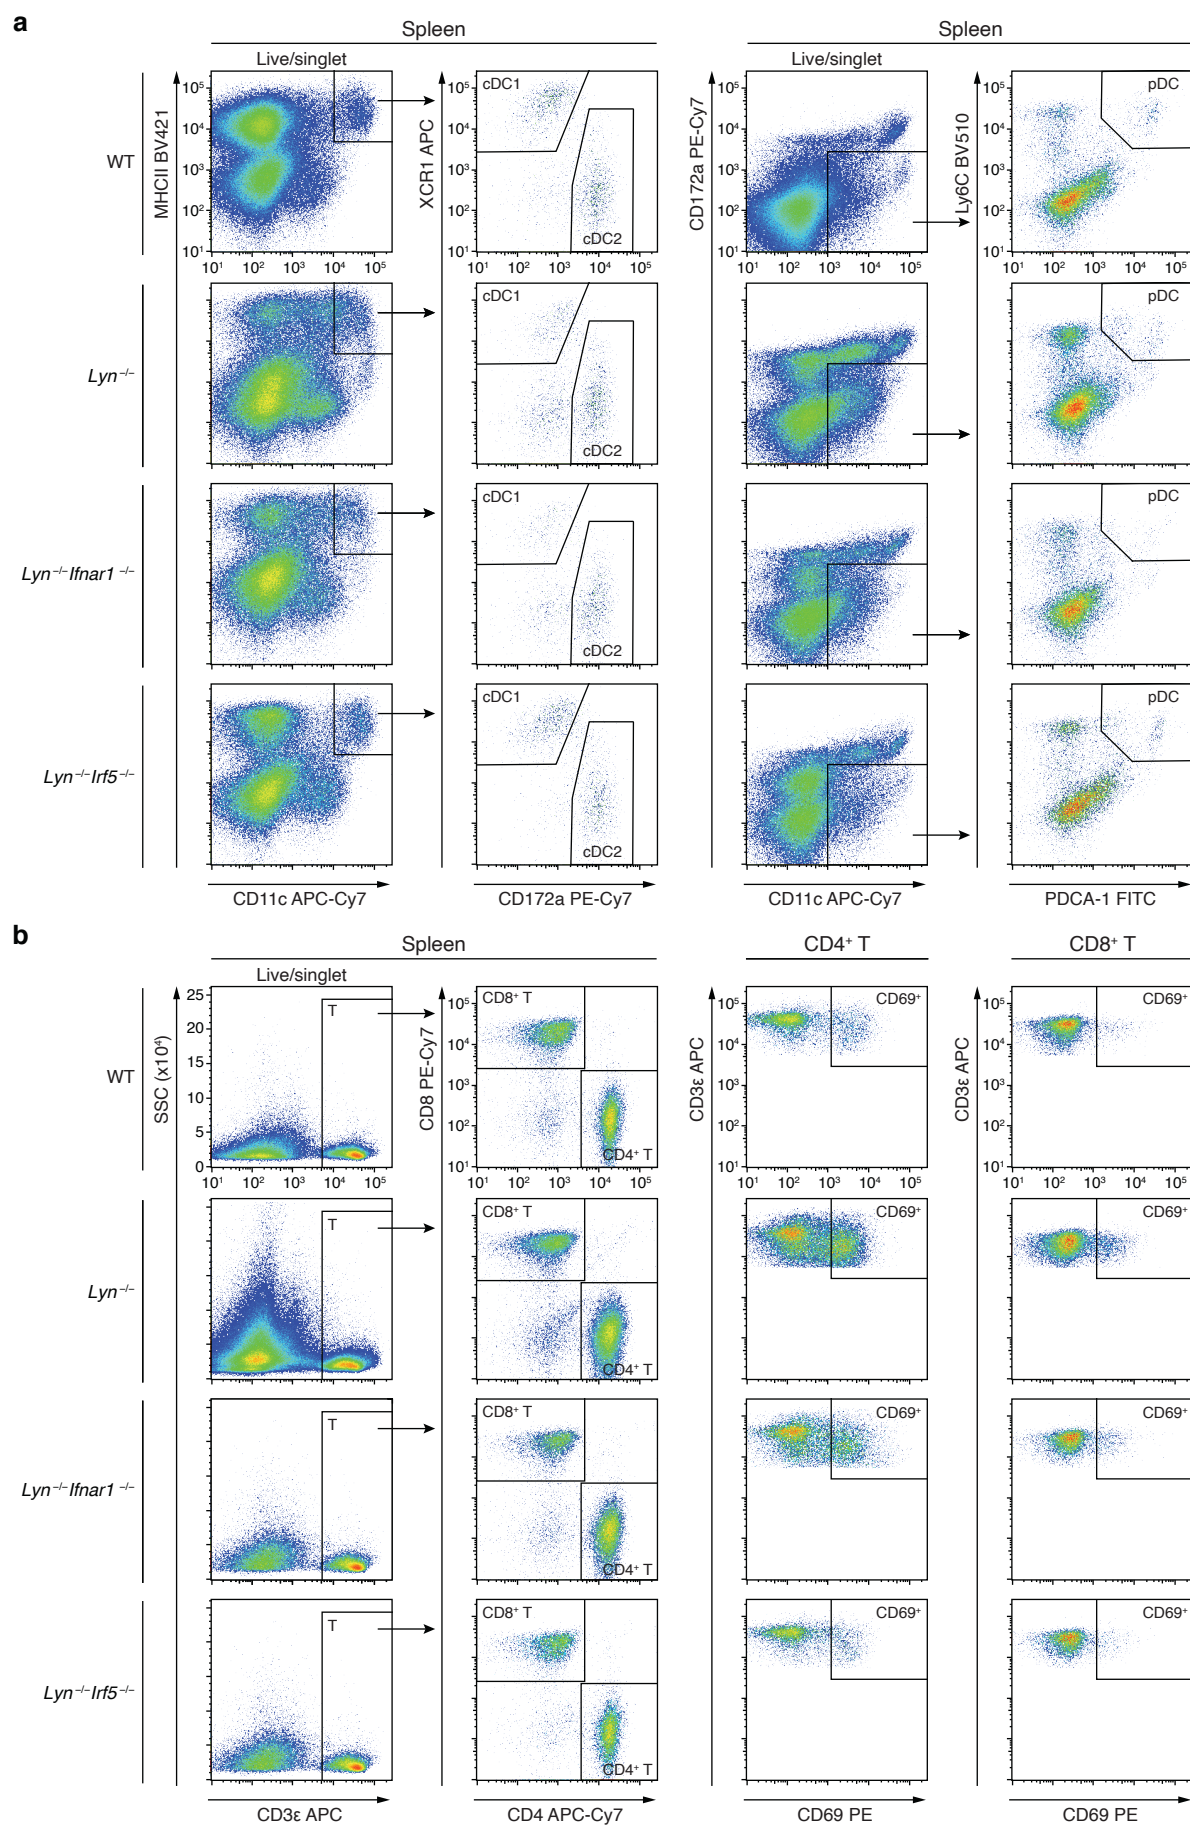

Supplementary Figure 5. Flow cytometric analysis of mouse immune cell subsets.
a,b, Gating strategy for the flow cytometric analysis of splenic DC subsets (**a**) and T cells (**b**).

Supplementary Figure 6

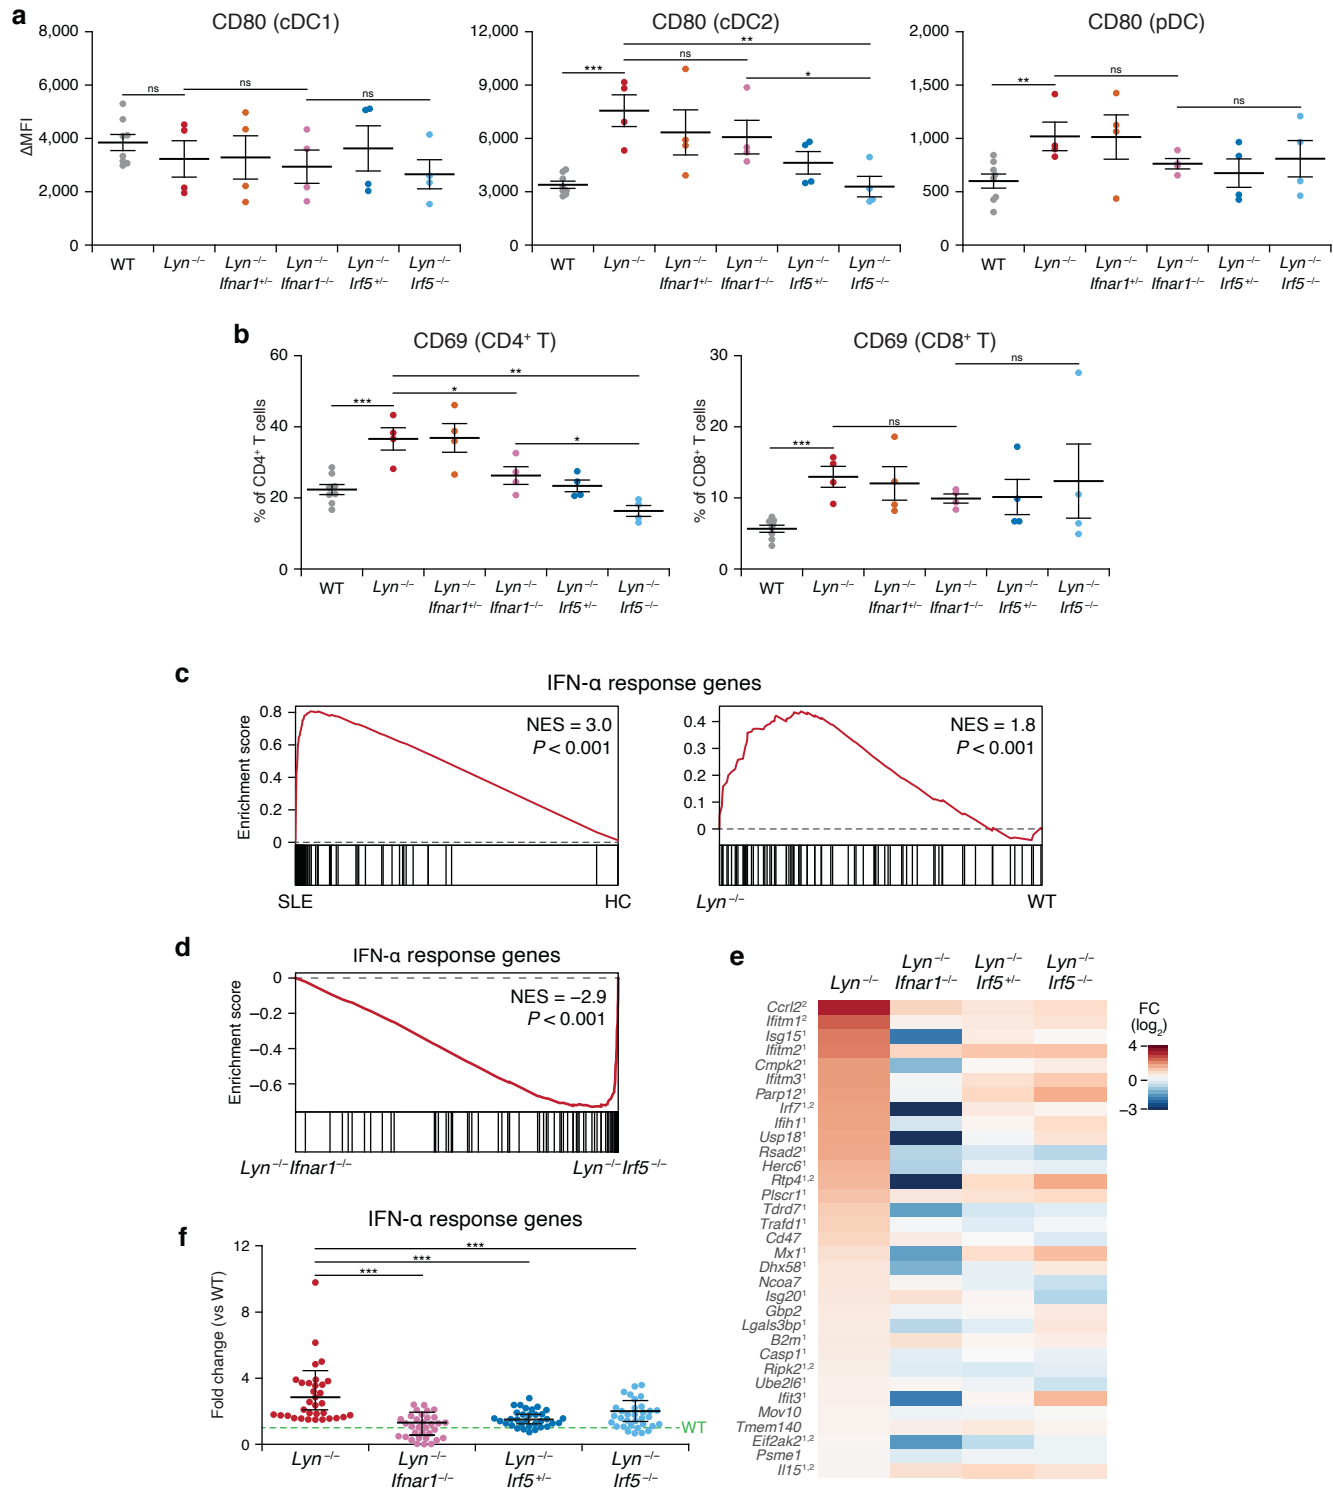

Supplementary Figure 6. Innate and adaptive immune cell activation and IFN-α response genes in the mouse SLE model lacking *Ifnar1* or *Irf5*.

a,b, Activation of DCs and T cells. CD80 expression level (ΔMFI; MFI for CD80 minus that of the control IgG) in DCs (**a**) and frequency of CD69⁺ cells in CD4⁺ and CD8⁺ T cells (**b**) from WT, *Lyn*^{-/-}, *Lyn*^{-/-} *Ifnar1*^{+/-}, *Lyn*^{-/-} *Ifnar1*^{-/-}, *Lyn*^{-/-} *Irf5*^{+/-}, and *Lyn*^{-/-} *Irf5*^{-/-} female mice at 33–39 weeks of age (n = 8 and n = 4 for WT and each of other genotypes, respectively). **c,d**, A GSEA enrichment plot of IFN-α response genes (human SLE versus [vs] HC or *Lyn*^{-/-} vs WT in **c**, *Lyn*^{-/-} *Ifnar1*^{+/-} vs *Lyn*^{-/-} *Irf5*^{-/-} in **d**). **e**, A heatmap of the expression of IFN-α response genes in indicated genotypes. The color represents the mean fold change (FC) relative to WT. Genes with FC > 1.5 in *Lyn*^{-/-} mice are shown. The superscript number on the gene name denotes the gene included in the gene set of the IFN-γ response (¹) or inflammatory response (²). **f**, A dot plot of the data from **e** (n = 33 for each genotype). The horizontal bars represent mean ± SEM (**a,b**) or median with interquartile range (**f**). Data in **a,b** were compiled from four independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ns: not significant (two-sided Student's *t*-test in **a,b**; two-sided Mann-Whitney *U* test in **f**).

Supplementary Figure 7

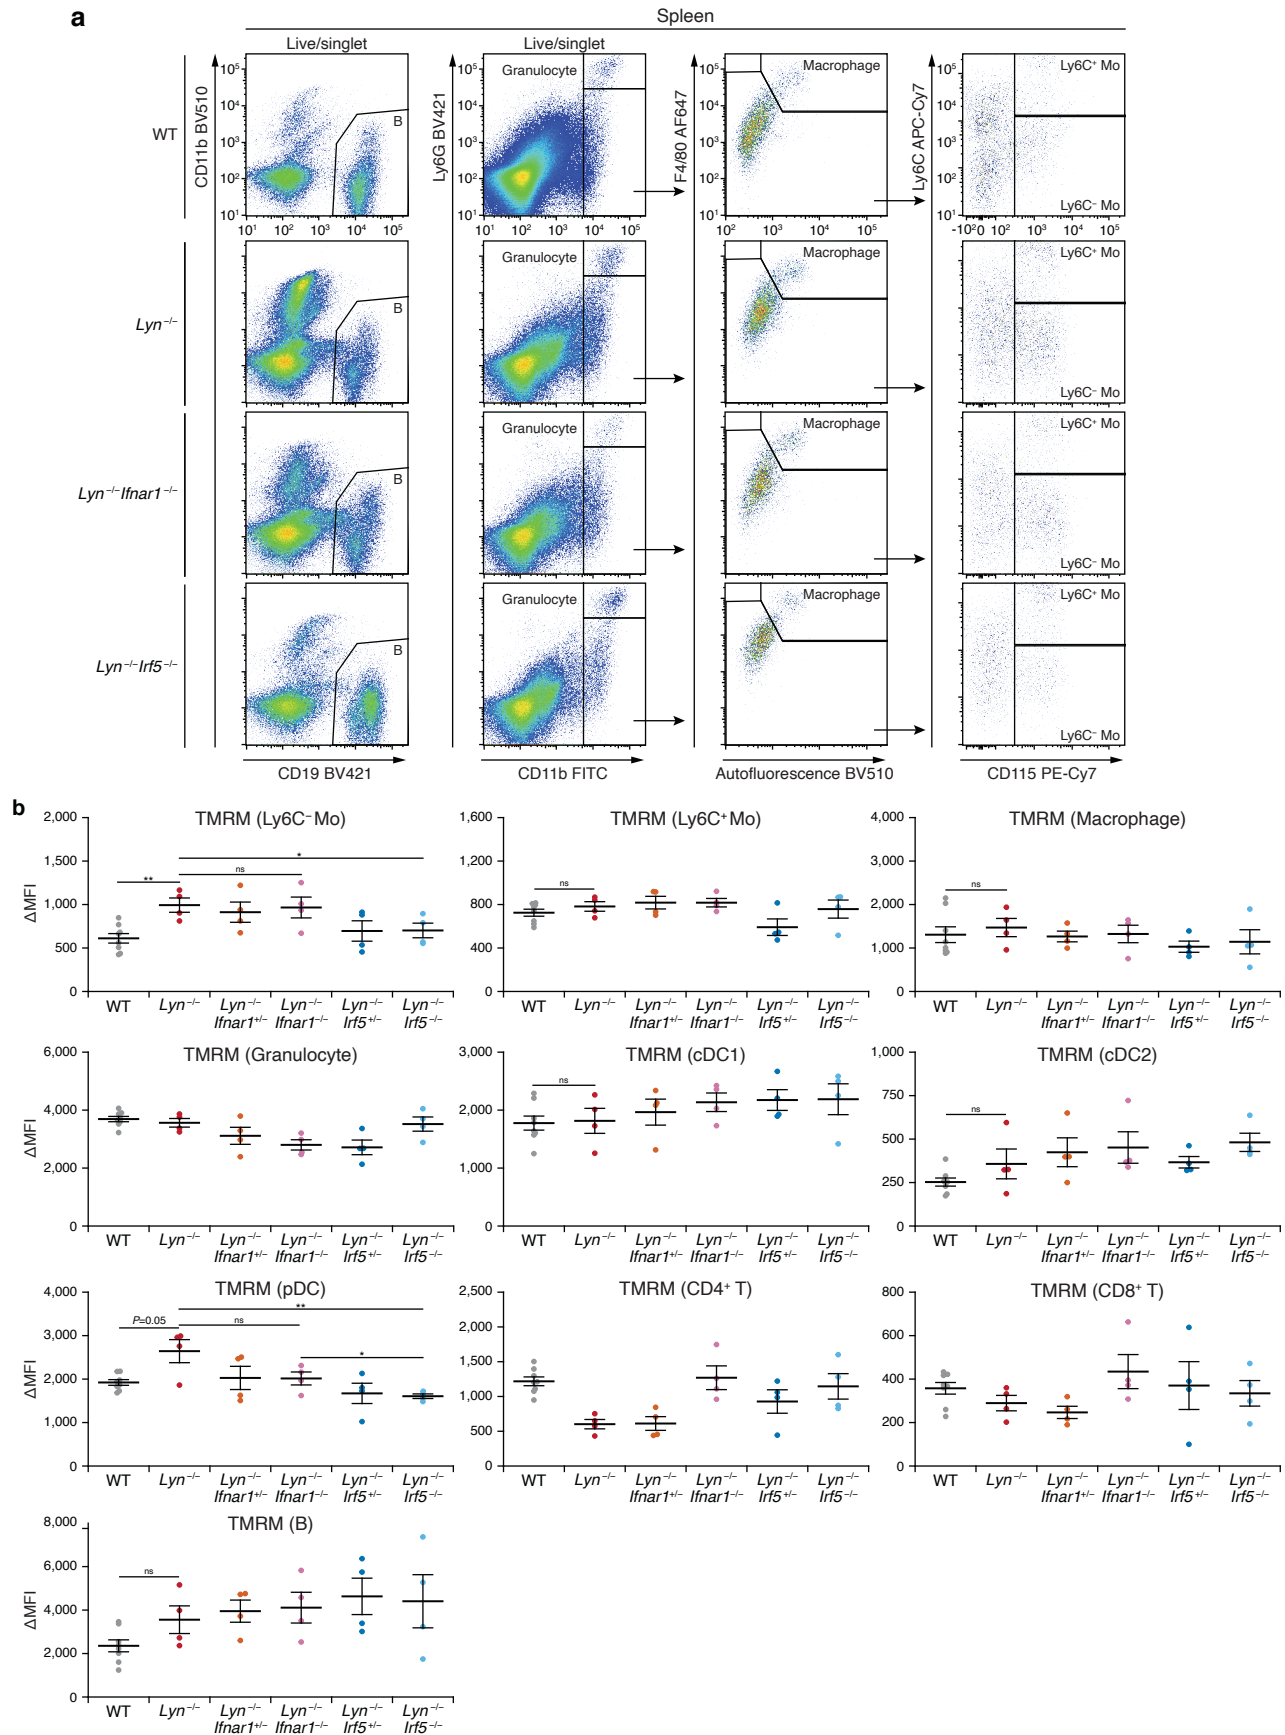

Supplementary Figure 7. Mitochondrial membrane potential in the mouse SLE model lacking *Ifnar1* or *Irf5*.

a, Gating strategy for splenic B cells, granulocytes, macrophages, and Ly6C⁻ and Ly6C⁺ monocytes (Mo). The gating strategies for DC subsets and T cells were similar to those for Supplementary Fig. 5a and b, respectively. **b**, TMRM signal (ΔMFI; MFI for TMRM minus that of unstained control) in the indicated cell types from mice in Supplementary Fig. 6a,b. The horizontal bars represent mean ± SEM (**b**). Data in **b** were compiled from four independent experiments. *P < 0.05, **P < 0.01, ns: not significant (two-sided Student's *t*-test in **b**).

Supplementary Figure 8

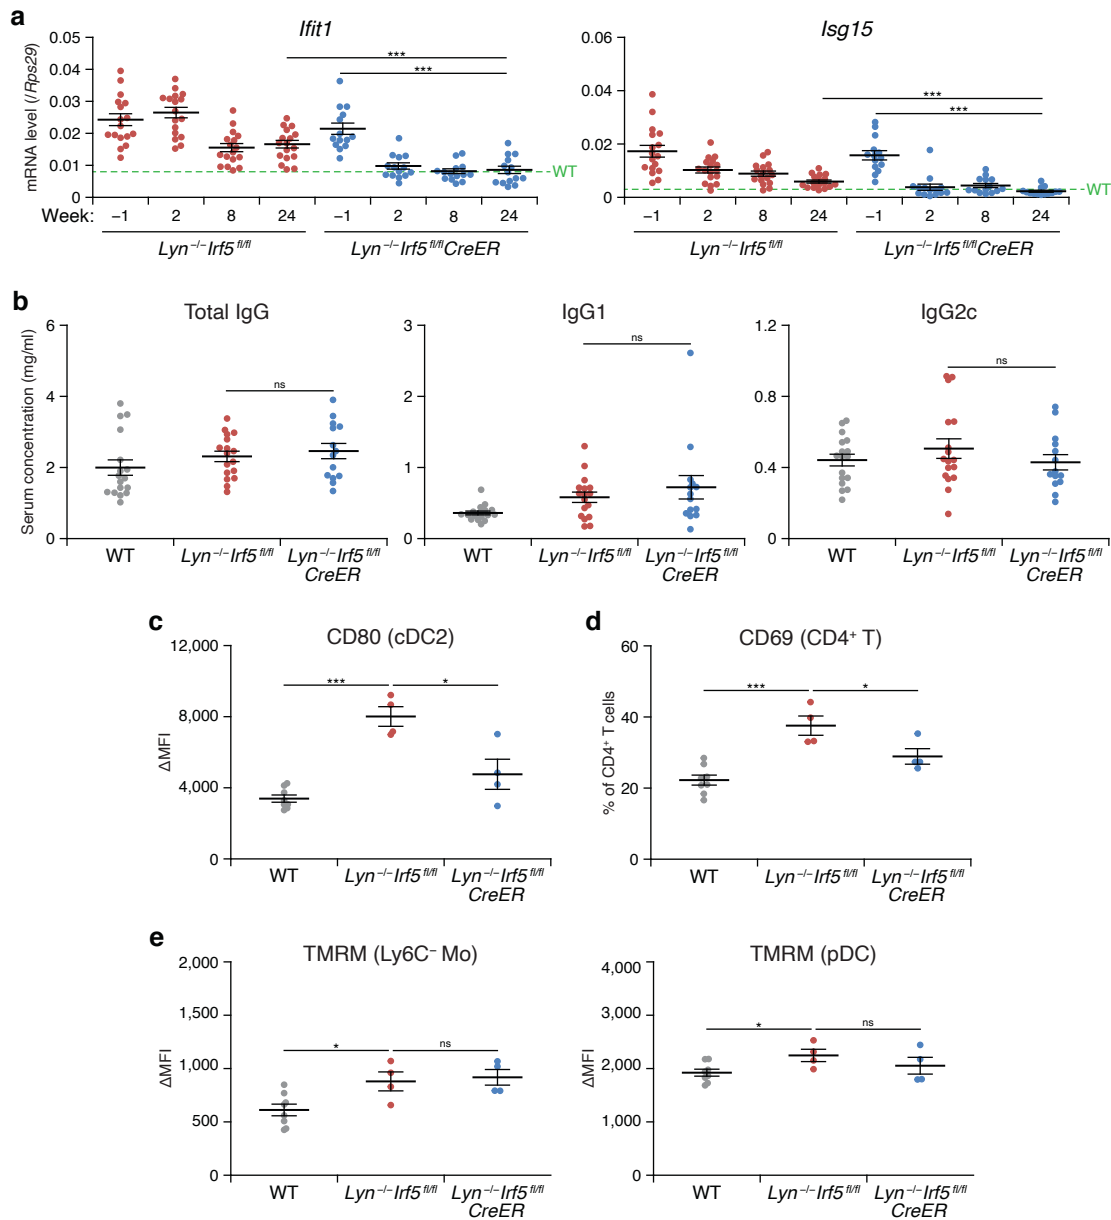

Supplementary Figure 8. ISG expression and IgG production, innate and adaptive immune cell activation, and mitochondrial membrane potential in *Irf5* cKO mice.

a, *Ifit1* and *Isg15* mRNA levels in peripheral blood from the mice in Fig. 3b at the indicated time points (n = 17 [*Lyn*^{-/-}*Irf5*^{fl/fl}] and 14 [*Lyn*^{-/-}*Irf5*^{fl/fl}*CreER*] per time point) were analyzed by RT-qPCR. Dashed lines denote the mean of WT mouse data (n = 17). **b**, Concentration of serum total IgG, IgG1, and IgG2c from the mice in Fig. 3b at 24 weeks after the TAM treatment. **c-e**, CD80 expression level in cDC2s, frequency of CD69⁺CD4⁺ T cells, and TMRM signal in WT (n = 8), *Lyn*^{-/-}*Irf5*^{fl/fl} (n = 4), and *Lyn*^{-/-}*Irf5*^{fl/fl}*CreER* (n = 4) female mice at 4–7 weeks after TAM treatment (36–39 weeks of age). Data in **c-e** were compiled from four independent experiments. Horizontal bars denote mean ± SEM. *P < 0.05, ***P < 0.001, ns: not significant (two-sided Student's *t*-test for comparison between genotypes in **b-e** and two-sided paired-*t* test for comparison within the same genotype in **a**).

Supplementary Figure 9

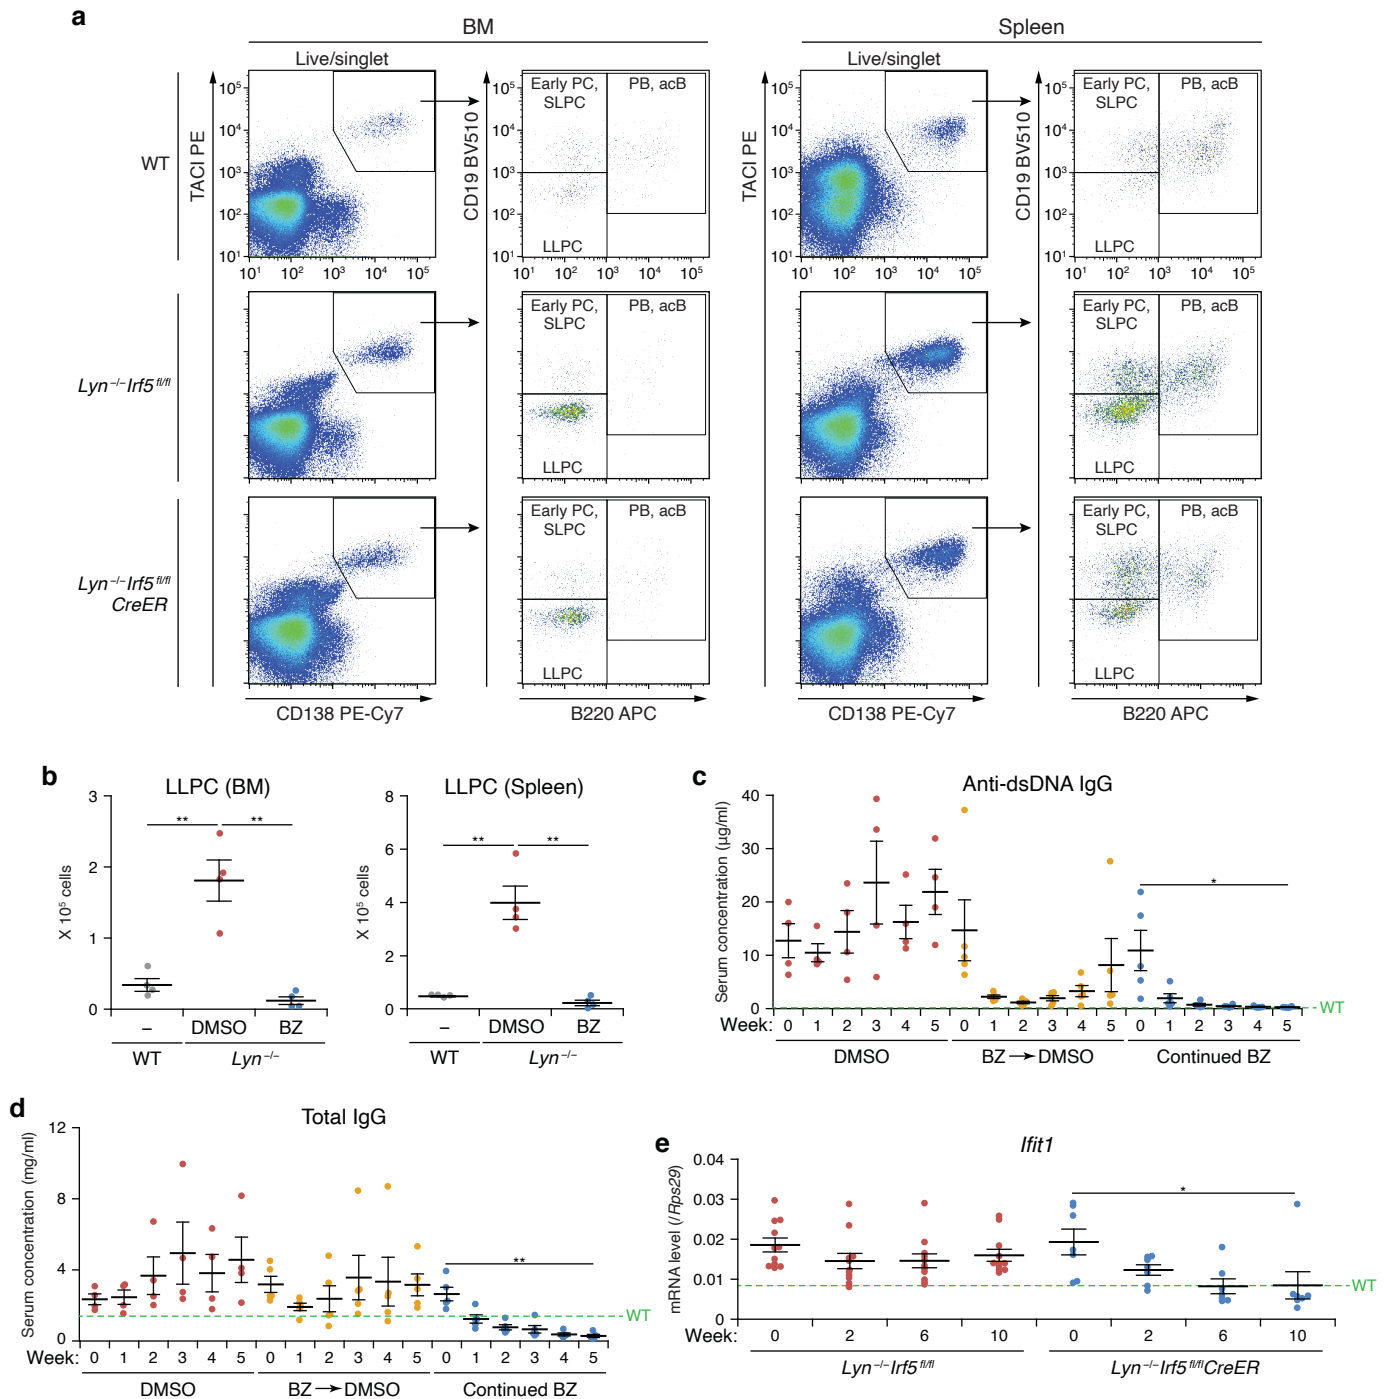

Supplementary Figure 9. The influence of BZ treatment on the *Lyn*-deficient mouse model of SLE.

a, The gating strategy for flow cytometric analysis of LLPCs. BM: bone marrow, PB: plasma blasts, PC: plasma cells, SLPC: short-lived plasma cells, and acB: activated B cells. **b**, LLPC depletion under the influence of BZ. *Lyn*^{-/-} female mice were treated with either DMSO (n = 4) or 0.75 mg/kg BZ (n = 4) on days 0, 3, and 6. The number of LLPCs in BM (left panel) or spleen (right panel) on day 7 (33–35 weeks of age) were studied by flow cytometry. **c,d**, Strong downregulation of IgGs by BZ. *Lyn*^{-/-} male mice were treated as in **b** (n = 4 [DMSO] and n = 5 [BZ]). After day 7 (week 1), mice were further administered with DMSO or BZ (continued BZ) twice per week until week 5. Serum concentration of anti-dsDNA IgG (**c**) and total IgG (**d**) at the indicated time points were analyzed by ELISA. **e**, ISG expression. *Ifit1* mRNA levels in peripheral blood from the mice in Fig. 4d (n = 11 [*Lyn*^{-/-}*Irf5*^{fl/fl}] and 7 [*Lyn*^{-/-}*Irf5*^{fl/fl}*CreER*] per time point) were quantified by RT-qPCR. Horizontal bars (**b–e**) denote mean ± SEM. Dashed lines (**c,d,e**) indicate the mean data from WT mice. *P < 0.05, **P < 0.01 (two-sided Student's *t*-test in **b**; two-sided paired *t*-test in **c,d,e**).

Supplementary Figure 10

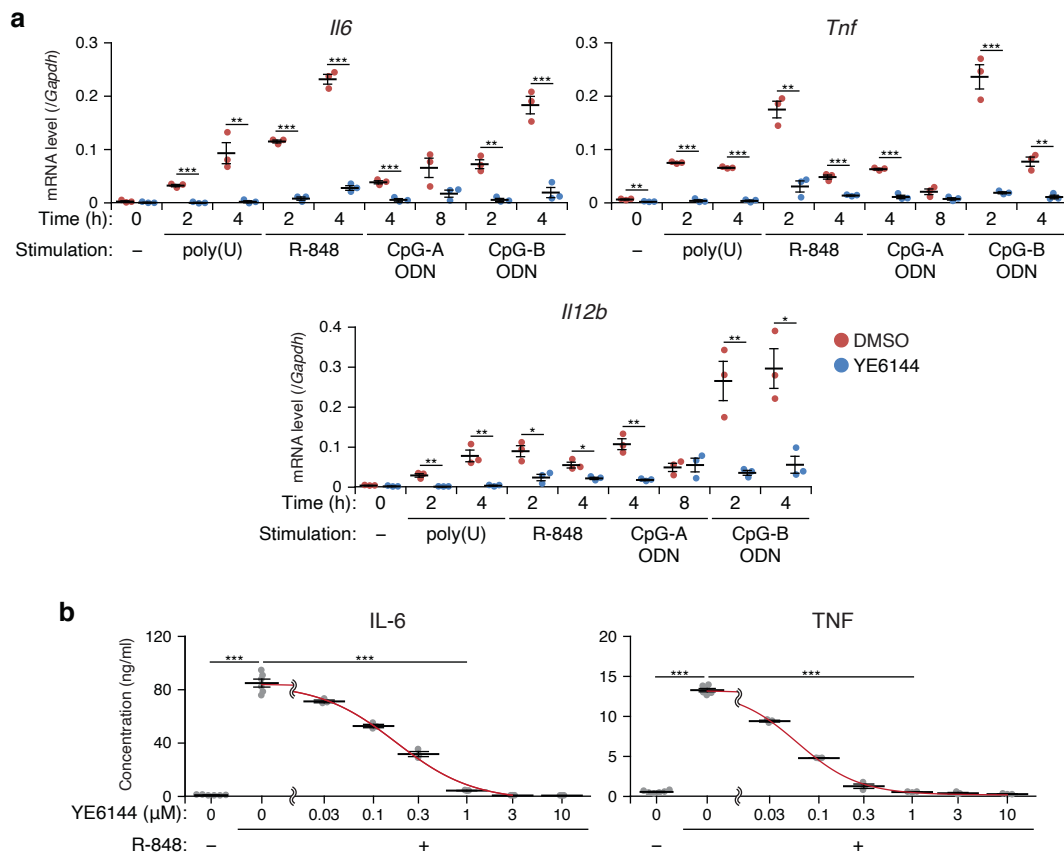

Supplementary Figure 10. The impact of the IRF5 inhibitor YE6144 on transcription factor activation and cytokine induction.

a,b, Proinflammatory cytokines. **a**, Mouse WT splenocytes were treated as in Fig. 5e. Total RNA was isolated, and the expression of *Il6*, *Tnf*, and *Il12b* was analyzed by RT-qPCR. **b**, Human HC PBMCs were pretreated as in Fig. 5f. IL-6 and TNF in the culture supernatants were quantitated by ELISA. The concentration (0.03–10 μ M) of YE6144 was plotted on a logarithmic scale. The red line represents a four-parameter log-logistic dose-response curve. Data are representative of two independent experiments ($n = 3$ in **a** and $n = 3$ [YE6144] or 6 [DMSO] in **b** for each experiment). Horizontal bars represent mean $\pm$ SEM. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, ns: not significant (two-sided Student's *t*-test).

Supplementary Figure 11

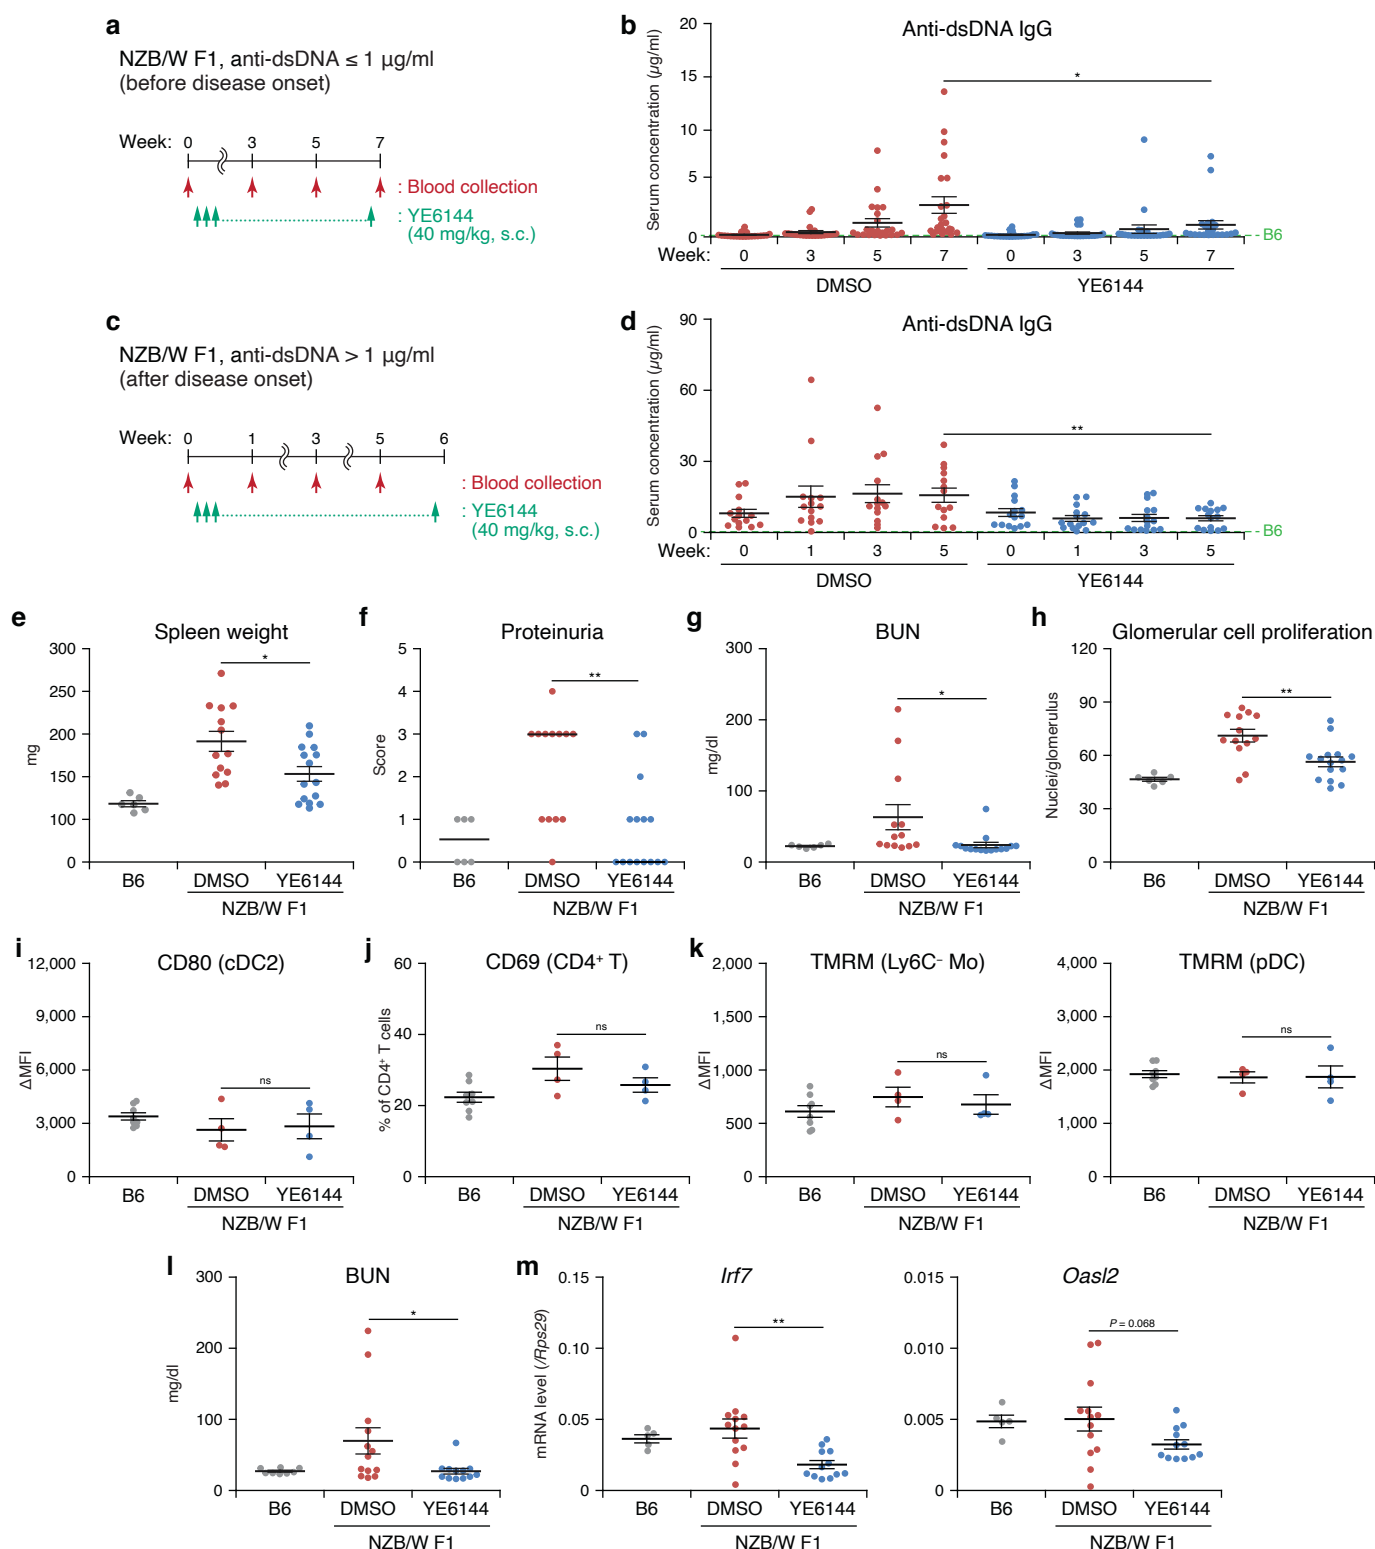

Supplementary Figure 11. The effects of YE6144 on the NZB/W F1 mouse model of SLE.

a–k, Effects of YE6144 alone. **a–d**, The scheme of YE6144 treatment alone in the NZB/W F1 mouse model and autoantibody production before (**a,b**) and after (**c,d**) the disease onset. Serum anti-dsDNA IgG levels in NZB/W F1 female mice (19 and 28 weeks of age at week 0 in **a** and **c**, respectively) treated with either DMSO ($n = 23$ and 14 in **b** and **d**, respectively) or YE6144 ($n = 23$ and 15) were analyzed by ELISA. The dashed line denotes the mean data from WT B6 mice ($n = 4$ and 6). **e–h**, Spleen weight (**e**), proteinuria (**f**), serum BUN (**g**), and kidney pathology (**h**) of mice at week 6 in **c**. **i–k**, CD80 expression level in cDC2s (**i**), frequency of CD69⁺CD4⁺ T cells (**j**), and TMRM signal in the indicated cell types from the spleen (**k**) in WT B6 ($n = 8$) and NZB/W F1 female mice (32 weeks of age at week 0 in **c**) at 4–7 weeks after the initial DMSO ($n = 4$) or YE6144 ($n = 4$) injection (36–39 weeks of age). **l,m**, Effects of YE6144 in combination with BZ. Serum BUN (**l**), *Irf7*, and *Oasl2* mRNA levels in the peripheral blood (**m**) from the mice in Fig. 6h. Horizontal bars represent mean $\pm$ SEM (**b,d,e,g–m**) or median (**f**). Data in **i–k** were pooled from four independent experiments. * $P < 0.05$, ** $P < 0.01$ (two-sided Student's *t*-test in **b,d,e,g–m**; two-sided Mann-Whitney *U* test in **f**).

Supplementary Table 1. Background information on the SLE patients and healthy controls (HC).

SLE						HC		
	Total		AP (SLEDAI $\geq$ 5)		RP (SLEDAI 0–4)			
**Gender [n (%)]**						**Gender [n (%)]**		
Females	44 (76)		21 (78)		23 (74)	Females	9 (36)	
Males	14 (24)		6 (22)		8 (26)	Males	16 (64)	
Total	58 (100)		27 (100)		31 (100)	Total	25 (100)	
**Age [range (median)]**						**Age [range (median)]**		
	9–85 (29)		9–85 (29)		10–72 (29)		20–59 (32)	
**SLEDAI [range (median)]**								
	0–25 (6)		6–25 (13)		0–4 (2)			
**Anti-dsDNA [range (median)]**								
	0–1840 (19)		0–1840 (51)		0–81 (0)			
**No treatment [n (%)]**								
	11 (19)		11 (41)		0 (0)			
**Treatment [n (%)]**								
<i>Corticosteroids</i>								
PSL	45 (78)		15 (56)		30 (97)			
<i>Antimalarial</i>								
HCQ	18 (31)		7 (26)		11 (35)			
<i>Immunosuppressants</i>								
IVCY	16 (28)		5 (19)		11 (35)			
MMF	25 (43)		7 (26)		18 (58)			
AZP	3 (5)		1 (4)		2 (6)			
TAC	12 (21)		5 (19)		7 (23)			
<i>Biologics</i>								
Belimumab	2 (3)		1 (4)		1 (3)			

PSL: prednisolone, HCQ: hydroxyl chloroquine, IVCY: intravenous cyclophosphamide, MMF: mycophenolate mofetil, AZP: azathioprine, TAC: tacrolimus.

Supplementary Table 2. The list of antibodies used for nuclear-translocation analysis and flow cytometry.

Species	Fluorochrome	Antigen	Clone	Company	Dilution
Human	PE	CD141	M80	BioLegend	1:25
	PE-Cy7	HLA/DR	L243	BioLegend	1:100
	APC	CD14	M5E2	BioLegend	1:50
	APC-Cy7	CD1c	L161	BioLegend	1:50
	Brilliant Violet 421	CD123	7G3	BD Biosciences	1:100
	Brilliant Violet 605	CD303	201A	BioLegend	1:25
	Brilliant Violet 711	CD19	H1B19	BioLegend	1:50
Mouse	FITC	CD11b	M1/70	BioLegend	1:200
	FITC	PDCA-1	927	BioLegend	1:200
	PE	Control	R35-95	BD Biosciences	1:500
	PE	CD69	H1.2F3	BioLegend	1:500
	PE	CD80	16-10A1	BioLegend	1:500
	PE	TACI	8F10	BioLegend	1:500
	PE-Cy7	CD8a	53-6.7	BioLegend	1:500
	PE-Cy7	CD115	AFS98	BioLegend	1:200
	PE-Cy7	CD138	281-2	BioLegend	1:2000
	PE-Cy7	CD172a (SIRP α)	P84	BioLegend	1:500
	Alexa Fluor 647	F4/80	BM8	BioLegend	1:500
	APC	CD3 ϵ	145-2C11	BioLegend	1:200
	APC	XCR1	ZET	BioLegend	1:500
	APC	CD45R/B220	RA3-6B2	BioLegend	1:500
	APC-Cy7	CD4	GK1.5	BioLegend	1:500
	APC-Cy7	CD11c	N418	BioLegend	1:500
	APC-Cy7	Ly6C	HK1.4	BioLegend	1:500
	Brilliant Violet 421	CD19	6D5	BioLegend	1:200
	Brilliant Violet 421	Ly6G	1A8	BioLegend	1:500
	Brilliant Violet 421	MHCII (I-A/I-E)	M5/114.15.2	BioLegend	1:2000
	Brilliant Violet 510	CD11b	M1/70	BioLegend	1:500
	Brilliant Violet 510	Ly6C	HK1.4	BioLegend	1:500

Supplementary Table 3. The list of primers for RT-qPCR.

Species	Gene	Direction	Sequence
Human	<i>IFI27</i>	Forward	5'-CCT CCA TAG CAG CCA AGA TGA TGT C-3'
		Reverse	5'-GGA TGA ACT TGG TCA ATC CGG AGA-3'
	<i>MX1</i>	Forward	5'-GTT GGA GGC ACT GTC AGG AGT TG-3'
		Reverse	5'-GCC TCT CCA CTT ATC TTC GTT CAC A-3'
	<i>OAS1</i>	Forward	5'-GAT GTG CTG CCT GCC TTT GAT G-3'
		Reverse	5'-CGA TGA GCT TGA CAT AGA TTT GGG G-3'
	<i>GAPDH</i>	Forward	5'-GAA ATC CCA TCA CCA TCT TCC AGG-3'
		Reverse	5'-GAG CCC CAG CCT TCT CCA TG-3'
Mouse	<i>Irf5</i>	Forward	5'-CAG TGG GTC AAC GGG GAA AAG AAA C-3'
		Reverse	5'-CTT TAG CCC AGG CCT TGA AGA TGG-3'
	<i>Ifit1</i>	Forward	5'-ATT CCT GCT GTT TTG GAC TCC TGT-3'
		Reverse	5'-CCA GGA CAT TAG CAA AGG GTG GAA-3'
	<i>Irf7</i>	Forward	5'-ACA GCA CAG GGC GTT TTA TC-3'
		Reverse	5'-GAG CCC AGC ATT TTC TCT TG-3'
	<i>Isg15</i>	Forward	5'-GAG CTA GAG CCT GCA GCA AT-3'
		Reverse	5'-TAA GAC CGT CCT GGA GCA CT-3'
	<i>Oasl2</i>	Forward	5'-CTG GAA TGT ACA GCG AGC GAG G-3'
		Reverse	5'-TTC ATC TTT CTG ATG GGG CTG TAG G-3'
	<i>Ifna</i>	Forward	5'-CCT GAG ARA GAA GAA ACA CAG CC-3'
		Reverse	5'-GGC TCT CCA GAY TTC TGC TCT G-3'
	<i>Ifnb1</i>	Forward	5'-GCT CCT GGA GCA GCT GAA TG-3'
		Reverse	5'-CGT CAT CTC CAT AGG GAT CTT GA-3'
	<i>Il12b</i>	Forward	5'-AGT GTG AAG CAC CAA ATT ACT C-3'
		Reverse	5'-CCC GAG AGT CAG GGG AAC T-3'
	<i>Il6</i>	Forward	5'-TGT TCT CTG GGA AAT CGT GGA-3'
		Reverse	5'-CTG CAA GTG CAT CAT CGT TGT-3'
	<i>Tnf</i>	Forward	5'-TAT GGC CCA GAC CCT CAC ACT C-3'
		Reverse	5'-CAC TTG GTG GTT TGC TAC GAC GT-3'
	<i>Gapdh</i>	Forward	5'-GTG TTC CTA CCC CCA ATG T-3'
		Reverse	5'-TGT CAT CAT ACT TGG CAG GTT TC-3'
	<i>Rps29</i>	Forward	5'-GTA CGC GAA GGA CAT AGG CTT CAT TA-3'
		Reverse	5'-AAG ACT AGC ATG ATC GGT TCC ACT T-3'

# Supplementary material for: Genetic and chemical inhibition of IRF5 suppresses pre-existing mouse lupus-like disease
**Source:** Nat Commun. 2021 Jul 19;12:4379. doi: 10.1038/s41467-021-24609-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data were acquired using FACS DIVA 8.0.1 (Aria II) or 6.1.3 (Canto II).<br>The images of fluorescent immunostaining were collected using FV-10 ASW 4.2 (Olympus).<br>The images of stained kidney sections were collected using BZ Viewer 2.52.0000.0202.0202 (Keyence).<br>Capillary-based immunoassay data acquisition was performed using Compass for SW 3.1.7 (ProteinSimple).<br>RT-qPCR data acquisition was performed using CFX Manager 3.1 (BIO-RAD).<br>Illumina Real-Time Analysis (RTA) v2 software was used for basecalling.                                                                                                        |
| Data analysis   | Flow cytometry data were analyzed using FlowJo V10.0.7 (TreeStar).<br>For nuclear translocation, fluorescent images were analyzed using CellProfiler 2.20.<br>For renal pathology, H&E, PAS, and fluorescent images were analyzed using ImageJ 1.50i (NIH).<br>RNA-seq data were converted to FASTQ file using bcl2fastq 2.20.0.422, followed by mapping the mouse genome reference sequence mm10 using STAR 2.6.0c. Raw read counts were obtained using featureCounts 1.6.2. Normalization and final read counts were obtained using edgeR 3.20.9.<br>GSEA was performed using GSEA v3.0.<br>Statistical analyses were performed in the R software version 4. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq data are available in the Gene Expression Omnibus (GEO) database (accession no. GSE146334).

The public RNA-seq data of SLE patients and healthy donors were fetched from the GEO database (accession no. GSE72509).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. However, the sample sizes were made as large as possible and data was routinely collected across at least two independent experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | All experiments were repeated independently as indicated in the figure legends and the reproducibilities were confirmed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Randomization   | In the experiments in Fig. 1 and Supplementary Figs. 1–4, samples from SLE patients were allocated into AP-SLE and RP-SLE groups according to the SLEDAI-2K score. In the experiments in Figs. 2–4 and Supplementary Figs. 5–9, comparisons were done across mice of different genotypes with matched age and sex. In the experiments in Fig. 5 and Supplementary Fig. 10, cells were prepared from the same biological samples from humans or mice and then assigned to the experimental groups. In the experiments in Fig. 6 and Supplementary Fig. 11, the anti-dsDNA antibody concentration in NZB/W F1 mice was measured to determine the disease onset, and then mice were assigned to experimental groups so that the distribution of initial anti-dsDNA concentrations were similar. |
| Blinding        | In the experiments using SLE patient specimen, the investigators (G.R.S and N.T) were blind to the clinical record until the experiments (nuclear translocation analysis and gene expression analysis) were completed. In the other experiments, blinding was not necessary as cells or mice were grouped by genotype and/or condition rather than objective allocation.                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | For capillary-based immunoassay, anti-phospho IRF5 (newly generated, working concentration: 25 µg/ml), anti-IRF5 (Abcam; cat. no. ab181553, clone no. EPR17067, lot no. GR3248905-3, working concentration: 25 µg/ml), anti-IKKβ antibody (CST; cat. no. 2678S, 4, working concentration: 1.9 µg/mL), anti-GAPDH (Abcam; ab8245, cat. no. 6C5, GR3207992-2, working concentration: 10 µg/ml), HRP-conjugated anti-Rabbit IgG (ProteinSimple; cat. no. DM-001, lot no. 10889, no dilution), and HRP-conjugated anti-Mouse IgG (GE Healthcare; cat. no. NA931-1ML, dilution 1:50) were used. |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

For nuclear translocation analysis, anti-IRF5 (Abcam; ab21689, lot no. GR126979-3, working concentration: 3 µg/ml), anti-p65 (Santa Cruz; cat. no. sc-372X, lot no. H0714, working concentration: 3 µg/ml), normal rabbit IgG (CST; cat. no. 2729, 6, working concentration: 3 µg/ml), and AF488-conjugated anti-rabbit F(ab')<sub>2</sub> fragment (Jackson Immuno Research; cat. no. 711-546-152, 133588, working concentration: 3 µg/ml) were used.

For anti-dsDNA IgG ELISA, mouse anti-dsDNA IgG (Santa Cruz; cat. no. sc-58749, HYB331-01, lot no. K2717, standard concentration: 100, 50, 25, 12.5, 6.3, 3.1, 1.6, 0.8 ng/ml), and HRP-conjugated anti-Mouse IgG-Fc antibody (Bethyl; cat. no. A90-131P, lot no. 39, dilution 1:20000) were used.

Antibodies against cell surface antigen were listed below.

The following antibodies were from BioLegend:

human CD141 (clone M80, catalog numbers 344104, dilution 1:25),  
human HLA/DR (clone L243, catalog numbers 307616, dilution 1:100),  
human CD14 (clone M5E2, catalog numbers 301808, dilution 1:50),  
human CD1c (clone L161, catalog numbers 331520, dilution 1:50),  
human CD303 (clone 201A, catalog numbers 354224, dilution 1:25),  
human CD19 (clone HIB19, catalog numbers 302246, dilution 1:50),  
mouse CD11b (clone M1/70, catalog numbers 101206, dilution 1:200),  
mouse PDCA-1 (clone 927, catalog numbers 127008, dilution 1:200),  
mouse CD69 (clone H1.2F3, catalog numbers 104508, dilution 1:500),  
mouse CD80 (clone 16-10A1, catalog numbers 104708, dilution 1:500),  
mouse TACI (clone 8F10, catalog numbers 133404, dilution 1:500),  
mouse CD8a (clone 53-6.7, catalog numbers 100722, dilution 1:500),  
mouse CD115 (clone AFS98, catalog numbers 135524, dilution 1:200),  
mouse CD138 (clone 281-2, catalog numbers 142504, dilution 1:2000),  
mouse CD172a (clone P84, catalog numbers 144012, dilution 1:500),  
mouse F4/80 (clone BM8, catalog numbers 123122, dilution 1:500),  
mouse CD3ε (clone 145-2C11, catalog numbers 100312, dilution 1:200),  
mouse XCR1 (clone ZET, catalog numbers 100330, dilution 1:500),  
mouse CD45R/B220 (clone RA3-6B2, catalog numbers 103212, dilution 1:500),  
mouse CD4 (clone GK1.5, catalog numbers 100414, dilution 1:500),  
mouse CD11c (clone N418, catalog numbers 117318, dilution 1:500),  
mouse Ly6C (clone HK1.4, catalog numbers 128026, dilution 1:500),  
mouse CD19 (clone 6D5, catalog numbers 115549, dilution 1:200),  
mouse Ly6G (clone 1A8, catalog numbers 127628, dilution 1:500),  
mouse MHCI (I-A/I-E) (clone M5/114.15.2, catalog numbers 107619, dilution 1:2000),  
mouse CD11b (clone M1/70, catalog numbers 101263, dilution 1:500),  
mouse Ly6C (clone HK1.4, catalog numbers 128033, dilution 1:500)

The following antibodies were from BD Biosciences:

human CD123 (clone 7G3, catalog numbers 563362, dilution 1:100),  
Control IgG (clone M1/70, catalog numbers 557397, dilution 1:500)

## Validation

All commercially available antibodies were validated by the manufacturer.

anti-IRF5 (Abcam; ab181553, clone EPR17067) [<https://www.abcam.co.jp/irf5-antibody-epr17067-ab181553.html>]

anti-IKKβ antibody (CST; 2678S) [<https://www.cellsignal.jp/products/primary-antibodies/ikkb-l570-antibody/2678>]

anti-GAPDH (Abcam; ab8245, clone 6C5) [<https://www.abcam.co.jp/gapdh-antibody-6c5-loading-control-ab8245.html>]

HRP-conjugated anti-Rabbit IgG (ProteinSimple; DM-001) [<https://shop.proteinsimple.com/anti-rabbit-detection-module-for-wes-peggy-sue-or-sally-sue.html>]

HRP-conjugated anti-Mouse IgG (GE Healthcare; NA931-1ML) [<https://www.cytivalifesciences.com/en/us/shop/protein-analysis/blotting-and-detection/blotting-standards-and-reagents/amersham-ecl-hrp-conjugated-antibodies-p-06260>]

anti-IRF5 (Abcam; ab21689) [<https://www.abcam.co.jp/irf5-antibody-ab21689.html>]

anti-p65 (Santa Cruz; sc-372X) [<https://datasheets.scbt.com/sc-372.pdf>]

normal rabbit IgG (CST; 2729) [<https://www.cellsignal.jp/products/primary-antibodies/normal-rabbit-igg/2729>]

AF488-conjugated anti-rabbit F(ab')<sub>2</sub> fragment (Jackson Immuno Research; 711-546-152) [<https://www.jacksonimmuno.com/catalog/products/711-546-152>]

mouse anti-dsDNA IgG (Santa Cruz; sc-58749, clone HYB331-01) [<https://datasheets.scbt.com/sc-58749.pdf>]

HRP-conjugated anti-Mouse IgG-Fc antibody (Bethyl; A90-131P) [[https://www.bethyl.com/product/A90-131P/Mouse+IgG-Fc+Fragment+Antibody\\_Seconary+Antibody](https://www.bethyl.com/product/A90-131P/Mouse+IgG-Fc+Fragment+Antibody_Seconary+Antibody)]

anti-human CD141 (BioLegend, clone M80, 344104) [<https://www.biolegend.com/ja-jp/products/pe-anti-human-cd141-thrombomodulin-antibody-6107>]

anti-human HLA/DR (BioLegend, clone L243, 307616) [<https://www.biolegend.com/ja-jp/products/pe-cyanine7-anti-human-hla-dr-antibody-2862>]

anti-human CD14 (BioLegend, clone M5E2, 301808) [<https://www.biolegend.com/ja-jp/products/apc-anti-human-cd14-antibody-793>]

anti-human CD1c (BioLegend, clone L161, 331520) [<https://www.biolegend.com/ja-jp/products/apc-cyanine7-anti-human-cd1c-antibody-6937>]

anti-human CD303 (BioLegend, clone 201A, 354224) [<https://www.biolegend.com/ja-jp/products/brilliant-violet-605-anti-human-cd303-bdca-2-antibody-13062>]

anti-human CD19 (BioLegend, clone HIB19, 302246) [<https://www.biolegend.com/ja-jp/products/brilliant-violet-711-anti-human-cd19-antibody-8519>]

anti-mouse CD11b (BioLegend, clone M1/70, 101206) [<https://www.biolegend.com/ja-jp/products/fitc-anti-mouse-human-cd11b>]

antibody-347]  
 anti-mouse PDCA-1 (BioLegend, clone 927, 127008) [https://www.biolegend.com/ja-jp/products/fitc-anti-mouse-cd317-bst2-pdca-1-antibody-6349]  
 anti-mouse CD69 (BioLegend, clone H1.2F3, 104508) [https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd69-antibody-265]  
 anti-mouse CD80 (BioLegend, clone 16-10A1, 104708) [https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd80-antibody-43]  
 anti-mouse TACI (BioLegend, clone 8F10, 133404) [https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd267-taci-antibody-5807]  
 anti-mouse CD8a (BioLegend, clone 53-6.7, 100722) [https://www.biolegend.com/ja-jp/products/pe-cyanine7-anti-mouse-cd8a-antibody-1906]  
 anti-mouse CD115 (BioLegend, clone AFS98, 135524) [https://www.biolegend.com/ja-jp/products/pe-cyanine7-anti-mouse-cd115-csf-1r-antibody-12376]  
 anti-mouse CD138 (BioLegend, clone 281-2, 142504) [https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd138-syndecan-1-antibody-7519]  
 anti-mouse CD172a (BioLegend, clone P84, 144012) [https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd172a-sirpalpha-antibody-9801]  
 anti-mouse F4/80 (BioLegend, clone BM8, 123122) [https://www.biolegend.com/ja-jp/products/alexa-fluor-647-anti-mouse-f4-80-antibody-4074]  
 anti-mouse CD3e (BioLegend, clone 145-2C11, 100312) [https://www.biolegend.com/ja-jp/products/apc-anti-mouse-cd3epsilon-antibody-21]  
 anti-mouse XCR1 (BioLegend, clone ZET, 100330) [https://www.biolegend.com/ja-jp/products/apc-cyanine7-anti-mouse-cd3epsilon-antibody-6070]  
 anti-mouse CD45R/B220 (BioLegend, clone RA3-6B2, 103212) [https://www.biolegend.com/ja-jp/products/apc-anti-mouse-human-cd45r-b220-antibody-442]  
 anti-mouse CD4 (BioLegend, clone GK1.5, 100414) [https://www.biolegend.com/ja-jp/products/apc-cyanine7-anti-mouse-cd4-antibody-1964]  
 anti-mouse CD11c (BioLegend, clone N418, 117318) [https://www.biolegend.com/ja-jp/products/pe-cyanine7-anti-mouse-cd11c-antibody-3086]  
 anti-mouse Ly6C (BioLegend, clone HK1.4, 128026) [https://www.biolegend.com/ja-jp/products/apc-cyanine7-anti-mouse-ly-6c-antibody-6758]  
 anti-mouse CD19 (BioLegend, clone 6D5, 115549) [https://www.biolegend.com/ja-jp/products/brilliant-violet-421-anti-mouse-cd19-antibody-7160]  
 anti-mouse Ly6G (BioLegend, clone 1A8, 127628) [https://www.biolegend.com/ja-jp/products/brilliant-violet-421-anti-mouse-ly-6g-antibody-7161]  
 anti-mouse MHCII (I-A/I-E) (BioLegend, clone M5/114.15.2, 107619) [https://www.biolegend.com/ja-jp/products/pacific-blue-anti-mouse-i-a-i-e-antibody-3136]  
 anti-mouse CD11b (BioLegend, clone M1/70, 101263) [https://www.biolegend.com/ja-jp/products/brilliant-violet-510-anti-mouse-human-cd11b-antibody-7993]  
 anti-mouse Ly6C (BioLegend, clone, 128033) [https://www.biolegend.com/ja-jp/products/brilliant-violet-510-anti-mouse-ly-6c-antibody-8726]  
 anti-human CD123 (BD Biosciences, clone 7G3, 563362) [https://www.bdbiosciences.com/jp/applications/research/b-cell-research/surface-markers/human/bv421-mouse-anti-human-cd123-7g3/p/563362]  
 Rat control IgG (BD Biosciences, clone M1/70, 557397) [https://www.bdbiosciences.com/us/applications/research/stem-cell-research/mesenchymal-stem-cell-markers-bone-marrow/mouse/negative-markers/pe-rat-anti-cd11b-m170/p/557397]  
 To confirm the specificity of our newly generated monoclonal antibody against phospho-IRF5, we showed that the IKK $\beta$ -induced IRF5 phosphorylation detected by the antibody disappeared when the Serine 446 of IRF5 was substituted by alanine (Extended Data Figure 1).

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                     |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293T cells used in this study were obtained from Dr. Mutsuhiko Minami's laboratory, Yokohama City University Graduate School of Medicine. Commercial source: Riken BRC, RCB2202. |
| Authentication                                                       | Authentication was not performed.                                                                                                                                                   |
| Mycoplasma contamination                                             | Not tested                                                                                                                                                                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                     |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | WT, Lyn <sup>-/-</sup> , Lyn <sup>-/-</sup> Irf5 <sup>+/-</sup> , Lyn <sup>-/-</sup> Irf5 <sup>-/-</sup> , Lyn <sup>-/-</sup> Ifnar1 <sup>+/-</sup> , Lyn <sup>-/-</sup> Ifnar1 <sup>-/-</sup> , Lyn <sup>-/-</sup> Irf5 <sup>fl/fl</sup> , and Lyn <sup>-/-</sup> Irf5 <sup>fl/fl</sup> CreER mice (male and female, C57BL/6 background), and NZB/W F1 mice (female) were used at 11 to 51 weeks of age. Mice were housed in a 12h/12h light/dark cycle at 24.0 +/- 1.0 degrees Celsius and a humidity range of 50.0 +/- 5.0%. |
| Wild animals       | Wild animals were not analyzed in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

Field-collected samples

Field-collected samples were not analyzed in this study.

Ethics oversight

All animal experiments were performed in accordance with the Guidelines for Proper Conduct of Animal Experiments (Science Council of Japan), and all protocols were approved by the institutional review boards of Yokohama City University (protocols F-A-17-018 and F-A-20-043).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Asian pediatric or adult patients with SLE, or adult healthy donors participated in this study. Gender, age and clinical record were described in Supplementary Table 1.

Recruitment

SLE patients who fulfilled at least four of the ACR 1997 revised classification criteria at Yokohama City University Hospital were recruited. Informed consent was obtained from all subjects or their guardians. There was no self-selection bias.

Ethics oversight

The research on human subjects conducted in this study was approved by the Yokohama City University Certified Institutional Review Board (approval no. A120322001).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Preparation of human PBMCs, mouse splenocytes, and BM cells was described in Methods.

Instrument

Human Mo, pDCs, cDCs, and B cells were sorted from PBMCs using FACS Aria II Cell Sorter (BD). Mouse splenic cDC1s, cDC2s, pDCs, CD4+ T cells, CD8+ T cells, B cells, Ly6C-Mo, Ly6C+Mo, granulocytes, macrophages and LLPCs, and BM LLPCs were analyzed using FACSCanto II Flow Cytometer (BD).

Software

Flow cytometry data were acquired using FACS DIVA 8.0.1 (Aria II) or 6.1.3 (Canto II). Further analysis was performed using FlowJo V10.0.7 (TreeStar).

Cell population abundance

The purity of the post-sort fractions determined by flow cytometry was more than 99%.

Gating strategy

Gating strategy was described in Supplementary Figs 1a, 5a, 5b, 7a, and 9a, and Methods.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

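Peripheral blood RNA from 20 female mice aged 22 to 23 weeks was sequenced, 4 mice for each of 5 genotypes. These were *Lyn*-/-*Irf5*-/-, *Lyn*-/-*Irf5*+/- and *Lyn*-/-*Ifnar1*-/- mice, their *Lyn*-/- controls and WT mice. The authors converted the data with bcl2fastq 2.20.0.422, aligned reads to mm10 with STAR 2.6.0c, counted them with featureCounts 1.6.2 and computed TMM-scaled RPKM with edgeR 3.20.9. They used GSEA 3.0 for gene sets. The deposited table holds RPKM for 9228 genes with 1 column per mouse, without read totals. The files do not state which filter chose the listed genes.

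The RPKM values of a gene are whole multiples of a step, from which whole reads were recovered for 9221 of 9228 genes (tolerance 0.05 reads). The sums per mouse ran from 1142469 to 3618870 reads over these genes, and the median gene of a mouse held 22 to 52 reads. The 7 genes not recovered, including the most abundant ones, are outside these sums.

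Values were taken as log2(RPKM + 0.5) for the 8696 genes with at least 1 RPKM in at least 4 of the 20 libraries. Genotypes were compared by limma 3.58.1 in R 4.3.3, with a trend in the variance, all 20 libraries in 1 model and genotype as the only term. The p values of each of the 5 comparisons were adjusted by Benjamini-Hochberg with a threshold of 0.05. The comparisons were *Lyn*-/- against WT, each of *Lyn*-/-*Ifnar1*-/-, *Lyn*-/-*Irf5*+/- and *Lyn*-/-*Irf5*-/- against *Lyn*-/-, and *Lyn*-/-*Ifnar1*-/- against *Lyn*-/-*Irf5*-/-. Gene lists (38, of which 904 of 1060 entries were matched to the table) were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. The hallmark gene sets the paper used were not at hand, and lists written from textbook knowledge stand in for them. The 36 OXPHOS genes of Fig. 2j and the 33 IFN-α genes of Supplementary Fig. 6e were chosen by the study on these libraries. The score of a list is its mean log2 value in a mouse, and scores were compared by exact two-sided permutation tests. Their p are not adjusted over lists unless stated. Enrichment scores were computed with fgsea 1.28.0 on a signal-to-noise ranking. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 served for the recovery of reads, tables and plots.

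The lists, the comparisons, the tests, the alternatives and the rule for named genes were fixed before the data were examined, apart from 3 alternatives and 2 tests added later. These tests were the correlation of the OXPHOS score with marker scores within genotypes and the IFN-γ list without its class II genes. The rule names *Lyn*, *Irf5* and *Ifnar1*, the genes of Fig. 2j and Supplementary Fig. 6e (whose fold changes in the paper's source data had been seen), the 10 genes with the largest rise and the 10 with the largest fall in each comparison among those past the threshold whose genotypes do not overlap, up to 4 genes with the strongest statistic in each list, and the 5 most abundant genes. Unnamed gene models and variable segments of antigen receptors were left out of the ranking. The text gives a part of the genes that the rule names.

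Alternatives covered the pseudocount, the filter on low values, the scaling of the libraries, the libraries in the model, the variance model, a block by replicate number, marker scores of 4 blood cell types as covariates, the set test, the genes in a list, the summary over genes, the form of the fold and leaving out each library. The 3 alternatives added later were leaving out *Lyn*-/-*Ifnar1*-/- mice 3 and 4 together, limma-voom on the recovered reads and an estimated correlation for the OXPHOS list with a covariate.

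The model was tested on simulated data with 100 genes changed at each of 2 sizes. It called 74 of 100 genes at a log2 fold of 1 and 99 of 100 at a log2 fold of 2, with 8 false calls (4.42% of the calls). The noise in this simulation was independent between genes, and each gene had the same spread in all genotypes. The real data have correlated genes and unequal spreads, so this error rate need not hold for them. In 100 draws with no effect, camera with the preset correlation called the OXPHOS list 64 times and the ISG list 33 times, and with an estimated correlation neither list was called (0 draws each). A camera p at the preset correlation is therefore weak evidence without one at an estimated correlation, which is given for most lists and was not computed for every alternative. The correlation of libraries within a genotype ran from 0.913 to 0.984, and no pair of libraries was identical.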

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

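Among the tests in this part, the correlation within genotypes and the estimated correlation in models with a covariate were chosen only after the results were seen.

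OXPHOS genes leaned higher in mice labelled *Lyn*-/-*Ifnar1*-/- than in mice labelled *Lyn*-/-*Irf5*-/- (score difference 0.39, SE 0.25, exact two-sided permutation test, p = 0.286), and the erythroid marker score was higher by 1.224 (SE 0.57). With the erythroid score as a covariate, the mean log2 fold change of the OXPHOS genes moved from 0.39 to -0.07 (camera adjusted p = 0.399, and 0.919 with an estimated correlation), but this score differs between the genotypes and so the model does not separate it from genotype. Without *Lyn*-/-*Ifnar1*-/- mouse 3, the library with the fewest reads in its median gene (22), the score difference was 0.1917 (SE 0.2117), under the bound set beforehand for a part of that library in the pattern by a margin far inside this error, and mouse 4, with 44 reads in its median gene, also stood high at 5.48. The scaling decides the sign of the difference. It was -0.3545 with every library at the same RPKM sum, -0.2799 with the same sum outside hemoglobin genes and 0.418 with median-of-ratios size factors. Under the scalings to a sum, the median log2 fold change of all genes was -0.660 and -0.591, below the OXPHOS list in both. Erythroid content and the single library stay open, as does genotype, and so does the scaling for the sign of the difference.

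Within genotypes, the deviation of a mouse's OXPHOS score from its genotype mean went with that of its erythroid score (Pearson's r = 0.8752 over 20 mice, permutation p = 0.0022, adjusted p = 0.018 over 8 relations, and Spearman's rho = 0.663, permutation p = 0.039, adjusted p = 0.16). Without the 2 mice farthest from the median, r was 0.750. The platelet score gave r = 0.724 (permutation p = 0.045, adjusted p = 0.098) and rho = 0.782 (permutation p = 0.0045, adjusted p = 0.036). The erythroid list shares no gene with the OXPHOS list. A candidate explanation is a varying share of erythroid RNA between mice, and no biological explanation was tested.

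The 36 OXPHOS genes of Fig. 2j were chosen on the libraries in which they were measured. When genes of the complexes list were chosen in some *Lyn*-/- and WT libraries and measured in the others, the *Lyn*-/- mice stood above those labelled *Lyn*-/-*Irf5*-/- in 36 of 36 splits. The median ratio to WT was then 1.57 in *Lyn*-/- mice, 2.08 in mice labelled *Lyn*-/-*Ifnar1*-/-, 1.44 in mice labelled *Lyn*-/-*Irf5*+/- and 1.04 in mice labelled *Lyn*-/-*Irf5*-/-. These splits used TMM scaling only, under which the choice of the genes alone does not account for the order of *Lyn*-/- mice and those labelled *Lyn*-/-*Irf5*-/- (not counted for *Lyn*-/-*Irf5*+/-), but for the 76 genes that order turned with the same RPKM sum (score of mice labelled *Lyn*-/-*Irf5*-/- above by 0.297) and with the same sum outside hemoglobin genes (by 0.438). All genes shifted up under these scalings (median log2 fold change 0.536 and 0.653), and the 76 genes lay below that median in both. The scaling thus stays open for the sign, and so does the share of erythroid RNA. The erythroid score differed by -1.79 in mice labelled *Lyn*-/-*Irf5*-/- from *Lyn*-/- mice. The OXPHOS list reversed with it as a covariate (camera adjusted p = 5.08e-07, and 0.314 with an estimated correlation). The hemoglobin share of all RPKM was 59.1% in *Lyn*-/- mice and 63.0% in mice labelled *Lyn*-/-*Irf5*-/-, while the hemoglobin score differed by -0.51 (SE 0.29).

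A single mouse stood far from the other 3 of its genotype in 9 of 164 groups of 4 mice examined, and chance flags about 1 in 20 groups. The number given is the gap to the nearest mouse over the range of the group. *Ifnar1* in *Lyn*-/- mice gave 0.918 (mouse 1 at 6.17 RPKM, the others at 5.08 to 5.17). The following are on the scale log2(RPKM + 0.5). *Tlr13* in *Lyn*-/- mice gave 0.831 (mouse 1 at 4.32, the others at 3.62 to 3.74). *Ncr1* in *Lyn*-/- mice gave 0.854 (mouse 4 at 1.53, the others at 0.748 to 0.863). *Cd300e* in *Lyn*-/- mice gave 0.986 (mouse 1 at 6.19, the others at 5.79). *Usp18* in mice labelled *Lyn*-/-*Ifnar1*-/- gave 1 because mouse 4 alone was above 0. *Mzb1* in mice labelled *Lyn*-/-*Irf5*+/- gave 0.857 (mouse 1 at 3.13, the others at 3.85 to 3.97). In mice labelled *Lyn*-/-*Irf5*-/-, *Tmod1* gave 0.884 (mouse 1 at 3.14, the others at 3.87 to 3.97), *Tspan33* 0.920 (mouse 1 at 4.72, the others at 5.24 to 5.29) and *Itga2b* 0.916 (mouse 4 at 7.47, the others at 6.92 to 6.97).

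Some lists of genes that the paper does not analyse passed with an estimated correlation and moved far. Between *Lyn*-/- and WT mice the mean log2 fold change was 2.62 for the neutrophil precursor list, 2.11 for the nonclassical monocyte list and -2.76 for the B cell list. Against *Lyn*-/- mice the neutrophil precursor list was lower, by -2.02 in mice labelled *Lyn*-/-*Ifnar1*-/-, -2.32 in mice labelled *Lyn*-/-*Irf5*+/- and -2.35 in mice labelled *Lyn*-/-*Irf5*-/-.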

How the results depend on the processing

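Settings chosen after the data were seen were leaving out *Lyn*-/-*Ifnar1*-/- mice 3 and 4 together, limma-voom on recovered reads and an estimated correlation in models with a covariate. The comparisons are given in the order *Lyn*-/- against WT, then mice labelled *Lyn*-/-*Ifnar1*-/-, *Lyn*-/-*Irf5*+/- and *Lyn*-/-*Irf5*-/- against *Lyn*-/-, then *Lyn*-/-*Ifnar1*-/- against *Lyn*-/-*Irf5*-/-, called the first to the fifth. The counts of changed genes in this order were 2829, 582, 1268, 1212 and 349. For single genes, 1142 of 1255 values under other settings kept direction and call, 96 lost the call, 6 gained it and 11 reversed, and with a library left out 1477 of 1540 kept both, 57 lost the call and 6 gained it. All gained calls were of *Ndufb11*, *Cox6a1* and *Uqcr11* in the fifth. Where no cause is named below, the cause was not tested. At the preset correlation, which called it in 64 of 100 draws with no effect, the OXPHOS list passed camera with any single library left out, but it passed in neither comparison with an estimated correlation (adjusted p = 0.539 and 0.398). At the recovered depth a median gene held 22 to 52 reads, which limits genes of low RPKM most.

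With every library at the same RPKM sum the counts were 847, 120, 457, 615 and 194, of which 60.8%, 2.50%, 3.28%, 57.4% and 13.9% were higher, beside 52.4%, 40.9%, 42.0%, 38.4% and 48.7% as reported. The median log2 fold change of all genes shifted to -0.246, -0.140, -0.200, 0.536 and -0.660. The OXPHOS score differences were 0.0964 (first) and, reversed, 0.297 (the fourth), and those of the ISG score 0.522 (first), -0.735 (the third) and, with its sign turned, 0.319 (the fourth, exact p = 0.114). The median ratios to WT were 0.967 (*Lyn*-/-*Irf5*+/-) and 1.36 (*Lyn*-/-*Irf5*-/-) for the OXPHOS genes and 0.940 (*Lyn*-/-*Ifnar1*-/-), 1.11 (*Lyn*-/-*Irf5*+/-) and 2.04 (*Lyn*-/-*Irf5*-/-) for the IFN-α genes. With the same sum outside hemoglobin genes the counts from the second on were 149, 591, 3164 and 850, with 27.5%, 57.0%, 89.1% and 15.5% higher, and the first (2957) had 17.4% higher. The median of all genes shifted to -0.533, 0.0455, 0.254, 0.653 and -0.591. Reversed were the OXPHOS scores (-0.231 in the first and 0.438 in the fourth), the ISG score of the fourth (0.451), *Ndufa6* (-0.0276) and *Uqcrc1* (-0.0643) in the first and *Atp5a1* (0.142) in the fourth. The OXPHOS list had an adjusted p of 0.102 (first), and the ISG score differences were 0.214 (first) and -0.237 (the third). With median-of-ratios factors the OXPHOS ratio of *Lyn*-/-*Irf5*-/- mice was 1.09.

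At 5 RPKM in at least 4 libraries, which tests fewer genes, the first count was 1757 (66.0% higher) and the OXPHOS list had an adjusted p of 0.283. With array weights the counts were 993 (second) and 2015 (the fourth), and the OXPHOS list had an adjusted p of 0.0592 (the fifth). With only the genotypes compared in the model the counts were 82 (second) and 72 (the fifth). Both comparisons involve mice labelled *Lyn*-/-*Ifnar1*-/-, whose spread was wide. Their erythroid score had an SD of 1.12, beside 0.572 in *Lyn*-/- and 0.214 in mice labelled *Lyn*-/-*Irf5*-/-. The counts as reported for these comparisons rest on a spread shared over all 5 genotypes. With an estimated correlation the ISG list had an adjusted p of 0.202 (first), and with fry the OXPHOS list had 0.0856 (first) and 0.113 (the fifth).

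With the erythroid score as a covariate the counts were 2045 (second) and 112 (the fifth), and the mean log2 fold change of the OXPHOS list reversed in the first (from 0.34 to -0.16, camera adjusted p = 0.0726), the fourth (from -0.23 to 0.44, 5.08e-07) and the fifth (from 0.39 to -0.07, 0.399), as did *Atp5b* in the fourth (0.453). With an estimated correlation these adjusted p were 0.6625, 0.314 and 0.919. With the platelet score they were 1127 and 101, and the OXPHOS list had an adjusted p of 0.195 (first). With the neutrophil score the fifth count was 107. With the B cell score the counts were 327, 938, 385, 140 and 114 and the OXPHOS list reversed in the first (adjusted p = 4.51e-06, and 0.466 with an estimated correlation) and the fourth (from -0.23 to 0.315, adjusted p = 0.00283 and 0.682). Neither score overlaps between the genotypes of the first or the fourth, so such models do not separate it from genotype and a loss of calls was to be expected. Single genes that reversed were *Ndufb9* (-1.56), *Ndufa6* (-0.911), *Ndufs3* (0.0126), *Cox5b* (-1.004), *Cox6b1* (-0.751) and *Tmod1* (-1.48) in the first and *Atp5b* (0.0419) in the fourth.

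By the median over genes the OXPHOS score of the fourth was -0.224 (exact p = 0.0571) and the ISG score of the third -0.459 (exact p = 0.0857). Without the genes of Supplementary Fig. 6e the ISG score of the third was -0.366 (exact p = 0.0571), and with those genes only that of the fourth was -0.555 (exact p = 0.0286). Those genes were chosen by their ratio in these *Lyn*-/- mice, which leans the latter difference towards a fall. For the IFN-α genes of mice labelled *Lyn*-/-*Ifnar1*-/- and *Lyn*-/-*Irf5*+/-, the ratio was 1.02 and 1.38 from median RPKM, and 1.03 and 1.37 from mean log2 values. With genes chosen and measured in different libraries it was 0.394 and 1.43, and 1.04 for OXPHOS genes of mice labelled *Lyn*-/-*Irf5*-/-. These genes were drawn from the lists of 57 ISGs and 76 OXPHOS genes (24 to 37 and 4 to 37 per split), so they are not values of the paper's genes.

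Without *Lyn*-/-*Ifnar1*-/- mice 3 and 4 the counts were 1045 (second) and 83 (the fifth, 7 higher and 76 lower), the OXPHOS list had an adjusted p of 0.919 (the fifth) and the IFN-α ratio of *Lyn*-/-*Ifnar1*-/- mice was 0.908. With voom the counts were 3022, 631, 1349, 1412 and 456.

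With each library left out in turn, the OXPHOS score ran from 0.281 to 0.389 (first) and from -0.285 to -0.177 (the fourth). The ISG score of the third ran from -0.617 to -0.457. Over the score tests, 8 of 48 OXPHOS values and 4 of 40 ISG values lost their call. The counts ran from 379 to 771 (second, 379 without *Lyn*-/- mouse 2), from 845 to 1646 (the third, 845 without *Lyn*-/-*Irf5*+/- mouse 2), from 780 to 1545 (the fourth, 780 without *Lyn*-/-*Irf5*-/- mouse 1) and from 107 to 1063 (the fifth). The fifth count was 897, 1063, 129 and 110 without *Lyn*-/-*Ifnar1*-/- mice 1 to 4 and 114, 140, 107 and 178 without *Lyn*-/-*Irf5*-/- mice 1 to 4. The ratios ran from 0.982 to 1.18 (IFN-α, *Lyn*-/-*Ifnar1*-/-), from 1.41 to 1.54 (IFN-α, *Lyn*-/-*Irf5*+/-) and from 1.09 to 1.13 (OXPHOS, *Lyn*-/-*Irf5*-/-). *Atp5b* lost its call in the fifth without any of 16 libraries and in the fourth without any of 5.

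With replicate number as a block the counts were 2861, 595, 1253, 1240 and 458. The score differences were unmoved (OXPHOS 0.339 and -0.235, ISG 0.751, -1.88, -1.68 and -0.530), but a sign-flip test of 4 pairs cannot reach the threshold. Over all comparisons, mice of the same number were about as alike as others (median correlation 0.0132, from -0.241 to 0.499, against 0.00299), and 4 of 20 libraries were closest to one of their own number. In the fifth, however, 3 of 4 pairs lay over 0.1 (from -0.0679 to 0.276), and the block raised the count from 349 and added the calls of *Ndufb11* and *Cox6a1*.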

Differences from the paper's values

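The paper's normalized enrichment scores (NES) come from gene sets that the lists here only stand in for. For *Lyn*-/- against WT, the paper's NES of the IFN-α response was 1.76 and that of the type I ISG list here 2.21 (jackknife error 0.172), and of the alternatives set before the data were examined only the filter at 5 RPKM (1.72) fell within the paper's value. The paper's NES of the OXPHOS set was 1.81 and that of the list here 2.26 (error 0.200). The filter at 5 RPKM (1.63), the same RPKM sum outside hemoglobin genes (1.91) and the list without the genes of Fig. 2j (1.91) came within it, and the other alternatives did not. The paper's NES of the complement set was 2.01 and that of the list here 1.47 (error 0.0711), and none of the alternatives came within it. The paper's NES of the IFN-γ response was 1.89 and that of the list here -2.08 (error 0.0770), and none of the alternatives came within it.

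For *Lyn*-/-*Ifnar1*-/- against *Lyn*-/-*Irf5*-/-, the paper's NES of the IFN-γ response was -3.03 and that of the list here -2.23 (error 0.195), and no alternative came within it. The paper's NES of the IFN-α response was -2.92 and that of the ISG list here -3.53 (error 0.198), and only the genes of Supplementary Fig. 6e (-2.85) came within it. The paper's NES of the OXPHOS set was 1.77 and that of the list here 2.59 (error 0.632). The filter at 5 RPKM (2.09), the same RPKM sum (1.25), the same sum outside hemoglobin genes (1.46), only the genes of Fig. 2j (2.25), the list without them (2.29) and leaving out *Lyn*-/-*Ifnar1*-/- mouse 3 (1.89) came within it, and the other alternatives did not.

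The paper states that IFN-γ response genes are upregulated in *Lyn*-/- mice. Of the 35 genes in the list that stands in for its set, 10 were lower and 4 higher. That list is not the paper's set, and it did not pass camera (adjusted p = 0.0509, and 0.321 with an estimated correlation). Among the lower ones were all 7 listed genes of MHC class II presentation, and of the other 28 genes 4 were higher and 3 lower. The paper states that the OXPHOS genes are at the WT level in both *Irf5*-deficient strains. Of its 36 genes, 34 stood above WT in mice labelled *Lyn*-/-*Irf5*+/-, with a score above WT by 0.41 (exact two-sided permutation test, p = 0.0286), and 24 in mice labelled *Lyn*-/-*Irf5*-/-, with a score above WT by 0.17 (exact p = 0.0286). These genes were chosen by a high ratio of *Lyn*-/- to these WT mice, which favours low WT values and leans both scores above WT. With genes of the complexes list chosen and measured in different libraries, the median ratio was 1.44 (1.13 to 1.65 over the splits) in mice labelled *Lyn*-/-*Irf5*+/-. It was 1.04 (0.923 to 1.20) in mice labelled *Lyn*-/-*Irf5*-/-. With every library at the same RPKM sum the median ratio of the 36 genes in mice labelled *Lyn*-/-*Irf5*+/- was 0.967. It states that these genes are downregulated in both strains. The score of its 36 genes was lower than in *Lyn*-/- mice by -0.63 in mice labelled *Lyn*-/-*Irf5*-/- (exact p = 0.0286) and leaned lower by -0.39 in mice labelled *Lyn*-/-*Irf5*+/- (exact p = 0.0571), where 6 genes were lower and none higher. The choice of these genes favours high *Lyn*-/- values, which leans both differences towards a fall. The score of the 76 genes of the complexes, another list, differed by -0.23 and -0.008. It states that the rise of IFN-α response genes is reversed in all 3 strains, and the score of the 57 ISGs in mice labelled *Lyn*-/-*Irf5*-/- did not pass (difference -0.20 from *Lyn*-/- mice, exact p = 0.229). With only the genes of Supplementary Fig. 6e it passed (-0.555, exact p = 0.0286), but those genes were chosen by their ratio in these *Lyn*-/- mice. The paper's methods name more mice per strain than the 4 in the files.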

Other observations

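In this part, the test of the IFN-γ list without its class II genes was chosen only after the result was seen. Against *Lyn*-/- mice, many B and T cell markers were higher in the 3 crossed strains, though neither list passed with an estimated correlation. The B cell score was higher by 1.06 (SE 0.091) in mice labelled *Lyn*-/-*Irf5*+/- and 1.02 (SE 0.16) in mice labelled *Lyn*-/-*Irf5*-/- (exact two-sided permutation test, p = 0.0286 each). Adjusted over the scores of each comparison, these exact p were 0.0857 and 0.0514, so neither passed. The difference of 0.69 (SE 0.26) in mice labelled *Lyn*-/-*Ifnar1*-/- did not pass (exact p = 0.114). Of 25 B cell markers 12, 20 and 18 were higher in mice labelled *Lyn*-/-*Ifnar1*-/-, *Lyn*-/-*Irf5*+/- and *Lyn*-/-*Irf5*-/-, and none, none and 1 lower (19, 22 and 22 higher and none, 1 and 1 lower when adjusted over the list alone). *Ms4a1* stood at 16.5 ± 1.34 RPKM in mice labelled *Lyn*-/-*Irf5*+/- and 18.7 ± 3.26 RPKM in mice labelled *Lyn*-/-*Irf5*-/- (SD, n = 4 each), log2 fold changes of 1.64 (SE 0.18, limma adjusted p = 2.42e-05) and 1.80 (SE 0.18, adjusted p = 1.11e-05). Of 27 T cell markers 12, 14 and 17 were higher and none lower (23 in each when adjusted over the list alone). With an estimated correlation the B cell list had an adjusted p = 0.192, 0.153 and 0.162 and the T cell list 0.109, 0.160 and 0.162. *Ncr1* of NK cells was higher in mice labelled *Lyn*-/-*Ifnar1*-/- (log2 fold change 1.86, SE 0.23, adjusted p = 2.63e-05), and 6, 7 and 5 of 17 NK and cytotoxic markers were higher. *Mzb1* of antibody-secreting cells stood at 13.1 ± 3.25 RPKM in mice labelled *Lyn*-/-*Irf5*+/- and 2.90 ± 1.28 RPKM in *Lyn*-/- mice (log2 fold change 2.04, SE 0.24).

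Markers of nonclassical monocytes and neutrophil precursors were lower in the same strains. The erythroid score was lower in mice labelled *Lyn*-/-*Irf5*+/- and *Lyn*-/-*Irf5*-/- (exact two-sided permutation test, p = 0.0286 each). Adjusted over the scores of each comparison, these exact p were 0.0857 and 0.0514. In mice labelled *Lyn*-/-*Ifnar1*-/- the difference of -0.57 (SE 0.63) did not pass (exact p = 0.400). Of 22 nonclassical monocyte markers 13, 14 and 19 were lower in mice labelled *Lyn*-/-*Ifnar1*-/-, *Lyn*-/-*Irf5*+/- and *Lyn*-/-*Irf5*-/- and none higher (adjusted p = 0.0601, 0.118 and 0.0383 with an estimated correlation). In mice labelled *Lyn*-/-*Irf5*-/-, *Cd300e* fell with a log2 fold change of -1.77 (SE 0.22, adjusted p = 1.49e-04) and *Clec4a1* with -1.16 (SE 0.15, adjusted p = 1.63e-04). Both lost their calls with every library at the same RPKM sum (-1.23 and -0.619, adjusted p = 0.0689 and 0.265), and *Clec4a1* also with the same sum outside hemoglobin genes (-0.472, adjusted p = 0.224). The neutrophil precursor list passed in all 3 strains (adjusted p = 0.0129, 0.0412 and 0.0276 with an estimated correlation), and *Ngp* had log2 fold changes of -4.41 and -4.43 (SE 0.70 each) in mice labelled *Lyn*-/-*Irf5*+/- and *Lyn*-/-*Irf5*-/-. *Asns*, asparagine synthetase, fell from 25.8 ± 8.75 RPKM in *Lyn*-/- mice to 3.17 ± 0.510 and 2.03 ± 0.715 RPKM in mice labelled *Lyn*-/-*Irf5*+/- and *Lyn*-/-*Irf5*-/- (SD, n = 4 each, adjusted p = 5.91e-04 and 2.10e-04). *Ank1* of the red cell membrane fell to 7.02 ± 1.79 RPKM in mice labelled *Lyn*-/-*Irf5*+/- from 39.3 ± 18.2 RPKM. In mice labelled *Lyn*-/-*Irf5*-/-, *Tspan33* fell from 291 ± 88.5 to 35.0 ± 6.07 RPKM.

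Genes of the cytosolic ribosome leaned higher in mice labelled *Lyn*-/-*Irf5*+/- than in *Lyn*-/- mice, with a score difference of 0.49 (SE 0.16) that did not pass (exact two-sided permutation test, p = 0.0571). The samples labelled *Lyn*-/-*Irf5*+/- were recorded later than the others, and a batch could not be told apart from genotype. Of 75 genes 31 were higher (44 when adjusted over the list alone, all 75 with a positive log2 fold change, mean 0.49, camera adjusted p = 3.73e-17, and adjusted p = 0.259 with an estimated correlation). Of 21 antioxidant genes 8 were lower in mice labelled *Lyn*-/-*Irf5*-/- than in *Lyn*-/- mice and 13 did not pass (11 lower when adjusted over the list alone, mean log2 fold change -0.84, camera adjusted p = 5.74e-06, and adjusted p = 0.172 with an estimated correlation), beside -1.79 for the erythroid list. Of 18 proliferation genes 6 were lower in mice labelled *Lyn*-/-*Irf5*-/- than in *Lyn*-/- mice, and in mice labelled *Lyn*-/-*Ifnar1*-/- 2 were higher than in mice labelled *Lyn*-/-*Irf5*-/- (7 when adjusted over the list alone), among them *Ccnb2*, a mitotic cyclin, at 16.8 ± 15.1 and 2.22 ± 0.591 RPKM, a call lost with only these genotypes in the model (adjusted p = 0.113). Of 7 eosinophil and basophil markers 5 were higher in mice labelled *Lyn*-/-*Irf5*-/- than in *Lyn*-/- mice. Between mice labelled *Lyn*-/-*Ifnar1*-/- and *Lyn*-/-*Irf5*-/-, 5 of 13 classical monocyte markers were lower, *Ly6c2* with a log2 fold change of -2.13 (SE 0.19, adjusted p = 3.27e-07) and *Ms4a4c* with -1.84 (SE 0.20, adjusted p = 5.73e-06), and *Iigp1*, an IFN-γ-inducible GTPase, had -1.91 (SE 0.23, adjusted p = 1.88e-05). The platelet gene *Itga2b* stood at 306 ± 139 and 136 ± 26.8 RPKM (adjusted p = 0.0233). It lost this call without any of 5 of the 20 libraries, with every library at the same RPKM sum (log2 fold change 0.310, adjusted p = 0.341) and with only these genotypes in the model (adjusted p = 0.205). Of 28 platelet genes 2 were higher, a list whose mean log2 fold change of 0.54 was -0.192 with libraries at the same RPKM sum. The median of all genes was -0.660 there.

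For *Lyn*-/- against WT, further lists gave these counts of higher and lower genes. Glycolysis had 9 and none of 20 (camera adjusted p = 0.00103, and adjusted p = 0.140 with an estimated correlation), the vacuolar ATPase 6 and none of 15 (0.00604 and 0.211), the proteasome 5 and none of 31 (0.0452 and 0.202), the cytosolic ribosome none and 9 of 75 (0.00458 and 0.613), platelets 3 and none of 28 (0.0130 and 0.613), plasma cells 1 and 4 of 8 (0.0510), eosinophils and basophils 1 and 4 of 7 (0.0783), proliferation 8 and 1 of 18 (0.106), T cell activation 2 and 2 of 11 (0.906), plasmacytoid dendritic cells 2 and 3 of 6 (0.637), conventional dendritic cells none and 1 of 3 (0.0827) and hemoglobin none of 3 (0.702). With the same RPKM sum outside hemoglobin genes, the mean log2 fold change turned negative for the vacuolar ATPase (-0.0794), glycolysis (-0.0332), the proteasome (-0.324) and platelets (-0.142). The median of all genes was then -0.533, below each of these lists. The most abundant gene, *Beta-s*, stood at 566203 RPKM in WT, 609849 in *Lyn*-/-, 838084 in *Lyn*-/-*Ifnar1*-/-, 931425 in *Lyn*-/-*Irf5*+/- and 434964 in *Lyn*-/-*Irf5*-/- mice.

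Groups of 4 and 4 mice were also formed in all 35 ways, the real one included. The counts of changed genes exceeded every other split for *Lyn*-/- against WT (2829, highest other 0), for *Lyn*-/-*Irf5*+/- and *Lyn*-/-*Irf5*-/- against *Lyn*-/- (1268, highest other 1, and 1212, highest other 0) and for *Lyn*-/-*Ifnar1*-/- against *Lyn*-/-*Irf5*-/- (349, highest other 1). Each was reached in 1 of 35 splits, the smallest share that this test allows. A mixed split carries the difference between the genotypes into the spread, which lowers its own count. These splits therefore do not exclude chance. For *Lyn*-/-*Ifnar1*-/- against *Lyn*-/-, 4 splits gave a count of 582 or more and the highest other gave 1616, so chance cannot be excluded, and a count that high points to a structure of the samples. That split put *Lyn*-/- mice 1 and 3 with *Lyn*-/-*Ifnar1*-/- mice 1 and 2. Their erythroid scores (6.45 to 7.79) all lay below those of the other mice (7.86 to 8.79). So did their recovered reads (1142469 to 1624817 against 2175446 to 3618870). Which of these goes with the count was not tested. The OXPHOS list gave a camera p = 0.00233 for *Lyn*-/- against WT, reached by 9 splits of this permutation (smallest other 3.374e-05), and p = 2.23e-07 for *Lyn*-/-*Ifnar1*-/- against *Lyn*-/-*Irf5*-/-, reached by 13 splits (smallest other 7.067e-14), so by this camera p chance cannot be excluded for either. The OXPHOS scores themselves did not overlap between *Lyn*-/- (4.96 to 5.28) and WT mice (4.73 to 4.80) under TMM scaling, on which the sign of their difference rests. The ISG list gave a camera p = 2.87e-07 for *Lyn*-/- against WT, reached by 5 splits of this permutation (smallest other 3.866e-13). Chance cannot be excluded there. In this permutation test, only the real split (1 of 35) reached its camera p = 1.336e-63 for *Lyn*-/-*Ifnar1*-/- against *Lyn*-/-*Irf5*-/- (smallest other 2.385e-36). That is the smallest share this test allows, so the splits do not exclude chance here either.

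The IFN-γ list leaned lower in *Lyn*-/- than in WT mice without passing camera (adjusted p = 0.0509, and 0.321 with an estimated correlation). A hypothesis for the lean of this list is its share of B cell transcripts. Its 7 genes of MHC class II presentation were all lower (score difference -2.22, SE 0.139), and the other 28 differed by 0.101 (SE 0.0637, exact two-sided permutation test, p = 0.229), 4 of them higher and 3 lower. This is consistent with fewer B cells, but lower class II expression within cells was not tested.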
